# Understanding the Underlying Molecular Mechanisms of Meiotic Arrest during In Vitro Spermatogenesis in Rat Prepubertal Testicular Tissue

**DOI:** 10.3390/ijms23115893

**Published:** 2022-05-24

**Authors:** Justine Saulnier, Frédéric Chalmel, Marion Delessard, Laura Moutard, Tony Pereira, François Fraissinet, Ludovic Dumont, Aurélie Rives-Feraille, Christine Rondanino, Nathalie Rives

**Keywords:** blood-testis barrier integrity, in vitro spermatogenesis, meiotic arrest, rat prepubertal testis, RNA-sequencing, steroidogenesis

## Abstract

In vitro spermatogenesis appears to be a promising approach to restore the fertility of childhood cancer survivors. The rat model has proven to be challenging, since germ cell maturation is arrested in organotypic cultures. Here, we report that, despite a meiotic entry, abnormal synaptonemal complexes were found in spermatocytes, and in vitro matured rat prepubertal testicular tissues displayed an immature phenotype. RNA-sequencing analyses highlighted up to 600 differentially expressed genes between in vitro and in vivo conditions, including genes involved in blood-testis barrier (BTB) formation and steroidogenesis. BTB integrity, the expression of two steroidogenic enzymes, and androgen receptors were indeed altered in vitro. Moreover, most of the top 10 predicted upstream regulators of deregulated genes were involved in inflammatory processes or immune cell recruitment. However, none of the three anti-inflammatory molecules tested in this study promoted meiotic progression. By analysing for the first time in vitro matured rat prepubertal testicular tissues at the molecular level, we uncovered the deregulation of several genes and revealed that defective BTB function, altered steroidogenic pathway, and probably inflammation, could be at the origin of meiotic arrest.

## 1. Introduction

With the improvement of biomedical research and clinical care, the survival of patients with childhood cancer has increased. The quality of life after cancer has therefore become a major issue in the management of these patients. Oncological treatments are mainly based on chemo- and radiotherapy, the gonadotoxicity of which can lead to gonadal dysfunction and infertility [1]. To preserve the future fertility of prepubertal boys, cryopreservation procedures of immature testicular fragments containing spermatogonial stem cells (SSC) have been developed [2]. Several fertility restoration approaches have also started to emerge [3] and are currently the object of research, such as (i) in vitro maturation in 3D cultures [4,5] or in organotypic cultures [6,7,8], and (ii) in vivo maturation by testicular tissue grafting [9,10] or SSC transplantation [11,12]. Among these different strategies, organotypic culture presents the advantage of maintaining the tissue architecture and cellular interactions that are necessary for germ cell maturation, as well as avoiding the potential reintroduction of residual tumour cells in cured patients. Using this approach, fertilizing spermatozoa have been obtained in vitro from mouse prepubertal testes [6,8]. The further development and optimization of organotypic culture procedures in animal models is essential before a human application can be envisaged. The rat model, the spermatogenesis of which has a duration that is intermediate between mice and humans (53 days vs. 36 and 74 days), and shows (as in humans) a germ cell maturation arrest in organotypic cultures [13,14,15,16,17,18], appears to be a relevant model for the improvement of in vitro culture conditions.

Spermatogenesis is an essential process by which haploid spermatozoa develop from SSC in the seminiferous tubules of the testis. Meiosis is the step during which genetic recombinations occur in diploid spermatocytes and, at the end of which, haploid spermatids are generated. A single round of DNA replication is followed by two consecutive rounds of nuclear meiotic divisions. The first meiotic division (meiosis I) is characterized by a prolonged prophase during which chromosome synapsis, crossovers, and homologous recombination take place [19], and by the segregation of homologous chromosomes. Synapsis and recombinations occur following the formation of a proteinaceous structure between the homologous chromosomes, called the synaptonemal complex [20]. Homologous recombinations require the generation of DNA double-strand breaks (DSBs). Most of the generated DSBs are involved in chromosome pairing and alignment [19,21]. The repair of DSBs is essential for stable homologous chromosome pairing and synapsis during prophase [22,23]. During meiosis II, sister chromatids separate within two haploid daughter cells.

Meiosis is therefore a complex process involving many genes, and the deregulation of its expression can be at the origin of meiotic arrest, as demonstrated in transgenic mice [24,25]. Numerous studies have investigated the causes of meiotic arrests in a fundamental or purely medical context [26,27,28,29]. Consequently, the development of high-throughput sequencing has led to the identification of several genes involved in male infertility [30]. Meiotic arrest could be due to chromosome abnormality, such as Y microdeletion or aneuploidy, or to gene mutations. For instance, a splice site mutation of the SYCE1 gene (encoding for Synaptonemal complex central element protein 1) leads to the disruption of synapsis in mice [31]. Some studies have highlighted the involvement of different checkpoints in cases of maturation arrest [32,33]. These checkpoints, such as the pachytene checkpoint, perform a fundamental role in meiotic progression. The pachytene checkpoint is involved in the repair of DSBs induced during meiotic recombination, and in the detection of asynapsis. It informs the cell of the persistence of DSBs on asynapsed chromosome fragments. Autosome asynapsis leads to a defect in sex chromosome inactivation and cell apoptosis [34]. It appears that mutations of genes involved in synapsis or silencing of sex chromosomes can induce an arrest of the cell cycle/meiosis at different stages [35,36]. However, chromosome and genetic alterations are not the only causes of meiotic arrests. Because spermatogenesis is finely regulated by different factors such as nutrients, temperature, and hormones, abrupt changes in the environment can affect its progression [37,38,39]. Indeed, an early deprivation of vitamin A in prepubertal mice leads to a disruption of the blood-testis barrier (BTB), an arrest in meiosis, and germ cell apoptosis [40,41]. In cases of cryptorchidism in humans, the maintenance of germ cells at body temperature induces the appearance of mutations, leading to germ cell alterations, testicular germ cell tumor formation, and progressive germ cell depletion [42]. Similarly, disruption of the androgen signaling pathway has been shown to lead to germ cell loss [43,44] or to azoospermia [45,46,47].

Our previous findings concerning in vitro maturation of prepubertal rat testicular tissue evidenced a blockage during meiosis I [16], as is also reported in human prepubertal testicular tissue [13]. The identification of gene sets or pathways that are specifically deregulated in vitro would contribute to a better understanding of the mechanisms involved in meiotic blockage, and consequently improve the in vitro maturation up to haploid germ cells. Transcriptomic approaches have proven to be useful in highlighting the downregulation of genes involved in the control of cell cycles such as *Igf-1* [48], or upregulation of genes related to immune response and the NFκB signaling pathway [49] in cultures of mouse prepubertal testes. Supplementations of culture media with IGF-1 [48] or an inhibitor of the TLR4-NFκB signaling pathway [49] led to a significant increase in the sperm yield and a reduction in the activation of macrophages, respectively. In addition, RNA sequencing (RNA-Seq) analysis has facilitated the identification of differentially expressed genes (DEGs) between in vitro and in vivo matured mouse ovarian tissues, thereby enabling the optimization of culture conditions and the successful completion of in vitro oogenesis [50].

The aim of the present study was therefore to understand the underlying mechanisms of meiotic arrest in organotypic cultures of prepubertal rat testicular tissue, using histological analyses and a bulk transcriptomic approach.

## 2. Results

### 2.1. Pre-Meiotic and Meiotic Germ Cells Survive in Cultured Prepubertal Rat Testicular Tissue but Do Not Achieve Their Differentiation

As previously described [16], rat prepubertal testicular tissues were cultured on agarose gels for 28 days (D28), at which time round spermatids should be present in seminiferous tubules. In order to characterize and identify the origin of the meiotic arrest in in vitro cultured rat prepubertal testicular tissues, histological and immunohistochemical analyses were first performed and compared to age-matched in vivo controls (36.5 dpp) and prepubertal in vivo controls (14.5 dpp). In seminiferous tubule sections of in vivo rat testes, all the expected stages of spermatogenesis were observed, with meiotic germ cells present in the adluminal compartment of seminiferous tubules at 36.5 dpp. (Figure 1a,b). In sections of the D28 cultured tissues, an early meiotic arrest at the spermatocyte I stage was observed. The tubules remained quite empty and few spermatocytes I were observed (Figure 1a,b). The immunolabeling of DDX4, a protein expressed in the germline and involved in germline integrity, confirmed that the germ cell content was decreased after organotypic culture, with the presence of Sertoli cell-only tubules and a decrease in the germ cells/Sertoli cells ratio compared to age-matched in vivo controls. While a lower number of germ cells per tubule was observed in cultured tissues compared to the age-matched control, the number of Sertoli cells per tubule was similar between the two conditions (Figure 1c,f, Figure S1a–c,f). In cultured tissues, the nuclei of some germ cells appeared pyknotic. However, the germ cells/Sertoli cells ratios were similar between D28 cultured tissues and 14.5 dpp immature testes (Figure 1d, Figure S1a–c).

We next determined whether germ cell depletion in cultured tissues was the result of a decrease in proliferation or an increase in DNA damage. Ki67 immunostaining revealed that the proliferative activity of intratubular cells was maintained at the end of the culture process (Figure 1e,f, Figure S1g). The proliferative activity in D28 cultured tissues was closer to that of the immature 14.5 dpp tissues compared to the age-matched 36.5 dpp controls, suggesting that an impairment of tissue maturation may be a possible cause of the meiotic arrest. To evaluate the DNA integrity of the produced spermatocytes, we combined a TUNEL assay with SYCP3 immunostaining. As expected, an increased proportion of intratubular cells with fragmented DNA (TUNEL positive) was detected in cultured tissues, partially due to the culture conditions (Figure 1g,h). However, the proportion of tubules containing TUNEL-positive spermatocytes at D28 was not different from in vivo controls (Figure 1i). DSBs repair defects could lead to cell death [51]. However, the percentage of spermatocytes with DNA fragmentation was below 0.2% in cultured tissues (Figure S1d), which is insufficient to explain the cell maturation arrest.

The formation of the XY body was then assessed by immunolabeling γH2AX, a protein involved in DSBs and transcriptional silencing of the XY body, on tissue sections (Figure 1j). When physiologically expressed, γH2AX is present at the zygotene stage on the chromosomal asynapsis region, whereas it becomes restricted and highly expressed in the XY body at the pachytene stage [52]. In D28 cultured tissues, arrested spermatocytes displayed an indistinguishable XY body and dispersed γH2AX staining within the nuclei, around the chromosomes (Figure 1j). To confirm this histological observation, meiotic chromosome spreads were prepared from D28 cultured tissues and age-matched in vivo controls. Using confocal microscopy, we found a γH2AX-positive XY body and a significantly higher number of γH2AX foci in the pachytene spermatocytes generated in vitro, which were localized on the chromosome axes, in comparison to the unique γH2AX-positive XY body detected in pachytene spermatocytes in vivo (Figure 2a,c, Videos S1, S2). Since the γH2AX increase could be due to asynapsis or the absence of DSBs repair [51], the integrity of the synaptonemal complex was investigated by performing double SYCP3/SYCP1 immunostaining. As previously hypothesized, asynapsis could be observed in many spermatocytes generated during culture, while some of them seemed to be correctly synapsed (Figure 2b,c, Videos S3, S4). An extensive absence of DSBs repair associated with a high level of asynapsis has previously been shown to be sufficient to induce the early apoptosis of pachytene spermatocytes [34].

### 2.2. In Vitro- and In Vivo-Matured Prepubertal Testicular Tissues Have Distinct Transcriptomic Profiles

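Gene expression was measured in rat testes at 6 in vivo ages (8.5, 14.5, 24.5, 30.5, 36.5 and 53.5 dpp) and in explants dissected at 8.5 dpp and cultured for 6, 16, 22 or 28 days (D6, D16, D22 and D28). The authors aligned 50 bp reads to the rat genome build rn6 and deposited 1 value per gene and library, in fragments per kilobase scaled to the mapped reads of the library (FPKM). The file lists 17322 genes by their Entrez Gene identifiers, of which 17172 were found in a RefSeq gene table. Read counts were not used here, so the depth behind each value is unknown. Values were compared on the log2(FPKM + 1) scale unless a ratio of means is named. Between 12520 and 13563 genes per library had a value above 0, with a median of 12997. The 10 most abundant genes of a library took from 3.45% to 11.9% of its summed FPKM, and this share was highest in the 53.5 dpp testes.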

In order to identify the molecular mechanisms involved in the spermatogenic arrest during organotypic culture, bulk RNA sequencing analyses were conducted on in vitro- and in vivo-matured testicular tissues. 

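Replicates of each group were compared over the 12762 genes with a median of at least 0.5 FPKM in any of the 10 groups. Across these genes, which are not independent replicates, the Pearson correlation between replicates ranged from 0.965 to 0.985. The median absolute difference between replicates on the log2 scale was smallest for a pair of 8.5 dpp testes (0.0882) and largest for a pair of D28 tissues (0.238). Relative sequencing depth, read from the spacing of the lowest values, ranged from 0.829 to 1.49.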

For each time point, three replicates were analysed, with three different testes for in vivo controls and twelve pooled cultured explants per replicate for the in vitro conditions. One 14.5 dpp testicular tissue, which displayed a different transcriptomic profile compared to the other two replicates, was excluded from the downstream analyses. 

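In the deposited file, all 17322 genes of this 14.5 dpp testis are listed at 0, so its profile was not analysed here. Comparisons with 14.5 dpp therefore rest on 2 testes. These differed by at least 1 on the log2 scale at 389 genes. The number was between 141 and 164 genes for pairs of D16 replicates and between 194 and 430 for pairs of D28 replicates.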

A PCA (Principal Component Analysis) revealed the biological relevance of the resulting transcriptomic dataset: indeed, the first component (or dimension), containing 84.8% of variances, appeared strongly correlated with the tissue maturity of samples (Figure 3a). Indeed, in vivo samples at each developmental stage (24.5, 30.5, 36.5 and 53.5 dpp) clustered together, whereas immature 14.5 dpp tissues clustered with all the in vitro-cultured tissues (D6, D16, D22, D28). 

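In a centred, unscaled PCA of the 29 libraries, Dimension 1 held 80.2% of the variance (SD 0.705 across the PCAs that each left out 1 library) and Dimension 2 held 7.05%. The mean of the 8.5 dpp testes along Dimension 1 was set to 0% and that of the 53.5 dpp testes to 100%. On this scale the 14.5 dpp testes lay at 4.87% ± 2.51 (SD, n = 2). The older testes followed in order of age, at 39.8% ± 5.15 for 24.5 dpp, 78.1% ± 5.71 for 30.5 dpp and 91.5% ± 1.56 for 36.5 dpp (SD, n = 3). Cultured tissues lay at -0.487% ± 0.289 (D6), -0.485% ± 0.373 (D16), 0.636% ± 0.0356 (D22) and 0.654% ± 0.372 (D28) (SD, n = 3). Scaling each gene to unit variance moved the share of Dimension 1 most, to 62.6%. From Dimension 1 and the maturity of the samples, the paper states that the dataset is biologically relevant.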

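The same libraries were grouped by average-linkage clustering on Euclidean distances. With 3 branches, the tree parted the 9 testes of 30.5 to 53.5 dpp, the 3 testes of 24.5 dpp and 17 other libraries, which were those of 8.5 dpp, 14.5 dpp and all cultured tissues. With 5 branches, the 8.5 dpp testes stood apart, and the branch of the 14.5 dpp testes and the cultured tissues held 14 libraries. With 6 branches, the 14.5 dpp testes parted from the 12 cultured tissues, while the testes of 36.5 and 53.5 dpp still shared a branch of 6 libraries.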

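The testes of 14.5 dpp and the tissues cultured for 16, 22 or 28 days were placed in a PCA of their own, over 11517 genes. Dimension 1 held 42.4% of the variance (SD 3.23 across the PCAs that each left out 1 library) and Dimension 2 held 12.7%. Along Dimension 1 the 14.5 dpp testes lay at -55.2 ± 0.634 (SD, n = 2). Cultured tissues lay at 6.83 ± 1.28 (D16), 13.0 ± 1.56 (D22) and 17.0 ± 4.33 (D28) (SD, n = 3), so the distance to the 14.5 dpp testes was larger than the spread of any group. Restricting the genes to those differentially expressed moved the share of Dimension 1 most, to 76.1%.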

A more precise analysis showed that, in this last cluster, 14.5 dpp tissues clustered away from cultured explants (Dimension 1, 52.4% of variance), demonstrating a persistent difference between in vivo- and in vitro-matured testicular tissues (Figure 3b). The analysis of DEGs confirmed the differences between in vivo and in vitro conditions from the outset of the first wave of spermatogenesis (Figure S2).

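Cultured tissues were compared with testes of the same age by limma, each pair of groups in a fit of its own. A gene was called at an adjusted p-value of at most 0.05 (Benjamini-Hochberg) and a ratio of group medians of at least 2. Of 11309 genes tested at D6, 898 differed from 14.5 dpp, 630 higher and 268 lower in culture. Leaving out a D6 replicate lowered this number to as few as 406. Against 24.5 dpp, D16 tissues differed at 5082 genes (2946 higher, 2136 lower) of 11658 tested. D22 tissues differed from 30.5 dpp at 7877 genes (5104 higher, 2773 lower) of 12118, and D28 tissues from 36.5 dpp at 8585 genes (5701 higher, 2884 lower) of 12210. Cyp17a1, which encodes a steroidogenic enzyme, had a log2 fold change of -6.07 at D6 (standard error 0.42, limma adjusted p = 0.00109). From the differentially expressed genes, the paper concludes that both conditions differ from the outset of the first wave.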

Based on the above PCA and on histological observations, we compared the transcriptomes of cultured tissues to those of 14.5 dpp tissues to highlight the genes involved in the initiation of germ cell maturation which could be deregulated during cultures, thereby leading to premature spermatogenic arrest (Figure 3c). By applying stringent selection parameters, we were able to highlight 1240 DEGs (differentially expressed genes), among which 600 were deregulated in each comparison (Figure 3c, Table S1). 

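D16, D22 and D28 tissues and the 14.5 dpp testes were fitted together by limma. Genes were called by the F test over the 3 comparisons and a ratio of group medians of at least 2. In at least 1 comparison 1868 genes were called, 985 higher and 876 lower in culture. In all 3 comparisons 1093 genes were called, 655 higher and 433 lower. The number was 1371 genes (755 higher, 616 lower) at D16, 1480 genes (845 higher, 635 lower) at D22 and 1571 genes (879 higher, 692 lower) at D28. Of the 599 genes listed in Table S1, 590 were called in at least 1 comparison and 585 in all 3. Detection and fold change on log2(FPKM + 1), a setting chosen after seeing the values, moved the number in at least 1 comparison most, to 1185.

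Haemoglobin genes showed the largest falls at each age, namely Hba1 (Entrez Gene 25632), Hbb (24440) and LOC100134871. These genes are close paralogs, so the split of reads among them is uncertain. Hba1 stood at 577 ± 87.4 (SD, n = 2) FPKM at 14.5 dpp and is listed at 0 in every D16 and D28 library. Hbb stood at 316 ± 103 (SD, n = 2) FPKM at 14.5 dpp and is listed at 0 in every D16, D22 and D28 library. The largest rises included Mmp9, the non-coding RNA H19 (Entrez Gene 309122) and the water channel gene Aqp8 (29172). H19 rose from 18.9 ± 8.84 (SD, n = 2) FPKM at 14.5 dpp to 401 ± 77.6 (SD, n = 3) at D16. Aqp8 stood at 0.962 and 15.4 FPKM in the 14.5 dpp testes and at 221 ± 33.1 (SD, n = 3) at D28. Rbbp4 and Pla2g2a are listed at 0 in both 14.5 dpp testes. Ifi27l2b is listed at 0 and 1.56 FPKM in these testes and reached 77.4 ± 37.2 (SD, n = 3) at D28.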

A clustering analysis on the resulting set of genes allowed us to generate seven expression patterns (termed P1–7), which can be organized into two broad clusters, P1–P4 and P5–P7, regrouped due to their extremely broad expression profiles (Figure 3d, Table S1): cluster P1–4 corresponds to 215 genes transiently expressed in the testis during its maturation and predominantly down-regulated in cultured tissues, and cluster P5–7 corresponds to 385 genes poorly expressed during the maturation process but up-regulated in cultured tissues (Figure 3d, Table S1).

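Table S1 assigns 215 genes to patterns P1 to P4 and 384 to patterns P5 to P7. Since these genes were chosen on the same samples, their values are described without a test. Median FPKM was lower than at 14.5 dpp at each of D16, D22 and D28 for 197 genes of P1 to P4. The other 18 genes, all of pattern P4, were higher and included Tesk1 and Id4. All 384 genes of P5 to P7 were higher at these ages. In the median gene, P1 to P4 changed by -1.34 ± 0.0497 at D16, -1.32 ± 0.0596 at D22 and -1.44 ± 0.0656 at D28 on the log2 scale (SD, n = 3). The median gene of P5 to P7 changed by 1.43 ± 0.0319, 1.59 ± 0.0853 and 1.64 ± 0.135 at the same ages. In vivo, the median change of P1 to P4 together was -0.76 ± 0.0377 at 24.5 dpp and -1.58 ± 0.0458 at 53.5 dpp. The 70 genes of P4 instead rose in vivo, by 0.41 ± 0.152 and 0.68 ± 0.0516 at these ages, and those of P3 stood at 0.15 ± 0.0555 and -1.48 ± 0.145. The 25 genes of P6 also rose, by 1.39 ± 0.246 and 1.32 ± 0.0855. Of the 111 genes of P1, 77 had their highest in vivo level at 8.5 dpp, and all 20 genes of P2 had it at 14.5 dpp. Among the genes of P5 to P7, 329 were higher at D16, D22 and D28 than at every in vivo age.

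**Figure D1:**
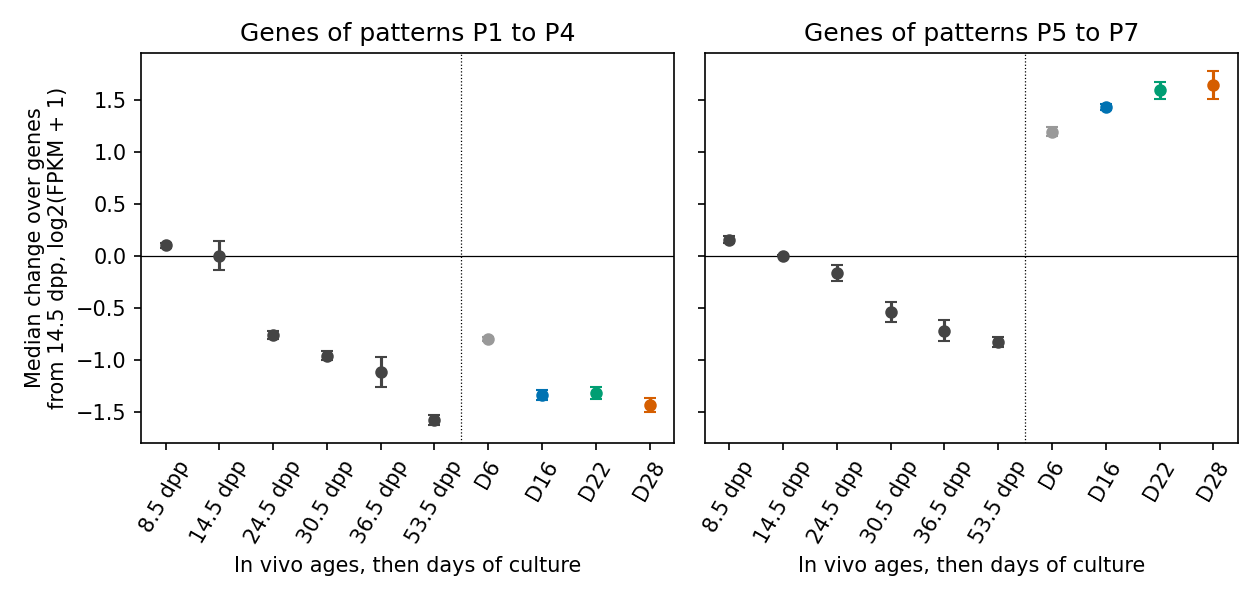
Median change over the genes of patterns P1 to P4 (left) and P5 to P7 (right) from 14.5 dpp, in log2(FPKM + 1), for each in vivo age and culture time, as the mean of the replicates with SD (n = 3, or 2 at 14.5 dpp). P1 to P4 lie below 0 from 24.5 dpp on and at every culture time, and P5 to P7 lie above 1 at every culture time and below 0 from 24.5 dpp on. P4 and P6, which rise in vivo, are not drawn apart.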

### 2.3. The Functional Analysis Revealed Associations with Specific Biological Processes

In order to investigate the molecular pathways involved in this defective maturation process, we performed a functional analysis, based on a GO (gene ontology) enrichment, on the seven resulting expression patterns. This functional analysis highlighted 1056 enriched GO terms (Table S2) significantly associated with the P1–4 and P5–7 patterns, among which 35 biological processes have been selected for representation (Figure 4). 

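The copy of Table S2 read here lists 830 GO terms and 46 KEGG pathways. Of the GO terms, 188 belong to P1 to P4 and 642 to P5 to P7. For 20 terms named in the text, the listed genes were looked up at D16, D22 and D28. In all 60 combinations of term and age, the median log2 ratio of mean FPKM to 14.5 dpp had the direction of the pattern. The listed genes were selected in these same samples, so this direction was fixed by the selection. No enrichment was tested, since no GO annotation was used here.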

Out of the 215 genes belonging to the P1–4 pattern, 42 are involved in reproductive processes (*p* value < 4.58 × 10^6^), 56 in the cell cycle (4.13 × 10^25^), and 58 in cell differentiation (0.037) (Figure 4). 

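For the 42 genes listed under reproductive process, the median log2 ratio of mean FPKM to 14.5 dpp was -1.47 at D16, -1.52 at D22 and -1.61 at D28. Of these genes, 39 were lower and 3 were higher at D28. Among the 56 cell cycle genes, 55 were lower at D28, with a median log2 ratio of -1.65. The 58 cell differentiation genes included 53 that were lower, with a median log2 ratio of -1.69 at D28.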

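All 29 genes listed for P1 to P4 under chromosome segregation were lower than at 14.5 dpp in every culture group. Their median log2 ratio of mean FPKM was -0.89 at D6, -1.53 at D22 and -1.72 at D28. The 11 genes listed under cell cycle checkpoint were also lower in every culture group, with a median of -1.60 at D16. For the 7 genes of the metaphase to anaphase transition, the median was -1.68 at D16 and -1.74 at D28.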

The P1–4 pattern was also found to be enriched in genes involved in chromosome segregation (number of genes = 29, *p* value < 9.23 × 10^18^) and cell cycle checkpoints (11, 0.0002), as well as in genes involved in metaphase/anaphase transition (7, 0.0002) (Figure 4), reflecting the clear defect in synaptonemal complex organization. 

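The genes of patterns P5 to P7 were followed through the culture, D6 included. At D6, 381 of them were already higher than at 14.5 dpp, and 246 had changed by at least 1 on the log2 scale. In the median gene, 73.5% of the change seen at D28 was present at D6. The share was 87.4% for the 193 genes of P5 and 62.0% for the 166 genes of P7. The changes followed the order D16, D22 and D28 in 162 genes, where a random order of these ages gives 64. From D16 to D28, 16 genes changed by at least 1 further on the log2 scale. Table S2 as read here lists 63 entries for each of tissue development, regulation of cell death and response to stress, of which 62 were found in the deposited values. The paper counts more genes for tissue development, cell death and stress, so the lists read here may be cut short. Over the genes found, the median log2 ratios of mean FPKM at D28 were 1.96, 2.06 and 2.22. For the 52 genes of cell development it was 1.93, and for the 16 genes of the regulation of the inflammatory response it was 2.33.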

The 385 genes downregulated in in vivo controls and gradually upregulated during the culture process (pattern P5–7) (Figure 4) appeared to be mainly involved in general mechanisms such as tissue development (66, 7.97 × 10^7^), cell development (52, 0.007), cell death (71, 6.24 × 10^8^), stress (110, 4.52 × 10^9^), or inflammation (16, 0.007) (Figure 4). Interestingly, more specific terms which may influence spermatogenesis are also enriched. Indeed, due to the culture condition, explants were exposed to a more harmful environment than under physiological conditions, with direct exposure to oxygen, and thus to oxidative stress. This was reflected by a significant association with the oxygen level GO term (26, 3.30 × 10^5^) (Figure 4). 

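The 26 genes listed under response to oxygen levels were all higher than at 14.5 dpp in every culture group. Their median log2 ratio of mean FPKM was 2.52 at D6, 2.24 at D16, 2.60 at D22 and 2.46 at D28. The paper proposes that these genes reflect the exposure of the explants to oxygen. Another list, of 12 detected genes of the response to low oxygen, also rose. Its median change at D28 was 0.96 in log2(FPKM + 1), with 11 genes higher and 1 lower. The rise alone therefore does not tell more oxygen from less.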

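For the 32 genes of P5 to P7 listed under response to nutrient levels, the median log2 ratio of mean FPKM to 14.5 dpp was 2.43 at D6 and 2.28 at D28. The 54 genes listed under response to hormone had a median of 2.21 at D16, 2.57 at D22 and 2.47 at D28. Of the 26 genes listed under response to growth factor, 25 were higher at D6 and all were higher from D16 on, with a median of 2.19 at D16.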

Additionally, genes whose expression could be affected by the culture medium and its supplementation were enriched for gene sets involved in nutrient level (32, 0.0003) and response to hormonal stimulation (54, 2.10 × 10^7^), as well as growth factors (26, 0.0008) (Figure 4). 

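In the KEGG lists, the 11 cell cycle genes of P1 to P4 had a median log2 ratio of mean FPKM to 14.5 dpp of -1.63 at D28. The 8 genes of oocyte meiosis and the 7 of progesterone-mediated oocyte maturation had medians of -1.55 and -1.75 at D16. The 11 genes of TNF signaling stood highest at D6, with a median of 3.22, against 1.82 at D16 and 2.42 at D28. For the 16 genes of cytokine-cytokine receptor interaction, the median was 2.41 at D6 and 3.04 at D28. Tnf itself is listed at 0 in every library used.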

A KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis confirmed the involvement of the cell cycle (11, 1.98 × 10^5^), but also of the reproductive (oocyte meiosis—8, 0.003; progesterone-mediated oocyte maturation—7, 0.004) and immune system (TNF signaling—11, 7.17 × 10^4^; cytokine–cytokine receptor interaction—16, 0.001) signaling pathways (Table S2).

By exploring these gene sets with a manual bibliography, we identified 102 genes clearly related to spermatogenesis and/or SSC maintenance. Among them, 51 belong to the pattern P1–4 and 51 to the pattern P5–7 (Table 1, Table S3). 

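In Table S3 101 genes were read, 50 of P1 to P4 and 51 of P5 to P7. Of these, 97 were called in all 3 comparisons with 14.5 dpp. Those not called included Shbg, Prm2 and Tnp2, of which the last pair was named after the values were seen. At D16, 48 genes of P1 to P4 were lower and 2 were higher, and all 51 genes of P5 to P7 were higher.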

The top 15 most differentially expressed genes (according to their adjusted F-values) associated with spermatogenesis were *Cyp17a1*, *Insl3*, *Tesk1*, *Cdc34*, *Kif11*, *Ube2c*, *Incenp*, *Plk1*, *Ccnf*, *Cks2*, *Alox15*, *Bub1b*, *Ccna2*, *Cbx2*, and *Aspm* for the pattern P1–4 (Table 1), and *Mmp9*, *Vldlr*, *Nr1d1*, *Igfbp3*, *Cxcl10*, *Abca1*, *Fstl3*, *Wnt4*, *Cd14*, *Ctsh*, *Stat3*, *Cx3cl1*, *Kdr*, *Srebf1*, and *Tf* for the pattern P5–7 (Table 1). 

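Ranked by the adjusted p-value of limma's F test, the first genes of P1 to P4 in Table S3 were Tesk1 (Entrez Gene 29460, adjusted p = 3.64e-05), Cyp17a1 (25146, 3.73e-05) and Insl3 (114215, 3.87e-05). Tesk1 was higher in culture, with a log2 fold change of 1.38 at D16, 1.54 at D22 and 1.72 at D28 (standard error 0.10). Insl3 fell from 33.6 ± 8.97 (SD, n = 2) FPKM to 0.672 ± 0.476 (SD, n = 3) at D16, a log2 fold change of -4.38 (standard error 0.26, limma adjusted p = 2.14e-05). In P5 to P7 the first genes were Nr1d1 (252917, limma adjusted p = 2.77e-05), Mmp9 (81687, 2.78e-05) and Vldlr (25696, 2.78e-05). Nr1d1 rose from 6.34 ± 0.241 (SD, n = 2) FPKM to 15.7 ± 0.970 at D16, 17.1 ± 0.663 at D22 and 22.1 ± 0.446 at D28 (SD, n = 3). Mmp9 had a log2 fold change of 4.50 at D16, 4.71 at D22 and 4.38 at D28 (standard error 0.27).

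The text names Cdc34, while Table 1 lists Ccdc34. The log2 fold change of Ccdc34 (362187) was -1.29 at D16, -1.40 at D22 and -1.28 at D28 (standard error 0.10, adjusted p from 2.26e-05 to 4.59e-05). For Cdc34 (299602) it was -0.21 at D16, -0.15 at D22 and 0.05 at D28 (standard error 0.16, adjusted p from 0.331 to 0.838). Of 189 pairs of a gene named in the results and a comparison, 182 had an adjusted p-value of at most 0.05. The paper selected most of these genes in these same samples, so this number is no independent test.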

At least 43 out of the 102 genes related to gametogenesis were expressed in spermatocytes, which included 6 genes (*Cbx2*, *Sohlh2*, *Tex12*, *Trip13*, *Plk1*, and *Plk2*) related to the synaptonemal complex. Most of them were down-regulated in cultured tissues, and may be related to the synapsis defect observed in vitro (Table 1, Table S3). Moreover, genes involved in DSBs and crossover formation (*Top2a*, *Eme1*, *Trip13*, and *Bard1*) were down-regulated (Table 1, Table S3). These gene expression patterns were consistent with our previous observations. In addition, numerous genes related to inflammation and stress response pathways were deregulated, such as *Cxcl10*, *Cd14*, *Cx3cl1*, *Alox15*, *Ccl2, Ccl5*, *Socs3*, and *Fcgr3a* (Table 1, Table S3). 

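Among the 6 genes named, Cbx2, Sohlh2, Tex12, Trip13 and Plk1 were lower in culture and Plk2 was higher. Tex12 stood at 19.5 ± 12.2 (SD, n = 2) FPKM at 14.5 dpp and 1.19 ± 0.287 (SD, n = 3) at D16, a log2 fold change of -3.10 (standard error 0.64, limma adjusted p = 0.00544). At D28 its libraries were further apart (4.61 ± 5.59 FPKM) and the log2 fold change was -2.20 (limma adjusted p = 0.0212). Cbx2 fell from 29.1 ± 0.521 to 13.4 ± 0.248 FPKM at D28, and Plk1 from 22.5 ± 1.08 to 6.60 ± 1.16. Trip13 had a log2 fold change of -1.32 at D28 (standard error 0.29, limma adjusted p = 0.00544). Plk2 rose from 3.44 ± 0.372 to 15.3 ± 2.37 FPKM at D16. The markers Sycp1, Sycp3 and Dmc1, which the paper does not name among these genes, did not pass the threshold at D16, D22 or D28 (limma adjusted p from 0.347 to 0.9996). Their log2 fold changes at D28 were 0.08, -0.36 and -0.30 (standard errors 0.28, 0.59 and 0.37). From the genes that fell, the paper proposes a relation with the synapsis defect in vitro.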

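Top2a had a log2 fold change of -1.36 at D16, -1.44 at D22 and -1.77 at D28 (standard error 0.18, adjusted p from 0.000117 to 0.000632). Its level at D6 was 17.1 ± 1.70 (SD, n = 3) FPKM, between those at 14.5 dpp (34.6 ± 6.89) and D16 (12.7 ± 0.662). Eme1 stood at 4.06 ± 2.05 (SD, n = 2) FPKM at 14.5 dpp and 0.803 ± 0.284 (SD, n = 3) at D16. The log2 fold change of Bard1 was -1.15 at D16, -1.05 at D22 and -1.22 at D28 (standard error 0.17, adjusted p from 0.000512 to 0.00125).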

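Of the 8 genes named, Cxcl10, Cd14, Cx3cl1, Ccl2, Socs3 and Fcgr3a were higher in culture, and Alox15 and Ccl5 were lower. Ccl2 rose from 0.344 ± 0.0859 (SD, n = 2) FPKM at 14.5 dpp to 23.3 ± 7.90 (SD, n = 3) at D16, a log2 fold change of 4.13 (standard error 0.44, limma adjusted p = 0.000218). Cxcl10 was highest at D6, with 39.6 ± 8.22 (SD, n = 3) FPKM, and stood at 11.6 ± 0.414 at D28. Cx3cl1 had a log2 fold change of 1.48 at D16, 1.99 at D22 and 2.35 at D28 (standard error 0.20). Fcgr3a stayed low, with 2.09 ± 0.368 FPKM at D22 against 0.100 ± 0.0282 at 14.5 dpp. Alox15 stood at 7.01 ± 4.44 (SD, n = 2) FPKM at 14.5 dpp and is listed at 0, 0 and 0.125 FPKM in the D16 libraries. Ccl5 had a log2 fold change of -1.33 at D16 and -1.10 at D28 (standard error 0.15).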

The immunological response of the testicular tissue is extremely important for its protection but, in some cases, could induce immunological infertility [53,54]. The recruitment of immune cells by the interstitium appeared to be extremely stimulated under our culture conditions (Table 1, Table S3). 

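Among genes linked to immune cells, Cd14 rose from 2.05 ± 0.0960 (SD, n = 2) FPKM at 14.5 dpp to 14.8 ± 4.68 (SD, n = 3) at D28. Its log2 fold change was 1.85 at D16, 2.07 at D22 and 2.34 at D28 (standard error 0.20, adjusted p from 4.49e-05 to 0.000218). The macrophage marker Cd68 had a log2 fold change of 0.86 at D16, 1.07 at D22 and 1.27 at D28 (standard error 0.25, adjusted p from 0.00355 to 0.0263). Values from bulk explants, whose central necrotic area the authors removed, do not separate more cells from more transcript per cell.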

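Igf2 rose from 8.01 ± 0.746 (SD, n = 2) FPKM at 14.5 dpp to 89.6 ± 13.0 (SD, n = 3) at D16 and stood at 65.8 ± 26.5 at D28. In vivo its level was 20.0 ± 0.666 FPKM at 8.5 dpp and 4.56 ± 1.17 at 36.5 dpp. Igfbp3 reached 406 ± 35.0 (SD, n = 3) FPKM at D16, a log2 fold change of 3.59 (standard error 0.26, limma adjusted p = 4.09e-05). For Slc2a1 it was 1.31 at D16, 1.64 at D22 and 1.61 at D28 (standard error 0.26), and that of Srebf1 was 1.15 at D16, 1.39 at D22 and 1.65 at D28 (standard error 0.14).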

Additionally, some genes involved in tissue growth and tissue homeostasis were upregulated (*Srebf1*, *Slc2a1*, *Igf2*, and *Igfbp3*), reflecting the beginning of testicular maturation (Table 1, Table S3). An overexpression of genes involved in the reorganization of the BTB junctions (*Icam1*, *Ctsl*, *Mmp9*, *Mmp2*, and *Spp1*), which are essential for spermatogenic differentiation [55], was also noticed (Table 1, Table S3). 

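Mmp2 stood at 11.0 ± 5.67 (SD, n = 2) FPKM at 14.5 dpp and 48.1 ± 12.1 (SD, n = 3) at D16, and at 52.1 ± 6.01 in the 8.5 dpp testes. Mmp9 was highest at D6, with 46.3 ± 7.34 (SD, n = 3) FPKM, and stood at 1.35 ± 0.135 at 53.5 dpp, its highest level in vivo. Icam1 rose from 2.95 ± 0.0899 to 27.4 ± 2.95 FPKM at D6 and was at 12.9 ± 2.43 at D28. Ctsl had a log2 fold change of 1.41 at D16, 1.38 at D22 and 1.58 at D28 (standard error 0.17). For Spp1 the 14.5 dpp testes were far apart (13.4 ± 14.1 FPKM), and the log2 fold change at D28 was 2.34 (standard error 0.61, limma adjusted p = 0.0127).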

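Cyp17a1 stood at 83.4 ± 58.3 (SD, n = 2) FPKM at 14.5 dpp and at 0.472 ± 0.224 (D16), 0.596 ± 0.250 (D22) and 0.472 ± 0.150 (D28) in culture (SD, n = 3). The testes of 14.5 dpp differed, at 42.2 and 125 FPKM, yet every cultured tissue lay below every in vivo testis. The log2 fold change was -5.66 at D16, -5.54 at D22 and -5.65 at D28 (standard error 0.36, adjusted p from 1.26e-05 to 2.49e-05). As a log2 ratio of mean FPKM without a pseudocount, it was -7.46 at D16, -7.13 at D22 and -7.46 at D28. Cyp11a1 fell from 15.2 ± 10.4 (SD, n = 2) FPKM to 1.60 ± 0.655 (SD, n = 3) at D28 (log2 fold change -2.50, standard error 0.35, limma adjusted p = 0.000516). Hsd3b1 fell from 80.5 ± 33.9 to 9.78 ± 1.40 FPKM at D16 and was at 20.4 ± 6.94 at D28. Its log2 fold change was -2.86 at D16, -2.24 at D22 and -1.91 at D28 (standard error 0.30, adjusted p from 0.000192 to 0.00103). Against testes of the same age, Cyp17a1 had a log2 fold change of -5.80 at D28 (standard error 0.25, limma adjusted p = 5.79e-07).

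**Figure D2:**
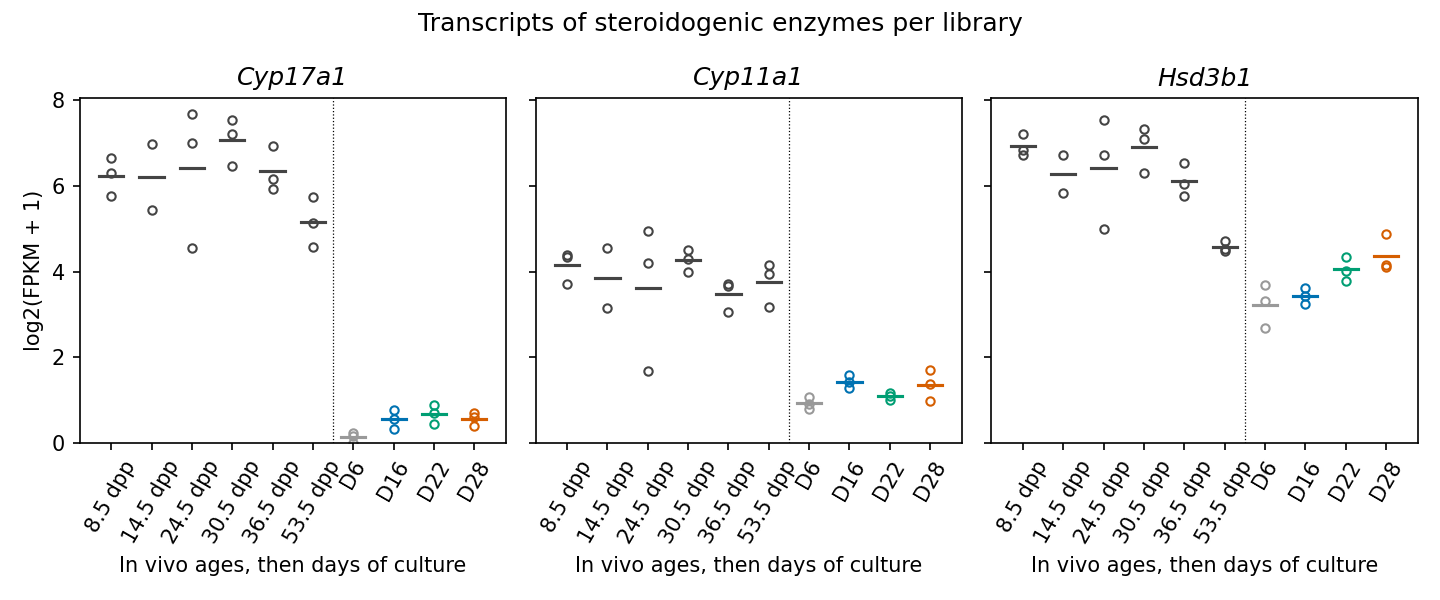
Expression of Cyp17a1, Cyp11a1 and Hsd3b1 in each library, in log2(FPKM + 1), for the in vivo ages and the culture times, with circles for libraries and horizontal lines for group means. Every cultured tissue lies below every in vivo testis for Cyp17a1, and the mean of Hsd3b1 in culture is highest at D28.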

Additionally, we observed a significant down-regulation of transcripts encoding key steroidogenic enzymes (*Cyp17a1*, *Cyp11a1*, and *Hsd3b1*) in cultured tissues (Table 1, Table S3). 

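Hsd11b1 rose from 1.35 ± 0.149 (SD, n = 2) FPKM at 14.5 dpp to 19.1 ± 8.47 (SD, n = 3) at D28, a log2 fold change of 3.01 (standard error 0.32, limma adjusted p = 0.000124). Adm had a log2 fold change of 3.23 at D16, 3.67 at D22 and 3.95 at D28 (standard error 0.40). Apoe stood at 189 ± 55.0 FPKM at 14.5 dpp and 711 ± 39.5 at D16, and Adrb1 at 0.216 ± 0.0418 and 2.19 ± 0.312. Pdpn and Lpar1 had log2 fold changes of 1.14 and 1.12 at D28. For Shbg the log2 fold change was 1.14 at D16, 1.87 at D22 and 1.75 at D28 (standard error 0.40), with an adjusted p-value of 0.0537 at D16, above the threshold, and 0.00729 at D28. The 14.5 dpp testes were far apart for this gene (113 ± 89.9 FPKM).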

Other genes involved in the regulation of steroidogenesis *(Shbg*, *Pdpn*, *Lpar1*, *Apoe*, *Adrb1*, *Igfbp3*, *Adm*, *Hsd11b1*, *Ngfr*, and *Nr1d1*) were up-regulated (Table 1, Table S3). Finally, at least 52 genes out of 102 are involved in cell cycle processes, such as SSC self-renewal (*Ccna2*, *Igf2*, *Epha2*), spindle organization and chromosomal segregation *(Kif11*, *Aspm*, *Cdca2*, *Haus7*), cell cycle checkpoints (*Ube2c*, *Incenp*, *Plk1*, *Bub1b*), or meiotic entry (*Vldlr*, *Nr1d1*, *Rbp1*) (Table 1, Table S3).

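The log2 fold change at D28 was -1.68 for Kif11 (standard error 0.13), -1.42 for Aspm (0.14) and -1.49 for Cdca2 (0.13). Haus7 was higher in culture, at 154 ± 9.56 (SD, n = 3) FPKM at D16 against 65.9 ± 2.64 (SD, n = 2) at 14.5 dpp. Ube2c fell from 50.8 ± 16.6 to 10.7 ± 1.15 FPKM at D28, Incenp from 23.4 ± 1.58 to 8.64 ± 0.367 and Ccna2 from 46.8 ± 10.9 to 14.6 ± 1.07. Epha2 had a log2 fold change of 1.01 at D16 (standard error 0.29, limma adjusted p = 0.0234) and 1.37 at D28. The proliferation marker Mki67 had a log2 fold change of -1.53 at D28 (standard error 0.16, limma adjusted p = 0.000129).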

The expression pattern of selected spermatogenesis-related genes was confirmed for the most part in 14.5 dpp testes and cultured explants by RT-qPCR. Indeed, our data showed a significant decrease in *Cbx2*, *Cks2*, *Top2a*, and *Ube2c* mRNA levels during the culture period (Figure S3). As is consistent with RNA-seq data, similar *Dlk1* mRNA levels were found in 14.5 dpp and in vitro cultured tissues, whereas *Ngfr* mRNA levels were deregulated in organotypic cultures (Figure S3). However, differences in *Bub1b* and *Sohlh2* mRNA levels were observed between RNA-seq and RT-qPCR analyses (Figure S3).

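In the RNA-seq values, Dlk1 stood at 34.0 ± 2.54 (SD, n = 2) FPKM at 14.5 dpp and at 28.1 ± 6.51 (D16), 30.4 ± 0.453 (D22) and 34.4 ± 8.62 (D28) in culture (SD, n = 3). Its log2 fold change was -0.29 at D16, -0.15 at D22 and -0.01 at D28 (standard error 0.21, adjusted p from 0.325 to 0.978), and its sign at D28 reversed under some alternatives. At D6 Dlk1 was at 122 ± 30.1 (SD, n = 3) FPKM, near the 118 ± 10.6 of the 8.5 dpp testes. Ngfr rose from 4.66 ± 1.31 to 21.2 ± 6.32 FPKM at D16 and was at 12.9 ± 1.86 at D28. For Ngfr the log2 fold change was 1.95 at D16, 1.66 at D22 and 1.31 at D28 (standard error 0.22, adjusted p from 0.000287 to 0.00156).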

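Bub1b stood at 12.3 ± 0.463 (SD, n = 2) FPKM at 14.5 dpp, 7.60 ± 0.492 at D6, 5.13 ± 0.507 at D16 and 4.38 ± 0.558 at D28 (SD, n = 3). Its log2 fold change was -1.12 at D16, -1.25 at D22 and -1.31 at D28 (standard error 0.12, adjusted p from 5.20e-05 to 0.000184). For Sohlh2 the log2 fold change was -1.26 at D16, -1.41 at D22 and -1.39 at D28 (standard error 0.18, adjusted p from 0.000417 to 0.000943). The RT-qPCR values were not analysed here. The paper normalized them to Gapdh and Actb, both named here after their values were seen. In the RNA-seq values the mean of these genes rose from 14.5 dpp by 0.784 at D16, 0.998 at D22 and 0.874 at D28 on the log2 scale. Relative to this mean, the change at D28 was -0.88 for Dlk1, 0.43 for Ngfr, -2.19 for Bub1b and -2.26 for Sohlh2.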

### 2.4. Impaired BTB Formation Could Impede Meiotic Progression

We then chose to investigate BTB formation and steroidogenesis during organotypic cultures, since several genes involved in these biological processes were deregulated in vitro. To assess the establishment and integrity of the BTB in cultured tissues, testicular fragments were incubated with a biotin tracer supposed to be stopped at the level of the BTB and not to diffuse within the adluminal compartment of seminiferous tubules. Our kinetic analyses show the presence of this tracer throughout the seminiferous epithelium in all the tubules examined, thereby showing an impairment of BTB establishment that could impede meiosis (Figure 5). On the contrary, in cultures of mouse prepubertal testicular tissues [153], the same analyses revealed a good preservation of BTB integrity.

Steroidogenesis was then examined by first analysing the expression of both 3βHSD and CYP17A1 by western blot and immunofluorescence. Interestingly, the expression of these two steroidogenic enzymes was undetectable at D28, contrary to the age-matched in vivo control (Figure 6a,b,d). Testosterone levels were measured within cultured testicular fragments and culture media using LC-MS/MS. They first dropped and then slowly decreased during the culture (Figure 6f,g). The levels found in testicular fragments between D16 and D28 are slightly above the physiological levels (Figure 6f). However, a weak expression of the androgen receptor (AR) was observed at D28 (Figure 6c,e). One can therefore speculate that the decrease in AR, which mediates the action of testosterone, might affect BTB formation during the first wave of in vitro spermatogenesis [154].

### 2.5. The In Vitro Spermatogenesis Process May Be Associated with an Inflammatory Process

To identify a potential common regulator of these deregulated genes, the upstream regulator tool from Ingenuity Pathway Analyses (IPA) software was used. IPA analyses clearly demonstrated that zinc finger and BTB domains containing 17 (ZBTB17), tumor necrosis factor (TNF), and CCAAT/enhancer binding protein beta (CEBPB) were the top three predicted upstream regulators of the 594 deregulated genes between 14.5 dpp and D28 cultured tissues, among the 600 candidate genes (Figure 7a, Table S4). 

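The target genes listed for these regulators in Table S4 were looked up in the deposited values. These targets were drawn from genes selected in the same samples, so the counts below largely restate their patterns and are no independent test. For ZBTB17, all 26 targets were lower at D28 than at 14.5 dpp, with a median log2 ratio of mean FPKM of -1.81. For TNF, 67 of 79 targets were higher at D28 and 12 were lower, with a median of 2.05. For CEBPB, 37 of 59 targets were lower and 22 were higher, with a median of -1.42. The genes of these regulators were named after the values were seen. Zbtb17 had a log2 fold change of -0.15 at D28 (standard error 0.15, limma adjusted p = 0.456). Cebpb stood at 5.46 ± 1.00 (SD, n = 2) FPKM at 14.5 dpp and 18.2 ± 9.08 (SD, n = 3) at D28, a log2 fold change of 1.48 (standard error 0.32, limma adjusted p = 0.00539).

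**Figure D3:**
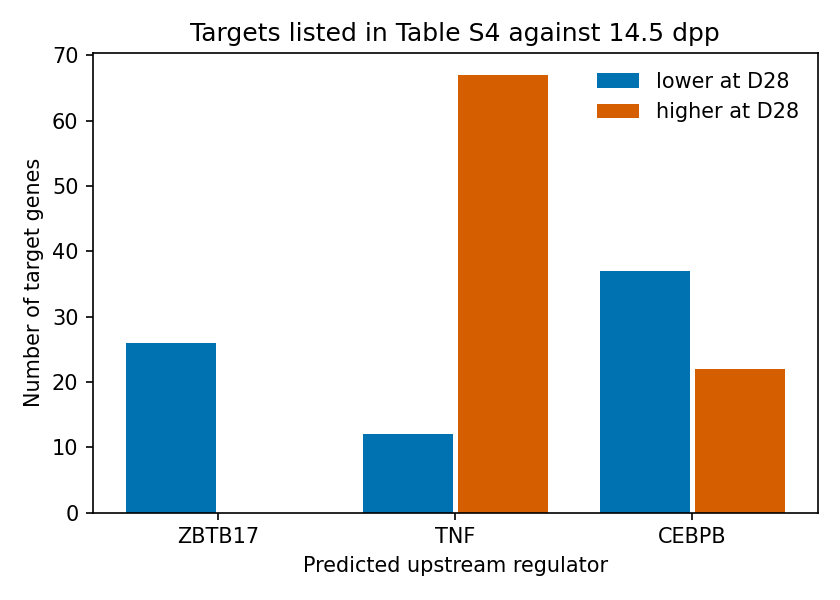
Number of target genes of ZBTB17, TNF and CEBPB whose mean FPKM was lower (blue) or higher (orange) at D28 than at 14.5 dpp. All 26 targets of ZBTB17 are lower, 67 of TNF are higher and 37 of CEBPB are lower. The targets were drawn from genes selected in these same samples.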

Most of the top 10 predicted upstream regulators were involved in inflammatory processes or immune cell recruitment. We hypothesized that the maturation arrest observed in vitro could be associated with a strong response of the local inflammatory system, probably generated by the resident macrophages, as previously described in cultures of mouse prepubertal testicular tissues [49]. To test this hypothesis, tissue cultures were supplemented for 28 days with anti-inflammatory molecules. The analysis of the progression of spermatogenesis shows no germ cell differentiation beyond the spermatocyte I stage, whatever the molecule added into the culture medium (Figure 7b). Moreover, none of the molecules tested were efficient in significantly increasing the percentage of seminiferous tubules containing spermatocytes I, especially genistein, which not only alters meiotic progression but also tissue architecture at the highest concentration used (Figure 7b). The molecules tested also failed to decrease the macrophage population, since the CD68+ surface area was not significantly different between the conditions (Figure 7c).

## 3. Discussion

The current study explored the in vitro maturation of rat prepubertal testicular tissues at the molecular level in order to unravel the mechanisms underlying meiotic arrest. Indeed, although organotypic culture at a gas–liquid interphase has proven to be a promising approach for generating spermatozoa from immature testicular tissues in the mouse model, a complete in vitro spermatogenesis has not yet been achieved in other species, including rats and humans, thereby delaying its application in clinics for fertility restoration of survivors of childhood cancer.

Consistently with our previous findings [16], no germ cells beyond the spermatocyte I stage were observed in rat organotypic cultures. In vitro cultured tissues were analysed at D28 (corresponding in vivo to 36.5 dpp), at which time round spermatids should be physiologically detected in seminiferous tubules. The proliferative activity of intratubular cells was maintained under the culture conditions. However, because of the meiotic blockage, a significant decrease in germ cell content was found within seminiferous tubules compared to age-matched in vivo controls. Although more tubules showed DNA fragmentation when comparing in vitro to in vivo conditions, few pachytene spermatocytes were TUNEL positive, suggesting that apoptosis occurred after this stage. Two previous studies have reported that round spermatids could be obtained after in vitro maturation of rat prepubertal testes, albeit in very small proportions [14,15]. 

Two distinct types of meiotic arrest have been described in humans [155]: (i) arrested spermatocytes are characterized by the absence of a discernible XY body and a dispersed γH2AX nuclear staining, or (ii) arrested spermatocytes display normal features, i.e., the presence of an XY body displaying γH2AX staining. Here, the arrested rat spermatocytes displayed a γH2AX-positive XY body and numerous γH2AX-positive foci along the chromosomes, reflecting an increase in DSBs and/or asynapsis. Moreover, the cytological analyses of the rat spermatocytes generated in vitro revealed a disorganization of synaptonemal complexes and asynapsis, which is known to induce a defect in the recruitment of ATR and BRCA1, thereby leading to a defective inactivation of XY chromosomes, and to apoptosis [34]. It would be interesting to explore the expression of key proteins involved in DSBs formation and repair processes, such as RAD51, BRCA1, and DMC1, to characterize more precisely the maturation arrest phenotype.

Meiotic arrest can have a genetic [156,157] or an environmental [158,159] origin. In order to overcome maturation arrest, it is essential to understand the molecular mechanisms that are deregulated during in vitro culture. 

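Each cultured tissue was compared with the mean profile of each in vivo age by Euclidean distance. All 12 cultured tissues were nearest to 14.5 dpp. The distance of D28 tissues was 79.8 ± 5.90 to 14.5 dpp and 94.8 ± 1.07 to 8.5 dpp (SD, n = 3). D22 tissues lay at 74.6 ± 1.22 from 14.5 dpp and 213 ± 0.270 from 30.5 dpp, their own age. For D16 tissues it was 71.0 ± 1.61 to 14.5 dpp, 86.9 ± 1.29 to 8.5 dpp and 143 ± 1.63 to 24.5 dpp. A rank correlation in place of the distance gave the same nearest age for every cultured tissue. From these profiles, the paper states that the tissues showed immature features.

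**Figure D4:**
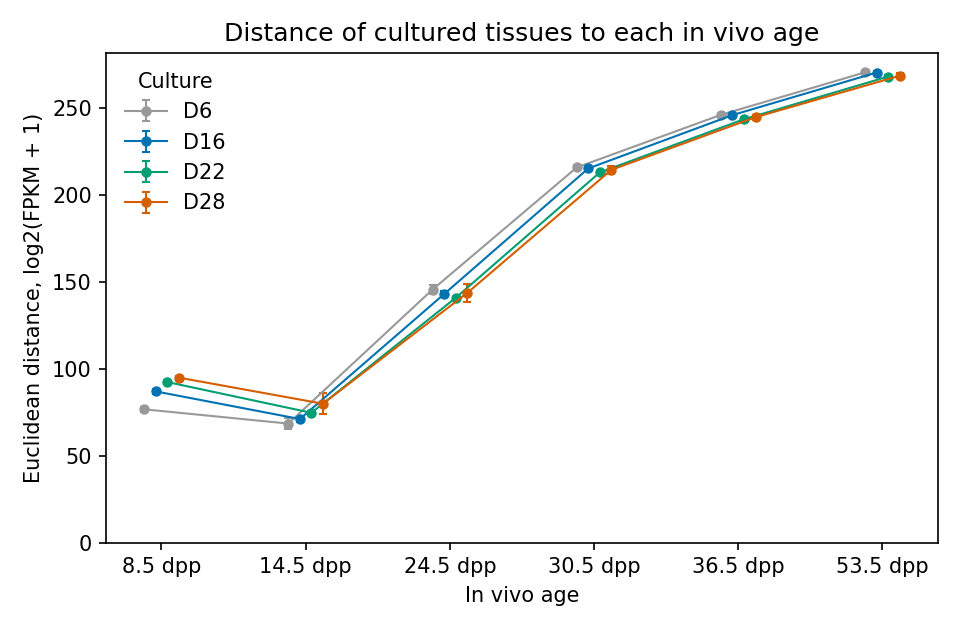
Euclidean distance in log2(FPKM + 1) between tissues cultured for 6, 16, 22 or 28 days and the mean profile of each in vivo age, as the mean of 3 replicates with SD. Every culture time is nearest to 14.5 dpp, and the distance increases from 14.5 to 53.5 dpp.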

Interestingly, our bulk RNA-Seq analyses revealed that D16, D22, and D28 cultured tissues showed immature features, with transcriptomic profiles close to 14.5 dpp in vivo controls. A total of 600 DEGs were identified between in vitro- and in vivo-matured testicular tissues. Using gene ontology analyses, different GO terms in relation with spermatogenesis, BTB, steroidogenesis, and synaptonemal complex were highlighted. The assessment of BTB functionality revealed its permeability in rat organotypic cultures, contrary to what was observed in cultured prepubertal mouse explants [153]. The analysis of proteins involved in BTB structure (i.e., OCLN, ZO-1) and regulation (i.e., SRC, FAK) will have to be investigated in future studies. Since BTB’s primary function is to maintain an immunological sanctuary inside the seminiferous tubules, its dysfunction has been shown to cause immunological damage, impede meiosis [55,160], and contribute to infertility [54]. The assessment of steroidogenesis first unveiled the absence of expression of the two steroidogenic enzymes 3βHSD and CYP17A1 at D28. The slightly elevated intratesticular levels observed between D16 and D28, which could arise from the lack of a functional vascular system in vitro, is unlikely to be the cause of the meiotic arrest. However, the decreased expression of AR, which mediates testosterone signaling, could explain this meiotic blockage. Indeed, impaired androgen signaling has previously been shown to disrupt BTB formation and integrity [154,161,162], to interfere with the assembly of the synaptonemal complex [163], and to induce meiotic arrest [46,47,164].

Then, IPA analyses performed on our dataset led to the identification of predictive upstream regulators. We found that the top 10 upstream regulators were involved in inflammation and in regulation of spermatogenesis. Among them, TNFα is partly produced by macrophages to promote the inflammatory process, and its expression is accompanied by the production of reactive oxygen species (ROS) or chemokines [165]. In addition, TNFα has been shown to be activated by the NF-κB signaling pathway, which contributes to immune cell survival and proliferation, followed by the production of various cytokines [166]. These results are consistent with a recent transcriptomic analysis that revealed the presence of a drastic and overwhelming immune reaction involving the TLR4-NF-κB signaling pathway in cultures of prepubertal mouse testicular tissues [49]. Moreover, we have previously shown that cytoplasmic and nuclear ROS are generated in in vitro cultured mouse testes [167]. Cytokines such as TNFα have also been shown to regulate BTB permeability by restructuring gap junctions [168,169,170], as well as the steroidogenic function of Leydig cells [171,172,173]. As mentioned earlier, an altered BTB integrity, a downregulation of steroidogenic genes (*Cyp11a1*, *Cyp17a1*, *Hsd3b1*), and a depletion in CYP17A1 and 3βHSD were evidenced in organotypic cultures in the current study. We therefore assessed the effect of three molecules with anti-inflammatory properties (TAK 242, infliximab, genistein) on spermatogenic progression in organotypic cultures. Among them, TAK 242, a TLR4-NF-κB signaling pathway inhibitor, has previously been used to successfully decrease the number of testicular macrophages in cultures of mouse prepubertal testicular tissues [49]. Interestingly, our IPA analysis predicted at least six regulators (ZBTB17, TNF, CEBPB, TP53, FOXM1, and NR1H3) that interact with the TNFα-NF-κB signaling pathway [174,175,176,177,178,179]. However, the three molecules tested, including TAK 242, failed to promote meiotic progression and to reduce the macrophage population in cultures of rat tissues, at all concentrations tested. By testing molecules that inhibit other inflammatory pathways, the in vitro meiotic arrest may be unlocked in the future. In addition, the use of a single-cell RNA-Seq approach will be useful in identifying DEGs in each testicular cell population, and therefore better decipher the molecular mechanisms leading to maturation arrest in spermatocytes during organotypic culture.

In conclusion, through a combination of histological and molecular analyses, we uncovered for the first time several underlying molecular mechanisms that could explain the meiotic arrest observed in cultures of rat prepubertal testicular tissues. Our data converge towards an alteration in BTB integrity, in the steroidogenic pathway, and possibly an inflammatory response. The utilization of the transcriptomic data obtained in this study will be useful to further optimize in vitro tissue maturation protocol, particularly the crucial meiotic step, before considering a clinical application

## 4. Materials and Methods

### 4.1. Animal Care and Handling

Rats were housed in a temperature- and humidity-controlled environment, under a 12h light/dark cycle. Food and water were provided ad libitum. Pubertal and adult rats were euthanized by CO_2_ asphyxiation, whereas pups aged 8.5 dpp were decapitated. In this study, 106 rats were used.

### 4.2. Animals and Tissue Samples

Wistar rats (*Rattus norvegicus*) were purchased from Charles River Laboratories (L’Arbresle, France) and bred in our animal facility. After euthanasia, testes were biopsied and rinsed in αMEM (Gibco Life Technologies, Saint-Aubin, France) at 4 °C. The tunica albuginea was removed with two needles under a binocular magnifier (S8AP0, Leica Microsystems, Wetzlar, Germany). 

For organotypic cultures, testicular tissues were collected at 8.5 dpp and prepared as described below. For histology and immunohistochemistry, tissues from in vivo controls or from in vitro cultures were fixed at room temperature in Bouin’s fixative solution (Sigma-Aldrich, Saint-Quentin Fallavier, France) or 4% paraformaldehyde (PFA, Sigma-Aldrich, Saint-Quentin Fallavier, France). They were then dehydrated in successive ethanol/xylene baths, embedded in paraffin and cut into thin sections (3 µm thick). After two xylene baths, tissue sections were rehydrated in successive descending ethanol baths and plunged into PBS buffer. For immunocytological analyses, cells from in vivo controls or cultured explants were spread onto glass slides. For molecular analyses, the central necrotic area in cultured explants was removed with two thin needles, before being stored in liquid nitrogen.

### 4.3. Organotypic Cultures

Testicular explants were cultured using the gas–liquid interphase method as described before [16]. Briefly, 8.5 dpp testes were cut into 6 fragments and cultured onto agarose gels (Sigma-Aldrich, Saint-Quentin Fallavier, France) in 6-well plates (ThermoFisher Scientific, Saint-Aubin, France). The day before the beginning of each culture, agarose gels were soaked completely in basal medium (αMEM + 0.01% gentamicin) and kept overnight in the incubator [6,16]. Tissues were maintained under 5% CO_2_–95% air at 34 °C for 6, 16, 22, or 28 days. The culture medium was composed of αMEM supplemented with 10% Knock-out serum replacement (Gibco Life Technologies, Saint-Aubin, France), 10^−6^ M retinol (Sigma-Aldrich, Saint-Quentin Fallavier, France) and 3.4 mM vitamin E (Sigma-Aldrich, Saint-Quentin Fallavier, France). To assess the effect of anti-inflammatory molecules, organotypic cultures were supplemented for 28 days with either TAK 242 (1, 10, or 100 µM in DMSO; Sigma-Aldrich, Saint-Quentin Fallavier, France), Infliximab (1, 10, or 1000 ng/mL in medium; Sigma-Aldrich, Saint-Quentin Fallavier, France) or genistein (0.26, 2.6, and 26 µM in DMSO; Merck-Millipore, Molsheim, France). Cultures supplemented with TAK 242 or genistein were compared to cultures supplemented with DMSO (1, 10 or 100 µL). The media were prepared and replaced every 3–4 days. Juvenile male rats at 14.5, 24.5, 30.5, and 36.5 dpp were used as in vivo controls.

### 4.4. Histological and Immunohistochemical Analyses

All the antibodies used in this study for immunohistochemical analyses are presented in Table S5. Unless stated otherwise, only the healthy peripheral zone of the cultured testicular explants was taken into consideration for the histological and immunohistochemical analyses.

#### 4.4.1. HES

Hemalun–Eosin–Saffron staining was performed to identify the different meiotic germ cells and division figures [180]. 

Ki67 and DDX4: To assess cell proliferation (Ki67) and germ cell (DDX4)/Sertoli cell ratio, tissues sections were subjected to a standard immunofluorescence protocol as described below. Tissue sections fixed in PFA were incubated in citrate buffer (Diapath, Martinengo, Italy) at 96 °C for 40 min and cooled for 20 min at RT. After rinsing in distilled water, sections were permeabilized in PBS-Triton X-100 0.01% for 15 min at RT (only for Ki67). To avoid nonspecific staining, sections were blocked with 5% BSA + 5% horse serum (Ki67) or with 20% goat serum + 5% BSA (DDX4). Slides were then incubated overnight with primary antibodies at 4 °C. Negative controls were performed with pre-immune IgGs. After 3 washes in PBST, sections were incubated with secondary antibodies coupled to Alexa Fluor^®^ 488 for 1 h at RT. Sections were rinsed, dehydrated with ethanol, and mounted in Vectashield (Vector, Eurobio, Les Ulis, France) with Hoechst 33342 (ThermoFisher Scientific, Saint-Aubin, France).

#### 4.4.2. TUNEL-SYCP3

To detect DNA fragmentation and spermatocytes in the same samples, tissue sections were first subjected to TUNEL assays (In Situ Cell Death kit POD, Roche, Mannheim, Germany), following the manufacturer’s instructions. Then, sections were post-fixed with 4% PFA for 15 min at RT and finally underwent the standard immunofluorescence protocol described above (without the permeabilization step). Rabbit anti-SYCP3 antibodies were used, and revealed with secondary antibodies coupled to Alexa Fluor^®^ 594. Positive controls were performed with DNase I before TUNEL assays and negative controls were carried out by omitting the enzyme solution (TUNEL) or with pre-immune IgGs (SYCP3 immunostaining).

#### 4.4.3. CD68

Tissue sections fixed with PFA were submitted to a standard immunofluorescence protocol, as previously described. CD68-immunolabeled testicular tissue images were acquired on a Thunder upright microscope (Leica Microsystems, Wetzlar, Germany). The surface area occupied by CD68+ macrophages was measured both in the peripheral (healthy) and central (necrotic) regions of the cultured explants.

#### 4.4.4. γH2AX

Tissue sections fixed with Bouin’s solution were incubated in citrate buffer at 96 °C for 10 min for antigen retrieval, and cooled down for 5 min at RT. After rinsing with distilled water, endogenous peroxidases were blocked with HP block (Dako, Les Ulis, France) for 15 min at RT. After 3 washes in PBST, nonspecific binding sites were then blocked for 30 min at RT with 20% goat serum, 5% BSA in PBS-Tween 0.05%. Tissue sections were incubated for 2 h at RT with anti-γH2AX antibodies diluted in blocking buffer. Subsequently, primary antibodies were detected with polyvalent secondary antibodies for 5 min at RT. Staining was achieved after incubation with a streptavidin-horseradish peroxidase solution (ThermoFisher Scientific, Saint-Aubin, France) for 15 min at RT followed by 3,3′-diaminobenzidine substrate for 30 s at RT. After nuclear counterstaining with hematoxylin (Diapath, Martinengo, Italy), sections were dehydrated in successive ethanol baths of increasing concentrations, followed by two xylene baths and mounting with Eukitt (Sigma-Aldrich, Saint-Quentin Fallavier, France).

Each in vivo replicate originated from different rats. For quantitative histological analyses, at least 2 levels of the testis/explant (separated by at least 30 µm) and 30 seminiferous tubules were analysed for each replicate. For each in vitro replicate, 2–3 testicular explants were analysed. In total, approximately 360 tubules were counted for in vivo controls and at least 720 tubules for the in vitro condition, per analysis. 

HES and γH2AX immunostaining were analysed with a DM4000B light microscope (Leica Microsystems, Wetzlar, Germany) equipped with Leica Application Suite software (LAS; Leica Microsystems, Wetzlar, Germany). Immunofluorescence analyses (except for CD68) were performed on an epifluorescence microscope (DMRBE, Leica Microsystems, Wetzlar, Germany GmbH) equipped with a monochrome CCD IEEE1394 FireWire video camera (Perceptive Instruments, Bury St Edmunds, UK).

### 4.5. Chromosome Spreads

Preparations of meiotic chromosome spreads from rat spermatocytes were adapted from previously published protocols [181,182] with slight modifications. Briefly, testicular tissue fragments from in vivo controls and in vitro cultured testicular explants were placed into a hypotonic extraction buffer (30 mM Tris, 50 mM sucrose, 17 mM sodium citrate, 5 mM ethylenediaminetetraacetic acid, 0.5 mM dithiothreitol, 0.5 mM phenylmethanesulfonyl fluoride, 118 mM potassium chloride, pH 8.2) for 40 to 60 min at RT. Fragments were then placed on a 20 µL drop of 100 mM sucrose, and the central necrotic area from in vitro cultured testicular explants was removed (2–3 explants per drop). Tissues were mechanically dispersed with two needles to obtain a cell suspension. After adding a 20 µL drop of sucrose solution and removing the remnant seminiferous tubules, cells were gently resuspended and spread (according to the drying-down technique) onto two Superfrost Plus glass slides previously coated with 1% PFA + 0.15% Triton X-100. Nuclei were air dried for at least 2 h in a humidified chamber. Finally, preparations were washed twice for 2 min in freshly prepared 0.4% Photoflo (Kodak, Rochester, NY, USA) and dried at RT. Preparations were stored at −20 °C and used within 2 weeks.

### 4.6. Analysis of Chromosome Synapsis

After 2 min at 37 °C, chromosome spreads were rehydrated in PBST for SYCP3/SYCP1 immunostaining or in successive Triton X-100 baths (5 min in PBS + 0.5% Triton X-100, 5 min in PBS + 0.05% Triton X-100) for SYCP3/γH2AX immunostaining. Spreads were blocked for 30 min at RT with 5% BSA + 5% horse serum in PBS (SYCP3/SYCP1) or with 2% BSA + 0.05% Triton X-100 in PBS (SYCP3/γH2AX). They were then incubated overnight with primary antibodies at 4 °C (SYCP3/SYCP1) or RT (SYCP3/γH2AX) in a humidified chamber. Negative controls were performed with pre-immune antibodies. After 3 washes, preparations were incubated with appropriate secondary antibodies. Biotin was revealed with Alexa Fluor^®^ 594 coupled to streptavidin for 30 min at RT. Preparations were rinsed, dehydrated with ethanol, and mounted in Vectashield (Vector, Eurobio, Les Ulis, France). The slides were sealed with polish for confocal microscopy. For the analysis of chromosome synapsis, spermatocytes were isolated from at least three 36.5 dpp control rat testes and D28 in vitro cultured tissues.

### 4.7. Classification of Prophase I Stages

The classification was performed as previously described [183]. Briefly, spermatocyte stages were identified by the morphology of the lateral elements (LE) revealed by SYCP3 immunostaining. At the early leptotene stage, LE appear as thin, dot-like fragments. At the leptotene stage, they are numerous and appear as short fragments. At the zygotene stage, LE elongate to form filaments. At the early zygotene stage, synapsis is not apparent or only in few and short fragments. The mid-zygotene stage is characterized by synapsis extension. At the late zygotene stage, LE are shorter than in mid-zygotene and almost all the chromosomes are synapsed extensively with their homologs, only few areas are not yet synapsed. At the pachytene stage, LE are shorter and all the chromosomes are synapsed. At the diplotene stage, synapsed LE begin to be released and chiasmata can be observed.

### 4.8. Confocal Microscopy Analysis

Confocal images (1024 × 1024 pixels) of meiotic chromosome spreads were acquired using an upright fixed-stage Leica TCS SP8 CFS confocal microscope (Leica Microsystems, Wetzlar, Germany) equipped with diode lasers (Coherent, Les Ulis, France) at 488 nm to excite Alexa Fluor^®^ 488 and at 552 nm to excite Alexa Fluor^®^ 594 and a conventional scanner at 400 Hz. Using a 63× (1.40, oil immersion), fluorescence emission was sequentially detected through a hybrid detector (Leica Microsystems, Wetzlar, Germany) in a photon counting mode with a specific band from 500 to 540 nm for Alexa Fluor^®^ 488 and 600 to 650 nm for Alexa Fluor^®^ 594. Z-stack images were acquired using an adapted step-size of 250 nm. 3D images (xyz) reconstruction and analysis were performed using Imaris software (Bitplane, Zurich, Switzerland). ImageJ (Rasband W.S., U.S. National Institutes of Health, Bethesda, MD, USA, http://imagej.nih.gov/ij/, 1997–2020, accessed on 8 September 2020) was used to adjust brightness and contrast for representative image treatment.

### 4.9. RNA Extraction

Total RNA was extracted according to the manufacturer’s instructions using an RNeasy Micro Kit (Qiagen, Hilden, Germany), and stored at −20 °C until use. Genomic DNA was removed by incubation with Turbo DNase (Invitrogen, Villebon-Sur-Yvette, France) and RNA quality control was performed before RNA sequencing and RT-qPCR on Agilent Bioanalyzer (Les Ulis, France). All the samples chosen for analysis displayed an RNA integrity number (RIN) value greater than or equal to 8.5.

### 4.10. RNA-Seq Library Preparation and Sequencing

RNA-Seq libraries were generated from 400 ng of total RNA using a TruSeq Stranded mRNA LT Sample Preparation Kit (Illumina, San Diego, CA, USA), according to the manufacturer’s instructions. Briefly, following purification with poly(T)-oligo attached magnetic beads, mRNA was fragmented using divalent cations at 94 °C for 2 min. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. Strand specificity was achieved by replacing dTTP with dUTP during the second strand cDNA synthesis using DNA polymerase I and RNase H. Following the addition of a single ‘A’ base and subsequent ligation of the adapter on double stranded cDNA fragments, the products were purified and enriched with PCR (30 s at 98 °C; (10 s at 98 °C, 30 s at 60 °C, 30 s at 72 °C) × 12 cycles; 5 min at 72 °C) to create the cDNA library. The excess of PCR primers was further removed by purification using AMPure XP beads (Beckman-Coulter, Villepinte, France), and the final cDNA libraries were checked for quality and quantified using capillary electrophoresis. Libraries were then single-read sequenced with a length of 50 bp on an Illumina Hiseq4000 sequencer. Image analysis and base calling were carried out using RTA v.2.7.7 (Illumina, San Diego, CA, USA) and bcl2fastq v.2.17.1.14 (Illumina, San Diego, CA, USA). 

For each time point, three independent sets of total RNA were isolated and used as a template for RNA-seq library preparation. In addition, for each cultured sample, testicular tissue fragments originated from a minimum of 3 juvenile males. Thus, a minimum of 9 animals per time point was used to minimize/normalize the effect of genetic variability.

### 4.11. RNA-Seq Analysis

#### 4.11.1. Read Mapping

Reads from each individual sample were aligned to the rn6 release of the rat genome with STAR (version 2.5.2a), [184] using previously published approaches [185,186,187,188]. Briefly, the STAR program was first run for each fastq file, using the RefSeq transcript annotation (GTF format) of the rat genome (release rn6) downloaded in November 2017. Exon junction outputs were then added to a splice junction set. STAR was next run a second time, complemented by the splice junction dataset, to produce a final alignment file (BAM format) for each sample.

#### 4.11.2. Transcriptome Quantification

RefSeq transcripts were quantified with StringTie (version 1.3.3), with default settings applied [189]. Transcript abundances were next normalized with Ballgown (available in the StringTie suite), expressed as reads per kilobase of exon model per million reads mapped (RPKM).

#### 4.11.3. Principal Component Analysis

Principal component analysis (PCA) was performed based on the gene abundance values with the FactoMineR package to graphically evaluate the distribution of sequenced samples [190].

#### 4.11.4. Statistical Filtration and Clustering Analysis

The statistical filtration of the genes showing a differential expression (DE) across experimental samples was performed using AMEN [191]. 

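At 14.5 dpp, D16, D22 or D28, 11517 genes had a median of at least 0.5 FPKM. The median was taken over 2 libraries at 14.5 dpp and over 3 in each culture group. With log2(FPKM + 1) in place of FPKM, a setting chosen after seeing the values, 11701 genes were detected.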

Out of 17,322 genes in the dataset, we first selected 11,701 “detectable” or “expressed” genes, defined as those for which abundance levels exceeded 0.5 RPKM in at least one experimental condition (median value of sample duplicates). The D6 condition was removed due to the differences in cellular composition (Figure S4). Next, we compared 14.5 dpp testicular tissue samples to D16, D22, and D28 cultured tissue conditions and selected 1490 genes yielding at least one-fold change greater than or equal to 2.0 (median values of sample duplicates). 

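A ratio of median FPKM of at least 2 in either direction was found for 1910 genes at D16, 1966 at D22 and 2124 at D28. In at least 1 comparison 2710 genes passed this filter. On log2(FPKM + 1), a setting chosen after seeing the values, 1490 passed.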

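On simulated data with 200 genes shifted by 2 on the log2 scale, the F test and the fold-change filter called 191 of them in all 3 comparisons, and 1.8 other genes, on average over 20 data sets. With no gene shifted, 0.05 genes were called on average.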

A linear models for microarray data (LIMMA) statistical test was used to identify 1240 genes with significant abundance variations across samples (F-value adjusted with the FDR method: *p* ≤ 0.05) (Smyth, 2004). Finally, we intersected the three sets of DEGs to select 600 genes that showed significant differential abundances in all three comparisons. The resulting 600 genes were next clustered into seven expression patterns (P1-P7) with the unsupervised HCPC algorithm, respectively [190]. The resulting patterns were ordered according to peak expression levels in the different cell types.

### 4.12. Functional Analysis

AMEN [191] was used to calculate the Fisher exact probability, and the Gaussian hypergeometric test was used to identify significantly enriched biological processes (Gene ontology) and pathways (KEGG pathway) associated with the seven expression patterns (P1-P7). A specific term was considered enriched in a group of coexpressed genes if the *p* value was <0.01 and the number of genes in this cluster showing this annotation was >5. Upstream regulator analysis was performed using the Ingenuity Pathway Analysis software (Ingenuity, Qiagen, Hilden, Germany).

### 4.13. Validation of the Transcriptome Data by RT-qPCR

To check the accuracy of the transcriptome data, DEGs identified as important for the process of spermatogenesis were selected for RT-qPCR. Each reaction was performed using three technical replicates and three biological replicates for the robustness of our analysis. RNA extraction and integrity analysis were performed as previously described.

#### 4.13.1. Reverse Transcription

cDNA synthesis was performed using qScript™ cDNA SuperMix (Quanta Biosciences by VWR, Fontenay-sous-Bois, France) according to the manufacturer’s instructions using the following program: 5 min at 25 °C, 30 min at 42 °C, and 5 min at 85 °C.

#### 4.13.2. qPCR

cDNA amplifications were carried out in a total volume of 13 μL containing 6 ng of cDNA templates, 6.5 μL of SYBR Green (ThermoFisher Scientific, Saint-Aubin, France), and 300 nM of each primer. Specific primers are listed in Table S6. Samples were dispensed using the Bravo pipetting robot (Agilent Technologies, Les Ulis, France). Reactions were performed in 384-well plates (Life Technologies) in a QuantStudio 12K Flex system. The amplification condition was 20 s at 95 °C followed by 40 cycles (1 s at 95 °C, 20 s at 60 °C) and a final step of denaturation of 15 s at 95 °C, 1 min at 60 °C, and 15 s at 95 °C. Melting curves were also obtained to ensure the specificity of PCR amplifications. The size of the amplicons was verified by agarose gel electrophoresis (E-gel 4%, Life Technologies). The relative expression level of each gene was normalized to two housekeeping genes, as recommended by the MIQE guidelines [192]: *Gapdh* and actin β (*Actb*), which were identified and validated as the most stable and suitable genes for RT-qPCR analysis in rodent testis development [193]. Data were analysed using the 2^−ΔΔCt^ method [194]. The Kruskall–Wallis test was used to determine significant differences.

### 4.14. BTB Integrity Assay

The assay was performed as previously described [153]. Briefly, testicular fragments were immersed in a 10 mg/mL EZ-Link Sulfo-NHS-LC-Biotin solution (21335, ThermoFisher Scientific, Saint-Aubin, France) in PBS containing 1 mM CaCl_2_ for 30 min at room temperature. Incubation of testicular fragments in 1 mM CaCl_2_ in PBS was used as a negative control. Tissues were fixed with PFA, dehydrated, and prepared as previously described. DDX4 immunofluorescence was then performed as described above, with slight modifications. After antigenic sites revelation with citrate buffer, nonspecific binding sites were then blocked for 30 min at RT with 5% horse serum and 5% BSA in PBS-Tween 0.05%. Then, sections were incubated with a primary antibody against DDX4, revealed with a secondary goat anti-rabbit antibody coupled with Alexa Fluor^®^ 488. Alexa Fluor^®^ 594-conjugated streptavidin was added at the same time to reveal biotin localization. Sections were rinsed, dehydrated with ethanol, and mounted in Vectashield with Hoechst 33342.

### 4.15. Hormone Measurement with LC-MS/MS

#### 4.15.1. Testicular Tissue Preparation

Tissues were flattened out in a PBS + protease inhibitors (5892791001, Sigma-Aldrich, Saint-Quentin Fallavier, France) buffer. Samples were centrifuged for 10 min at 12,000× *g*, 4 °C. The supernatants were collected and stored at −20 °C until use. 

#### 4.15.2. Sample Preparation

The standards for testosterone and stable labelled isotopes were obtained from Merck Millipore. Working solutions were prepared in methanol. Serial dilutions from working solutions were used to prepare seven-point calibration curves and 3 quality control levels for all analytes. For the final calibration and quality control solutions, PBS was used for testicular fragments and αMEM for culture media. The linearity ranges were from 0.05 to 10 ng/mL.

A simple deproteinization was carried out by an automated sample preparation system, the CLAM-2030 (Shimadzu Corporation, Marne-la-Vallée, France) coupled with a 2D-UHPLC-MS/MS system. Once the sample was on board, 30 µL was automatically pipetted in a pre-conditioned tube containing a filter, in which reagents were added, then mixed and filtered. Briefly, the PTFE (polytetrafluoroethylene) filter vial (0.45 μm pore size) was previously conditioned with 20 μL of methanol (Carlo Erba, Val-de-Reuil, France). Successively, 30 μL of sample and 60 μL of a mixture of isotopically labelled internal standards in acetonitrile were added. The mixture was agitated for 120 s (1900 rpm), then filtered, by application of vacuum pressure (−60 to −65 kPa) for 120 s, into a collection vial. Finally, 30 µL of the extract was injected in the 2D-UHPLC-MS/MS system.

#### 4.15.3. 2D-UHPLC-MS/MS Conditions

Analysis was performed on a two dimensional ultra-performance liquid chromatograph-tandem mass spectrometer (2D-UHPLC–MS/MS) consisting of the following Shimadzu^®^ modules (Shimadzu Corporation): an isocratic pump LC20AD SP, for pre-treatment mode; a binary pump consisting of coupling two isocratic pumps Nexera LC30AD for the analytical mode; an automated sampler SIL-30AC; a column oven CTO-20AC; and a triple-quadrupole mass spectrometer LCMS-8060.

The assay was broken down into two stages. The first was the pre-treatment, where the sample was loaded on the perfusion column. The second step was the elution of the compounds of interest to the analytical column.

The deproteinized extract performed by the CLAM-2030 was automatically transferred to the automated sampler, where 30 µL was directly analysed in the chromatographic system.

The LC-integrated online sample clean-up was performed using a perfusion column Shimadzu^®^ MAYI-ODS (5 mm L × 2 mm I.D.). The first step consisted of loading the extract on the perfusion column with a mobile phase composed of 10 mM ammonium formate in water (Carlo Erba, Val-de-Reuil, France) at flow rate of 0.5 mL/minute over 2 min. Then, the system switched to the analytical step to elute the analytes from the perfusion column to the analytical column, to achieve chromatographic separation. During this step, the loading line was washed with propan-2-ol (Carlo Erba, Val-de-Reuil, France) over 3 min. Chromatographic separation was achieved on a Restek^®^ Raptor Biphenyl (50 mm L × 3 mm I.D., 2.7 μm) maintained at 40 °C and a gradient of (A) 1mM ammonium fluoride buffer in water (Carlo Erba, Val-de-Reuil, France) and (B) methanol (Carlo Erba, Val-de-Reuil, France) at flow rate of 0.675 mL/minute as follows: 0.0–2.10 min, 5% (B); 2.1–3.0 min, 5 to 65% (B); 3.0–4.75 min, 65% (B); 4.75–5.0 min, 65 to 70% (B); 5.0–6.6 min, 70% (B); 6.6–8.0 min, 70 to 75% (B); 8.0–8.5 min, 75 to 100% (B); 8.50–9.5 min, 100% (B); 9.5–9.6 min, 100% to 5% (B); 9.6–12.0 min, 5% (B).

Detection and quantification were performed by scheduled-MRM (multiple reaction monitoring) using a 1 millisecond pause time and a 50 millisecond dwell time to achieve sufficient points per peak.

The interface parameters and common settings were as follows: interface voltage: 1 kV; nebulizing gas flow: 3 L/minute; heating gas flow: 10 L/minute; drying gas flow: 10 L/minute; interface temperature: 400 °C; DL (desolvation line) temperature: 150 °C; heat block temperature: 500 °C; collision gas pressure 300 kPa. Compound-specific MRM parameters are shown in Table S7.

### 4.16. Western Blot Analysis

Tissues were lysed in an RIPA buffer containing 150 mM NaCl, 0.5% cholic acid, 0.1% SDS, 50 mM Tris-HCl, pH 8.0, 1% Triton X-100 and protease inhibitors. Tissue homogenates were agitated for 30 min at 4 °C and centrifuged for 10 min at 12,000× *g*. The supernatants were collected and stored at −20 °C until used. Protein concentration in lysates was determined using the Bradford assay (Biorad, Marne-la-Coquette, France). Loads were adjusted to 20 µg in sterile water with 4× Laemmli buffer, incubated at 95 °C for 5 min, and separated on Midi 4–15 % precast gels (Biorad, Marne-la-Coquette, France). Proteins were transferred onto nitrocellulose (Androgen receptor and CYP17A1) or PVDF (3βHSD) membranes, using the Transblot Turbo Transfer System (Biorad, Marne-la-Coquette, France). Transfer quality was confirmed by Ponceau S staining. Membranes were washed in TBS and then blocked in 5% non-fat milk (Androgen receptor and CYP17A1) or 5% BSA (3βHSD and β-actin) in TBS + 0.2% Tween-20 (TBST) for 30 min at 37 °C with a gentle rocking action. Membranes were incubated with primary antibodies (Table S5) overnight at 4 °C with rocking, washed three times in TBST for 5 min, and incubated with the appropriate secondary antibody (Table S5). Membranes were washed before incubation with ECL reagent (Clarity Western ECL Substrate, Biorad, Marne-la-Coquette, France) for 2 min and analysis with the Chemidoc imaging system (Biorad, Marne-la-Coquette, France) and the Image Lab^TM^ Software (v6.0.1, Biorad, Marne-la-Coquette, France). Β-actin was used to normalize proteins of interest.

Antibody dehybridization: Membranes were incubated for 30 min in a pre-warmed dehybridization solution containing 0.5 M Tris base (pH 6.8), 10% SDS, and 0.7% β-mercaptoethanol, in a 50 °C water bath. Then, membranes were rinsed abundantly with distilled water and rinsed twice with TBST. The efficiency of dehybridization was confirmed by the absence of labelling on the membrane after incubation with the secondary antibody.

### 4.17. Statistical Analysis

Statistical analyses were carried out with the GraphPad Prism software (v8.2.1, GraphPad Software Inc., La Jolla, CA, USA). Non-parametric Mann–Whitney tests, Chi^2^ tests and Kruskall–Wallis tests, followed by Dunn’s multiple comparison, were performed as specified in each figure. A value of *p* < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
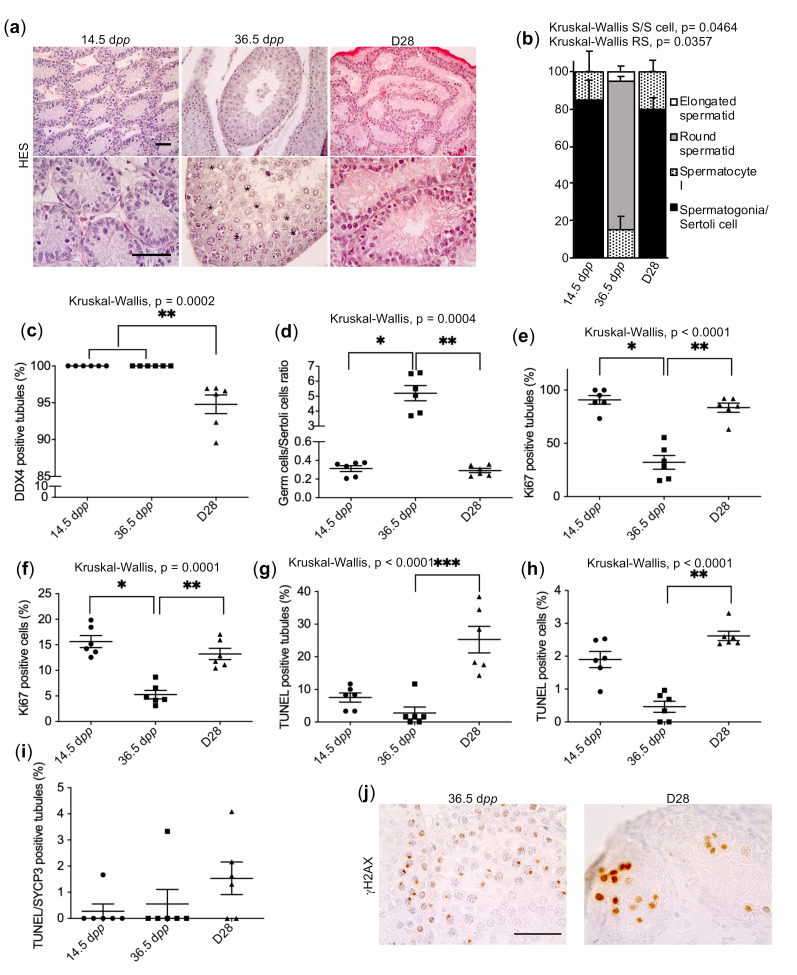
Histological and immunohistochemical evaluation of D28 in vitro cultured tissues sections. (**a**) HES staining of paraffin-embedded testicular tissue sections. Scale bar: 50 µm; Magnification: ×200 (upper panel) and ×500 (lower panel). Tissues cultured for 28 days (D28), tissues recovered from an age-matched in vivo control (36.5 dpp) and from an immature in vivo control (14.5 dpp) were analysed. Germ cells were observed in the adluminal compartment (*) only at 36.5 dpp. The most advanced stage of spermatogenesis (**b**) was evaluated (*n* = 3). DDX4 immunostaining was performed to determine the percentage of seminiferous tubules containing germ cells (**c**) and the intratubular germ cells/Sertoli cells ratio (**d**). (**e**) Percentage of Ki67-positive tubules and (**f**) Ki67-positive cells. (**g**) Percentage of TUNEL-positive tubules and (**h**) TUNEL-positive cells. (**i**) Percentage of SYCP3-positive cells (spermatocytes) presenting DNA fragmentation (TUNEL positive). (**j**) Immunohistochemical localization of γH2AX in paraffin-embedded testicular tissue sections from 36.5 dpp (left) and D28 cultured tissues (right). Indistinguishable XY bodies and a dispersed staining within the nuclei were observed in cultured tissues. Scale bar: 50 µm; Magnification: ×500. Unless otherwise, *n* = 6. For statistical analyses, Kruskal–Wallis tests followed by Dunn’s post-test were applied. Data are expressed as mean ± s.e.m. * *p* value < 0.05; ** *p* value < 0.01; *** *p* value < 0.001. dpp, days post-partum; S/S cell, Spermatogonia/Sertoli cell; HES, Hemalun eosin saffron; RS, Round spermatid.

**Figure 2:**
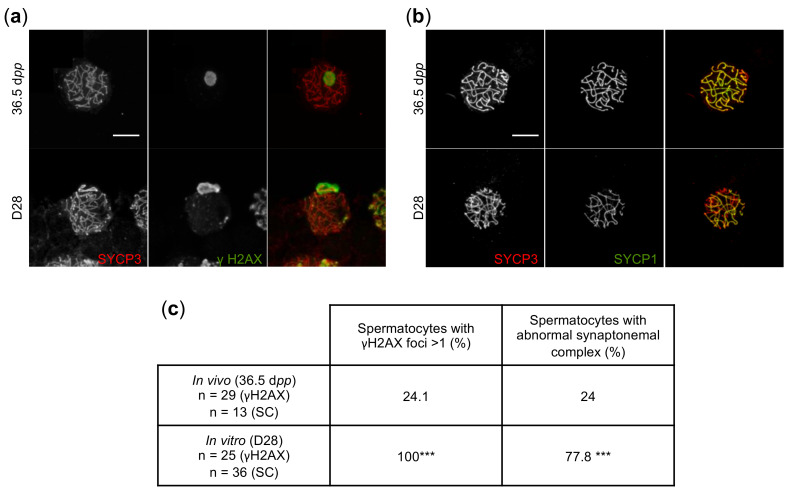
Immunofluorescence staining of meiotic spread preparations from D28 cultured tissues and 36.5 dpp controls. (**a**,**b**) γH2AX (**a**), SYCP1 (**b**), and SYCP3 (**a**,**b**) immunostaining. The upper and lower rows show a representative pachytene spermatocyte at 36.5 dpp and at D28, respectively. Scale bar: 10 μm, Magnification: ×630, Zoom 4. (**c**) Average percentage of spermatocytes with more than one γH2AX foci and with abnormal synaptonemal complex at 36.5 dpp (in vivo controls) and at D28. Cells were obtained from at least three different rats/culture repeats. For statistical analyses, a Chi^2^ test was applied *** *p* < 0.0001. Dpp—Days post-partum; SC—synaptonemal complex.

**Figure 3:**
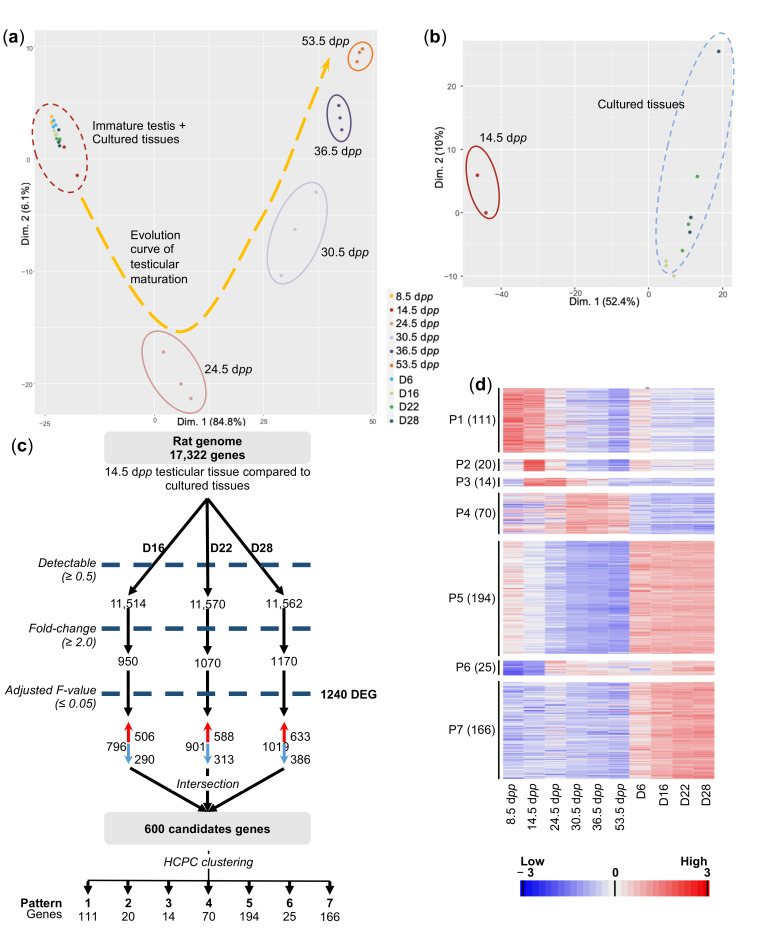
Transcriptomic analyses of in vitro and in vivo testicular tissues. (**a**) Scatter plot representing the position of each sample along the first two dimensions. Each point represents the average expression level of transcripts, one dot per replicate. The variability between samples is mainly explained by their age of development (Dimension 1, 84.8%). The different clusters, represented by colored circles, highlight the distance between each group of transcriptomes. An evolution curve of the transcriptome of maturing testicular tissues is represented in yellow. (**b**) PCA analysis conducted on the red dotted circle is shown in panel A, corresponding to cultured tissues and 14.5 dpp immature testes. The variability between groups is mainly explained by the origin of the tissue (in vivo vs. in vitro). All the in vitro-matured tissues display similar transcriptomic profiles. (**c**) Flowchart summarizing the filtration and clustering strategies. The numbers below the cluster ID indicate the genes falling into each cluster. (**d**) A false-color heatmap summarizes the seven patterns defining the global concentrations for transcripts across the entire sample set. Each line corresponds to a gene and each row to the mean expression value of a replicate. P1 to P7 refer to the number of patterns, followed by the number of genes included in each pattern in parenthesis. A color scale is shown for standardized values in RPKM, per million mapped reads. *n* = 3. Dpp—days post-partum; HCPC—hierarchical clustering on principal components; RPKM—reads per kilobase of transcript.

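Between D28 and D16, limma called 24 genes in a fit of these groups, 14 higher and 10 lower at D28, of 11174 genes tested. At an unadjusted p-value of 0.05, 1994 genes passed. The mean distance between libraries was 53.0 ± 6.49 (SD, 9 pairs) from D16 to D28, against 52.8 ± 7.02 within D28 and 41.1 ± 0.603 within D16 (SD, 3 pairs each). From D16 to 14.5 dpp it was 76.0 ± 1.52 (SD, 6 pairs). The number of called genes moved most, to 112, when all 10 groups entered the fit. With a block for the replicate number it was 6, and the deviations of same-numbered libraries from their group means had a mean correlation of 0.0424.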

**Figure 4:**
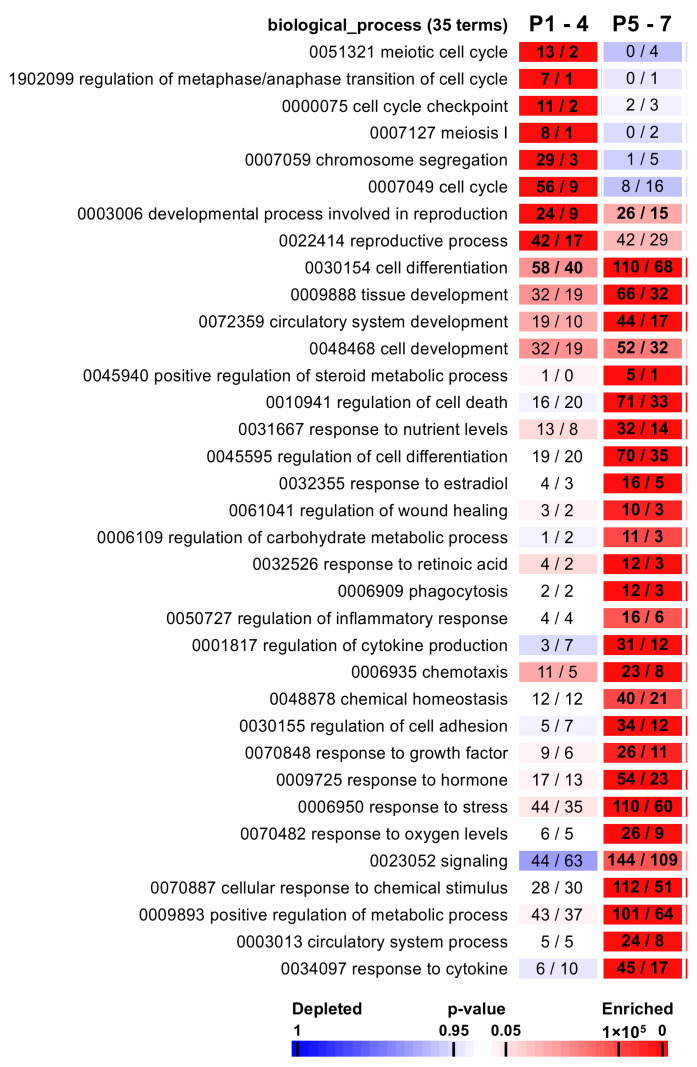
Gene ontology enrichment in cultured testicular tissues. Each cluster is matched with a selection of enriched GO terms from the ontologies “biological process” and “cellular component”. Significantly enriched “biological process” terms and their identification numbers are given, followed by the total number of genes associated with the term and the numbers of genes observed vs. expected by chance. Significant GO terms for each pattern were highlighted with bold values. A color code indicates overrepresentation (red) and underrepresentation (blue) as indicated in the *p* value scale bar.

**Figure 5:**
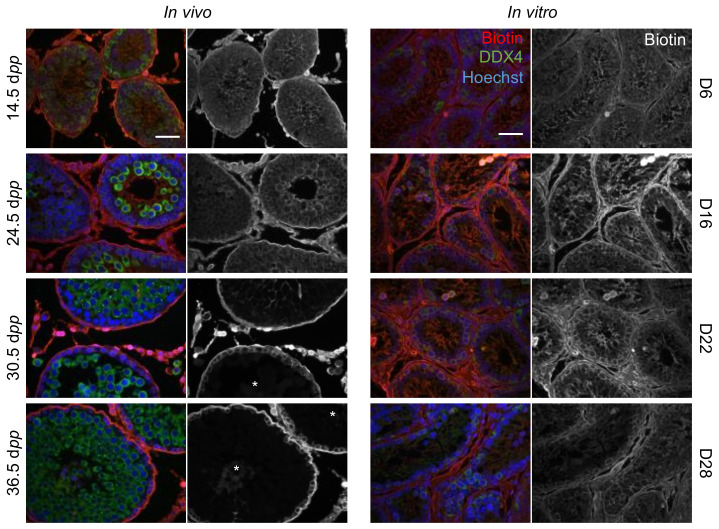
Analysis of the establishment and integrity of the blood–testis barrier throughout in vitro culture. The biotin tracer was revealed in red with Alexa fluor^®^ 594-conjugated streptavidin. A staining with a DDX4 antibody in green was performed to detect germ cells. Nuclei were counterstained with Hoechst. The in vivo kinetics showed a progressive establishment of the BTB. The absence of a functional BTB was highlighted by the presence of the biotin tracer within the adluminal compartment of seminiferous tubules at 14.5 and 24.5 dpp. Tubules with an in-tact BTB (annotated with a star) were observed at 30.5 dpp and 36.5 dpp: in these tubules, the biotin tracer was restricted to the basal compartment. In in vitro cultured tissues, biotin permeated throughout the seminiferous epithelium in all the tubules observed, showing an impairment in the establishment of the BTB. Scale bar: 50 µm; Magnification: ×400. BTB—blood–testis barrier; dpp—days post-partum.

**Figure 6:**
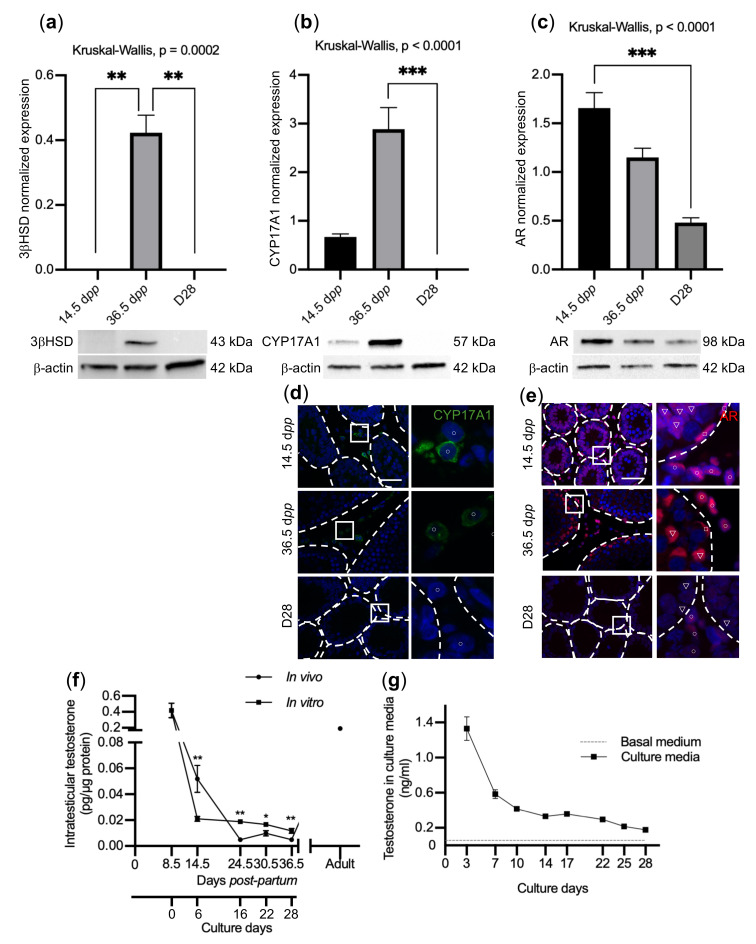
Analysis of steroidogenesis in in vitro culture. Expression of 3βHSD (**a**), CYP17A1 (**b**), and AR (**c**) was quantified by western blot. Tissues cultured for 28 days (D28), and tissues recovered from age-matched in vivo controls (36.5 dpp) and from immature in vivo controls (14.5 dpp) were analysed. Representative data are presented. *n* = 6. (**d**) CYP17A1 immunostaining in Leydig cells (circle). (**e**) AR immunostaining in Sertoli cells (triangle), peritubular cells (square), and Leydig cells (circle). Seminiferous tubules are delimited by dotted lines, and the panels on the right represent enlarged views of the boxes. Scale bar: 50 µm; Magnification: ×400. Intratesticular testosterone levels (**f**) and levels of testosterone in culture media (**g**). For statistical analyses, Kruskal–Wallis tests followed with Dunn’s post-test were applied for (**a**–**c**), and Mann–Whitney tests were applied for (**f**,**g**). Data are expressed as mean ± s.e.m. * *p* value < 0.05; ** *p* value < 0.01; *** *p* value < 0.001.

**Figure 7:**
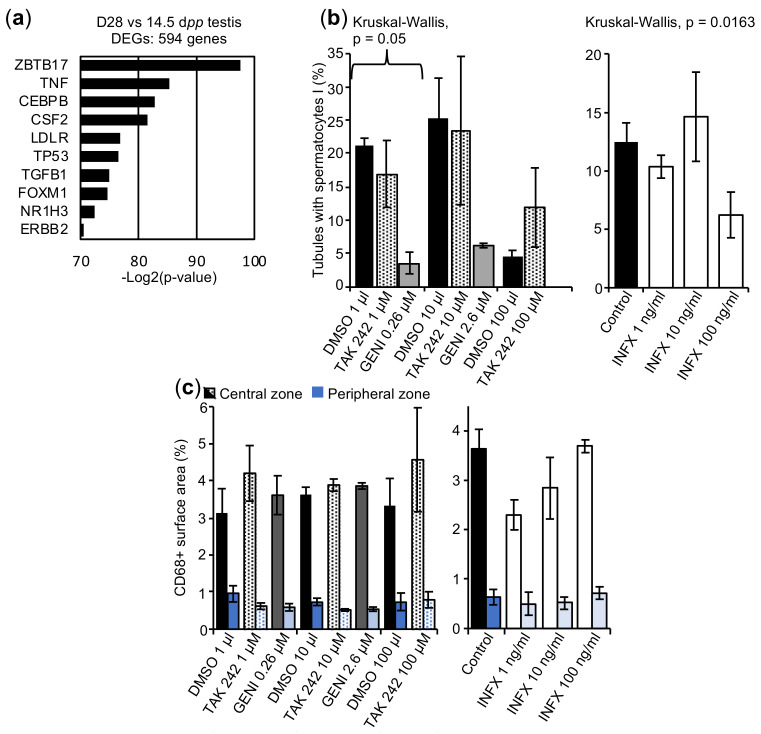
Analysis of in vitro cultures supplemented with anti-inflammatory molecules. (**a**) Predicted upstream transcriptional regulators of 594 DEGs between D28 in vitro cultured tissues and 14.5 dpp in vivo controls. (**b**) Percentage of seminiferous tubules at the spermatocyte I stage after 28-day cultures with anti-inflammatory molecules. (**c**) Percentage of surface area occupied by CD68+ macrophages. Left and right bars refer to the percentage of CD68+ surface area within the central and peripheral zones of the testicular fragments, respectively. *n* = 3. For statistical analyses, Kruskal–Wallis tests followed with Dunn’s post-test were applied. Tissues cultured with TAK 242 or Genistein (GENI) were compared to tissues cultured with DMSO. Tissues cultured with Infliximab (INFX) were compared to tissues cultured without DMSO. Data are expressed as mean ± s.e.m.

**Table 1:** Biological information of the top 15 DEGs in each pattern (1–4 and 5–7) related to spermatogenesis. SAC—spindle assembly checkpoint.

Patterns 1–4								
ID	Gene	Adjusted F-Value	Pattern	Fold Change (Log(2))			Cell Type (Testis)	Function in Spermatogenesis
				D16	D22	D28		
25146	*Cyp17a1*	4.10 × 10^5^	P4	Down (−7.47)	Down (−7.13)	Down (−7.46)	Leydig cells [56]	Conversion of progesterone into dehydroepiandrosterone [56]
114215	*Insl3*	4.10 × 10^5^	P4	Down (−5.65)	Down (−4.63)	Down (−4.24)	Leydig cells and post-meiotic cells [57]	Testicular descent [57]
29460	*Tesk1*	5.20 × 10^5^	P4	Up (1.43)	Up (1.60)	Up (1.78)	Spermatocytes (late pachytene) to round spermatids [58,59,60]	Cytoskeleton reorganization [60]
362187	*Ccdc34*	9.00 × 10^5^	P4	Down (−1.39)	Down (−1.51)	Down (−1.38)	Meiotic and post-meiotic cells [61]	Regulation of cell cycle G2/M [61,62,63]
171304	*Kif11*	1.10 × 10^4^	P1	Down (−1.47)	Down (−1.53)	Down (−1.81)	Spermatogonia, spermatocytes, spermatids, and Sertoli cells [64]	Chromosomes separation [65,66]
296368	*Ube2c*	1.10 × 10^4^	P4	Down (−2.14)	Down (−2.05)	Down (−2.24)	Meiotic cells [67]	Regulation of metaphase/anaphase transition [68,69]
293733	*Incenp*	1.20 × 10^4^	P1	Down (−1.40)	Down (−1.25)	Down (−1.44)	Dividing cells [70,71,72]	Metaphase/anaphase progression [72] Chromatids cohesion [71]
25515	*Plk1*	1.20 × 10^4^	P4	Down (−1.82)	Down (−1.86)	Down (−1.77)	Spermatocytes (diplotene), spermatocytes II, and round spermatids [73,74]	Metaphase/anaphase transition checkpoint and chromosomes segregation [75,76] Phosphorylation of the central element of the synaptonemal complex [74] Cohesion of sister chromatids [77] Chromosomes alignment [78]
117524	*Ccnf*	1.40 × 10^4^	P1	Down (−1.78)	Down (−1.76)	Down (−1.67)	Dividing cells [79], spermatozoa [80]	Cell cycle [79] Potentially involved in proliferation and sperm motility [80]
498709	*Cks2*	1.40 × 10^4^	P4	Down (−1.36)	Down (−1.36)	Down (−1.56)	Meiotic cells [81]	Regulation of meiotic cell cycle, contribution to the control of the first metaphase/anaphase transition during mammalian meiosis [33,81,82]
81639	*Alox15*	1.70 × 10^4^	P1	Down (−7.34)	Down (−6.72)	Down (−5.39)	Spermatozoa [83]	Contribution to spermiogenesis with formation and resorption of the cytoplasmic droplet [83] Constituent of the oxidative stress pathway [84,85,86]
171576	*Bub1b*	1.70 × 10^4^	P1	Down (−1.26)	Down (−1.42)	Down (−1.49)	Mitotic and meiotic cells [87]	Regulation of the SAC and chromosomal alignment, interaction with Plk1 [78,88,89,90]
114494	*Ccna2*	1.70 × 10^4^	P1	Down (−1.54)	Down (−1.61)	Down (−1.68)	Spermatogonial stem cells (SSC), spermatogonia, spermatocytes (preleptotene), Sertoli cells [91,92,93]	Formation of the SSC pool [94] Regulation of microtubule dynamics during the rapid formation of the metaphase II spindle (by similarity with oocytes) [95]
303730	*Cbx2*	1.80 × 10^4^	P1	Down (−1.12)	Down (−1.22)	Down (−1.12)	Germ cells [96]	Establishment of the synaptonemal complex [96]
**Patterns 5–7**								
**ID**	**Gene**	**Adjusted** **F-Value**	**Pattern**	**Fold Change (Log(2))**			**Cell Type (Testis)**	**Function in Spermatogenesis**
				**D16**	**D22**	**D28**		
81687	*Mmp9*	4.10 × 10^5^	P7	Up (8.06)	Up (8.32)	Up (7.94)	Early SSC [97], gonocytes and Sertoli cells [98,99,100], spermatocytes and spermatids [101]	Cell junctions and BTB maintenance [101,102,103,104] Sperm motility [105]
25696	*Vldlr*	4.10 × 10^5^	P7	Up (2.28)	Up (2.90)	Up (2.48)	Spermatocytes (pachytene) and Leydig cells [106]	Regulation of meiosis [106,107]
252917	*Nr1d1*	4.70 × 10^5^	P7	Up (1.31)	Up (1.43)	Up (1.80)	Leydig cells [108] and germ cells [109]	Regulation of meiotic entry, Stra8/Nr1d1 balance [109] Stimulation of testosterone production and steroidogenic gene expression [108]
24484	*Igfbp3*	5.20 × 10^5^	P5	Up (3.62)	Up (3.69)	Up (3.70)	Sertoli cells [110], Leydig cells [111]	Regulation of testicular cell homeostasis via apoptosis [112], inhibition of IGF1 stimulation of steroidogenesis [111]
245920	*Cxcl10*	9.70 × 10^5^	P5	Up (2.35)	Up (2.78)	Up (2.72)	Leydig cells, T cells, and macrophages [113,114], peritubular and Sertoli cells during inflammation [115]	Role in inflammatory process, induction of germ cell apoptosis [115,116]
313210	*Abca1*	1.10 × 10^4^	P5	Up (1.47)	Up (1.27)	Up (1.69)	Leydig and Sertoli cells, round spermatids, spermatozoa [117,118]	Cholesterol transporter [118] Modulation of Sertoli cell phagocytosis [117] Impact on fertility [119]
114031	*Fstl3*	1.10 × 10^4^	P5	Up (1.94)	Up (2.04)	Up (2.08)	Leydig cells, spermatogonia, mature spermatids [120]	Regulation of gonadal development via interaction with activin [120,121,122]
84426	*Wnt4*	1.10 × 10^4^	P7	Up (3.34)	Up (3.90)	Up (4.18)	SSC [123] and Leydig cells [124]	Cell activity and apoptosis [123]
60350	*Cd14*	1.40 × 10^4^	P5	Up (2.28)	Up (2.53)	Up (2.85)	Putative SSC and early spermatogonia [125,126] Macrophages [127]	Inflammatory response signaling pathway [128] Immunoregulation of the testicular environment [129]
25125	*Stat3*	1.40 × 10^4^	P5	Up (1.29)	Up (1.60)	Up (1.71)	Gonocytes, pro-spermatogonia, round spermatids [130] Sertoli cells (Rete testis) [131]	Cell cycle regulation of G1 to S phase transition [132] Promotion of SSC differentiation [133,134] Cell viability [135] Assembly of the meiotic spindle (by similarity with oocytes) [136]
25425	*Ctsh*	1.40 × 10^4^	P7	Up (1.25)	Up (1.25)	Up (1.38)	Germ cells, Sertoli and Leydig cells [137,138]	Germ cells, Sertoli and Leydig cells [137,138]
89808	*Cx3cl1*	1.60 × 10^4^	P5	Up (1.51)	Up (2.04)	Up (2.42)	Interstitial tissue [139], Sertoli and Leydig cells, spermatogonia, spermatocytes and peritubular cells	Inflammation process [139] Stimulation of macrophage recruitment [140]
25589	*Kdr*	1.70 × 10^4^	P5	Up (1.57)	Up (1.74)	Up (1.91)	Spermatids, Sertoli and Leydig cells, lamina propria and blood vessels [141,142]	Participation to germ cell survival and enhancement of vascularization [143,144]
78968	*Srebf1*	1.70 × 10^4^	P5	Up (1.22)	Up (1.46)	Up (1.74)	Germ cells [145]	Regulation of cholesterol transport [146] Glucose homeostasis and fat metabolism [147]
24825	*Tf*	1.70 × 10^4^	P7	Up (3.25)	Up (3.52)	Up (2.95)	Sertoli cells, spermatocytes and early spermatids [148,149,150,151]	Regulation of sperm yield [152]

## Data Availability

Raw data files (fastq) and expression data for all transcripts have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE197241. All data are also conveniently accessible through the ReproGenomics Viewer [195,196].

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23115893/s1.

# Supplementary material for: Understanding the Underlying Molecular Mechanisms of Meiotic Arrest during In Vitro Spermatogenesis in Rat Prepubertal Testicular Tissue
**Source:** Int J Mol Sci. 2022 May 24;23(11):5893. doi: 10.3390/ijms23115893
**Supplement:** Supplementary file 1

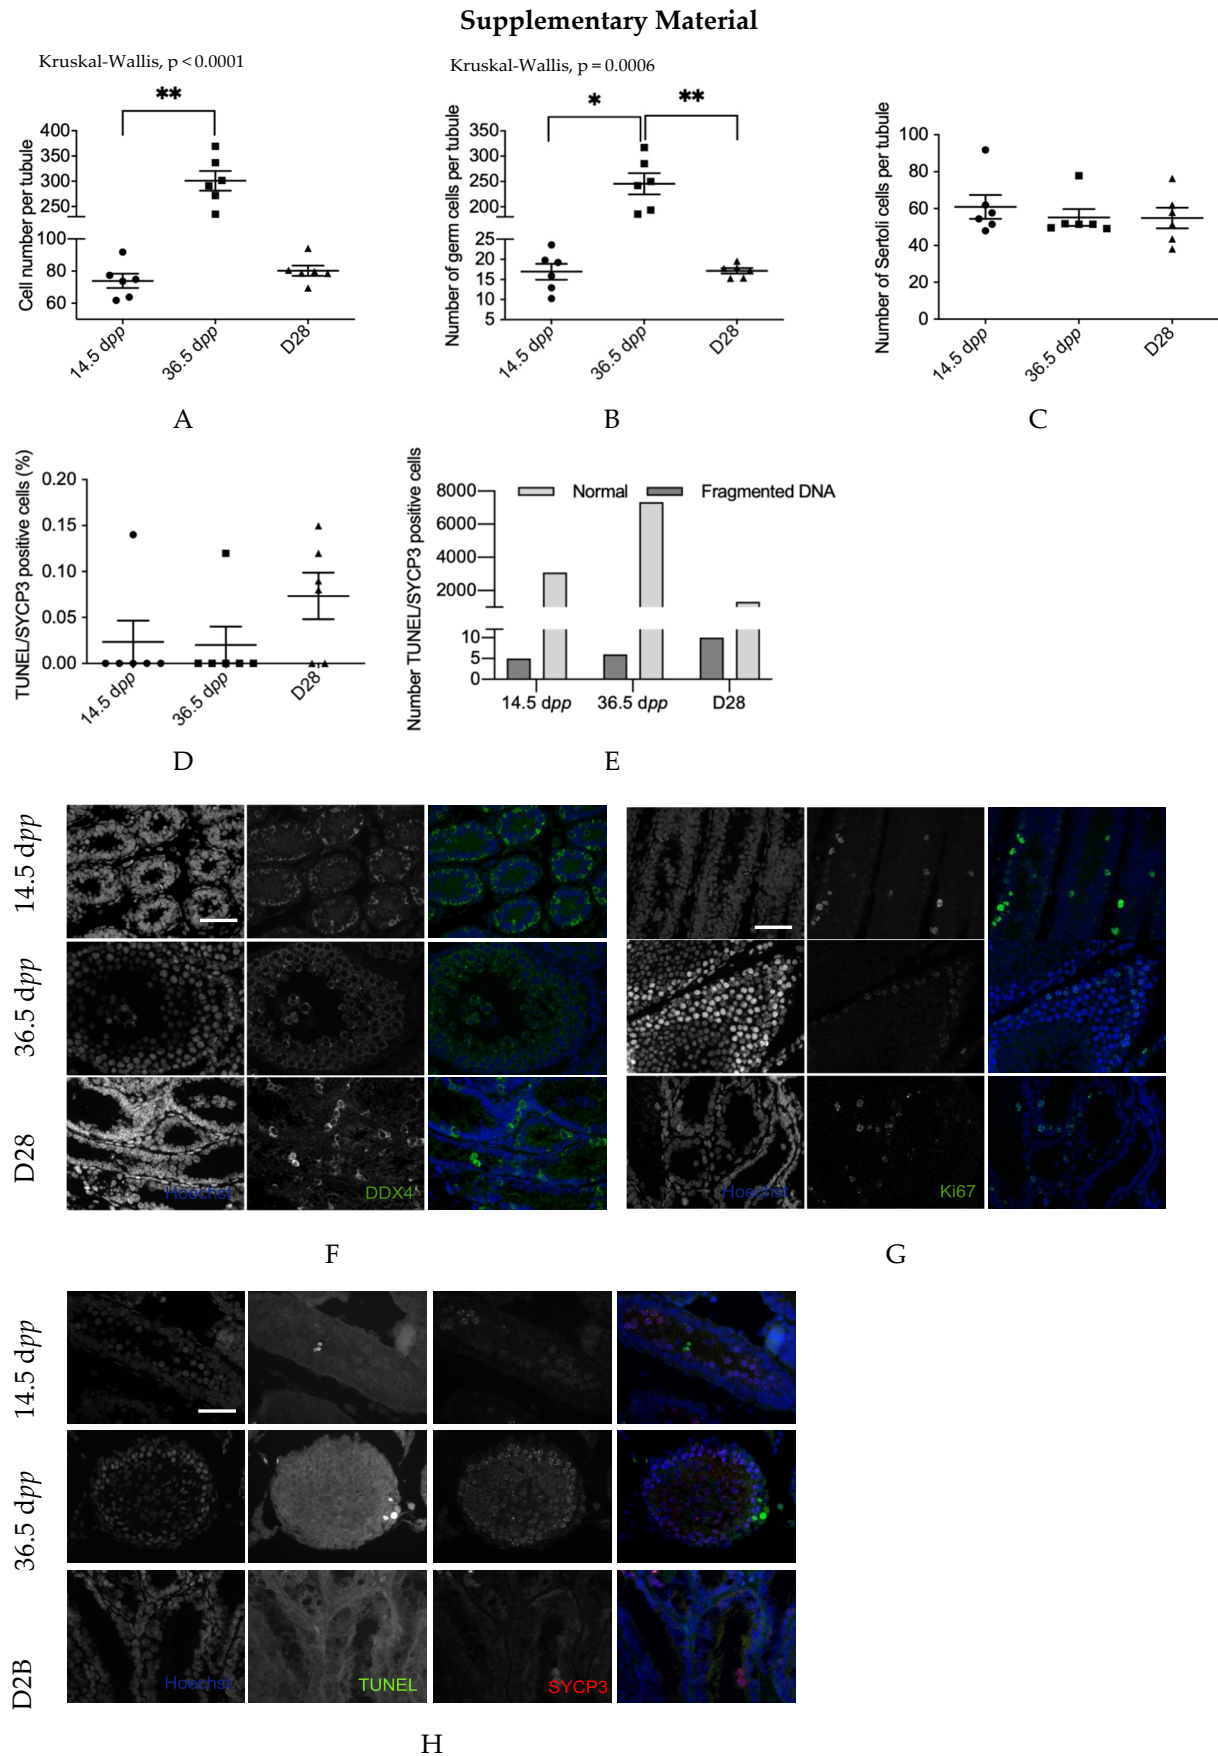

**Figure S1.** Histological and immunohistochemical evaluation of D28 in vitro cultured testicular tissues. Tissues cultured for 28 days (D28), tissues recovered from an age-matched invivo control (36.5 dpp) and from an immature in vivo control (14.5 dpp) were analyzed. (A) DDX4 immunostaining was performed to determine the number of cells per seminiferous tubule and the number of germ cells (B) and Sertoli cells (C) per tubule. (D) Percentage of TUNEL/SYCP3-positive cells. (E) Number of spermatocytes with or without DNA fragmentation. N = 6. For statistical analyses, Kruskal-Wallis tests followed with Dunn's post-test were applied. Data are expressed as mean  $\pm$  s.e.m. \*  $p$  value  $< 0.05$ ; \*\*  $p$  value  $< 0.01$ . Localization by

immunofluorescence of DDX4 (F), Ki67 (G) and TUNEL/SYCP3 (H) in paraffin-embedded testicular tissue sections counterstained with Hoechst. Scale bar: 50  $\mu$ m, Magnification:  $\times$ 400.

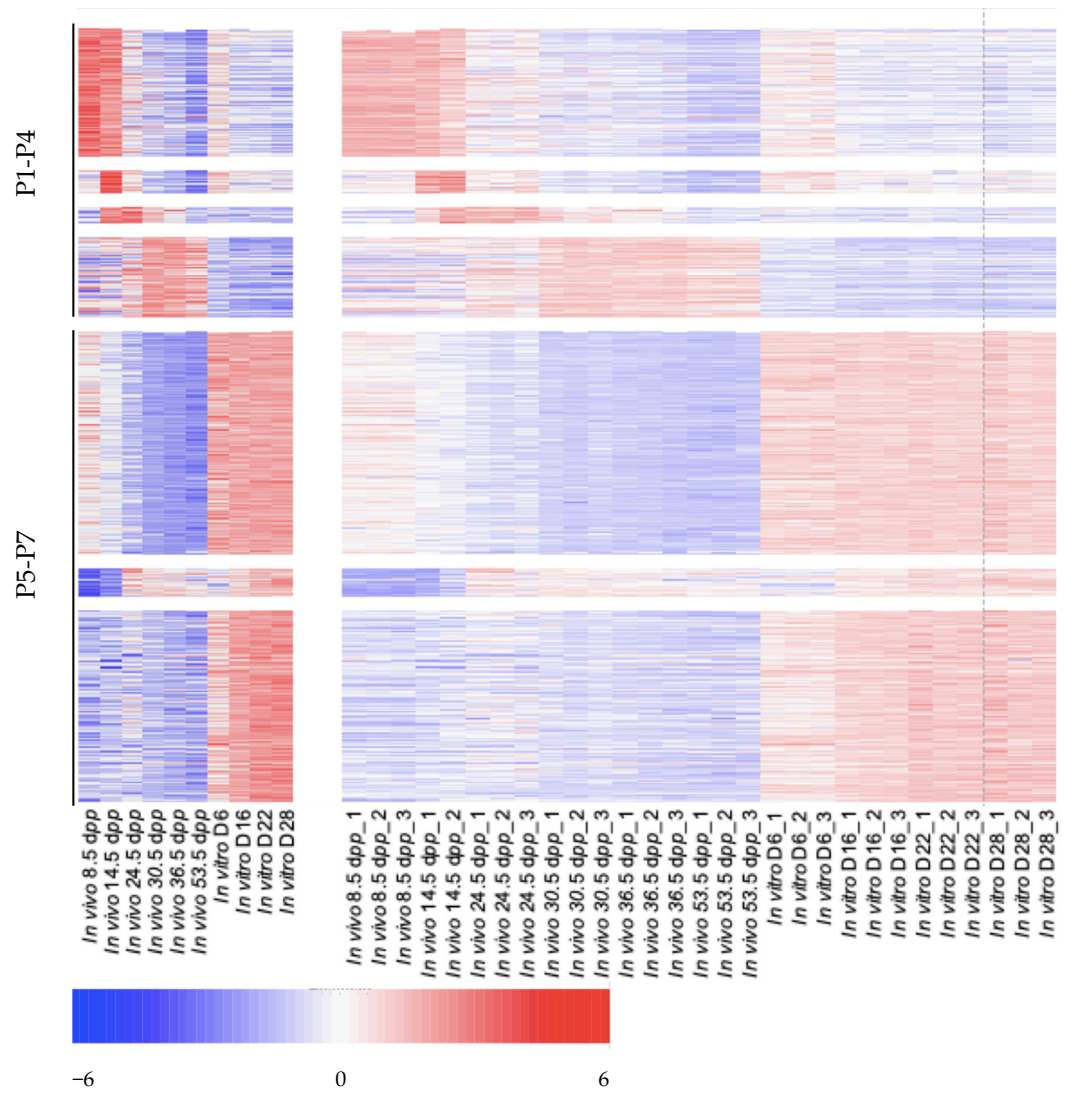

**Figure S2.** Transcriptomic analyses of in vitro and in vivo matured rat testicular tissues. A false-color heatmap summarizes the 7 patterns defining the global concentrations for transcripts across the entire sample set. Each line corresponds to a gene and each row to a replicate. A color scale is shown for standardized RPKM (Reads Per Kilobase of transcript, per Million mapped reads) values.

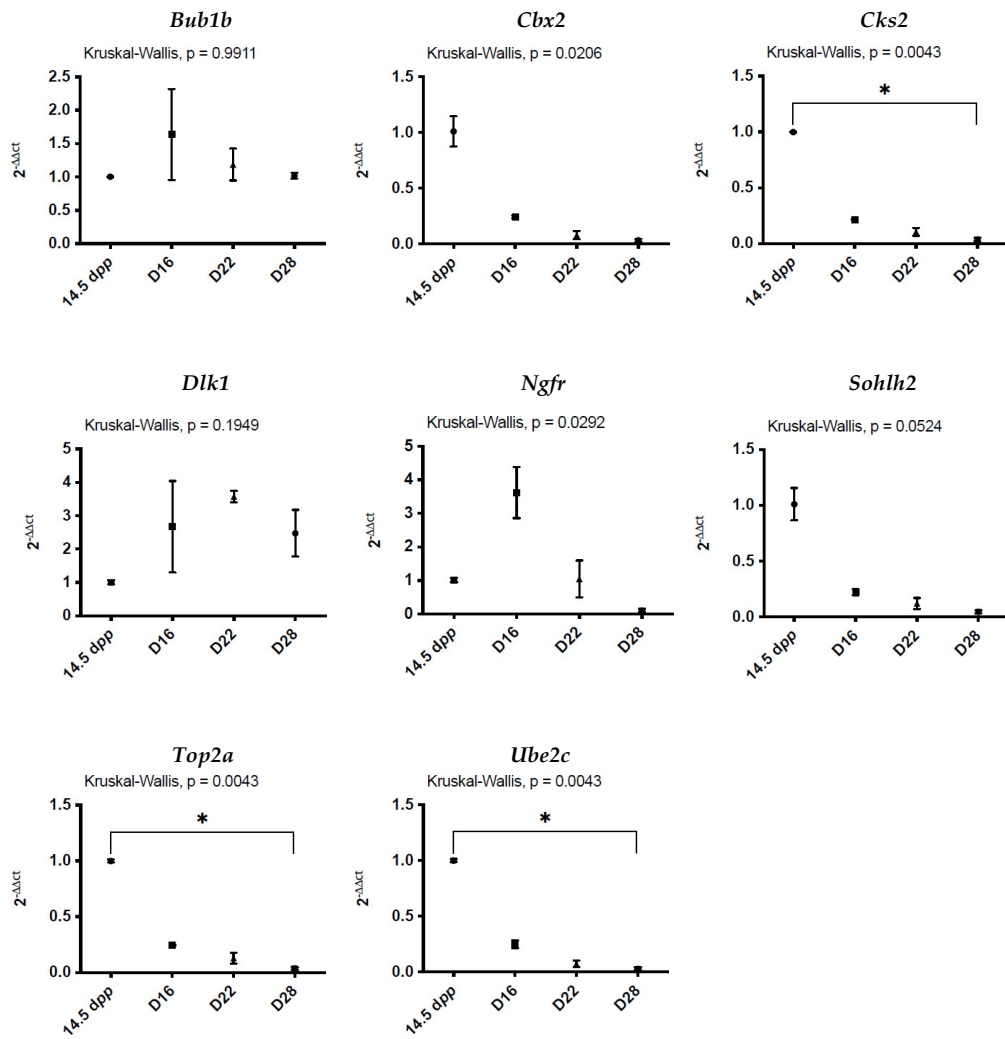

**Figure S3.** Relative mRNA levels of spermatogenesis-related genes (normalized to *Gapdh* and *Actb*) in in vitro cultured testicular tissues and 14.5 dpp in vivo controls. Data were obtained with RT-qPCR, n=3. For statistical analyses, Kruskal-Wallis tests followed with Dunn's post-test were applied. Data are expressed as mean  $\pm$  s.e.m. \*  $p$  value < 0.05. Dpp, days post-partum; RT-qPCR, Reverse transcription-quantitative Polymerase Chain reaction.

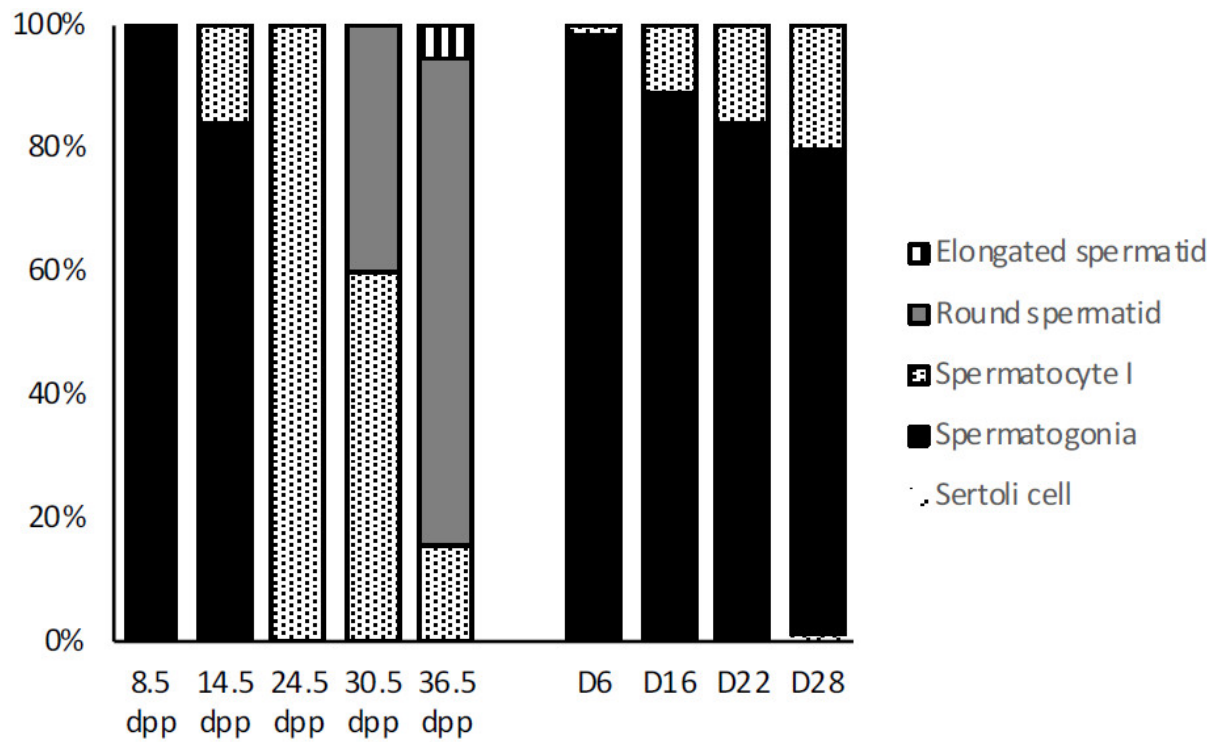

**Figure S4.** Most advanced stage of spermatogenesis in in vitro cultured tissues and age- matched in vivo controls. The culture starting point (8.5 dpp) was added. Contrary to other culture time points, tissues at D6 contained very few seminiferous tubules with meiotic cells. dpp, days postpartum.

**Table S3.** Biological information of the down-regulated and up-regulated genes related to spermatogenesis. NIA, No information available; SAC, Spindle assembly checkpoint.

**Table S4.** IPA analysis of the 594 differentially expressed genes in in vitro cultured tissues(D28).

**Table S5.** Antibodies used in the current study. IF, Immunofluorescence; IHC,ImmunoHistoChemistry; WB, Western-Blot.

**Table S6.** Primers and parameters used for RT-qPCR. bp, base pair; RT-qPCR, Reversetranscription-quantitative Polymerase Chain reaction.

**Table S7.** Compound-specific Multiple Reaction Monitoring parameters.

**Video S1:** SYCP3/ $\gamma$ H2AX immunofluorescence staining of meiotic spread preparations from 36.5 dpp controls. Representative SYCP3 (red)/ $\gamma$ H2AX (green) immunostaining of two pachytene spermatocytes from 36.5 dpp testicular tissues. The spermatocytes contain normal synaptonemal complexes and a  $\gamma$ H2AX-positive XY body. Magnification:  $\times 630$ , Zoom 4.

**Video S2:** SYCP3/ $\gamma$ H2AX immunofluorescence staining of meiotic spread preparations from D28 cultured tissues. Representative SYCP3 (red)/ $\gamma$ H2AX (green) immunostaining of a pachytene spermatocyte from D28 testicular explants. The spermatocyte contains compact synaptonemal complexes, multiple  $\gamma$ H2AX-positive foci localizing alongside the synaptonemal complexes and a  $\gamma$ H2AX-positive XY body. Magnification:  $\times 630$ , Zoom 4.

**Video S3:** SYCP3/SYCP1 immunofluorescence staining of meiotic spread preparations from 36.5 dpp controls. Representative SYCP3 (red)/SYCP1 (green) immunostaining of a pachytene spermatocyte from 36.5 dpp testicular tissues. The spermatocyte contains normal synaptonemal complexes, with a colocalization of the lateral (SYCP3) and the central (SYCP1) elements (except for the sex chromosomes). Magnification:  $\times 630$ , Zoom 4.

**Video S4:** SYCP3/SYCP1 immunofluorescence staining of meiotic spread preparations from D28 cultured tissues. Representative SYCP3 (red)/SYCP1 (green) immunostaining of two pachytene spermatocytes from D28 testicular explants. The spermatocytes contain incompletely formed synaptonemal complexes, with dim SYCP1 labelling along SYCP3 filaments. Magnification:  $\times 630$ , Zoom 4.

## References

1. Aghazadeh, Y.; Zirkin, B.R.; Papadopoulos, V. Pharmacological Regulation of the Cholesterol Transport Machinery in Steroidogenic Cells of the Testis. *Vitam. Horm.* **2015**, *98*, 189–227, doi:10.1016/bs.vh.2014.12.006.
2. Sansone, A.; Kliesch, S.; Isidori, A.M.; Schlatt, S. AMH and INSL3 in Testicular and Extragonadal Pathophysiology: What Do We Know? *Andrology* **2019**, *7*, 131–138, doi:10.1111/andr.12597.
3. Lee, W.-Y.; Do, J.T.; Park, C.; Kim, J.H.; Chung, H.-J.; Kim, K.-W.; Gil, C.-H.; Kim, N.-H.; Song, H. Identification of Putative Biomarkers for the Early Stage of Porcine Spermatogonial Stem Cells Using Next-Generation Sequencing. *PLoS One* **2016**, *11*, e0147298, doi:10.1371/journal.pone.0147298.
4. Robinson, L.L.; Sznajder, N.A.; Riley, S.C.; Anderson, R.A. Matrix Metalloproteinases and Tissue Inhibitors of Metalloproteinases in Human Fetal Testis and Ovary. *Mol. Hum. Reprod.* **2001**, *7*, 641–648, doi:10.1093/molehr/7.7.641.
5. Kumar, S.; Tinson, A.; Mulligan, B.P.; Ojha, S. Gelatin Binding Proteins in Reproductive Physiology. *Indian J. Microbiol.* **2016**, *56*, 383–393, doi:10.1007/s12088-016-0618-0.
6. Kurzawski, M.; Kaczmarek, M.; Kłysz, M.; Malinowski, D.; Kazienko, A.; Kurzawa, R.; Drożdżik, M. MMP2, MMP9 and TIMP2 Polymorphisms Affect Sperm Parameters but Not Fertility in Polish Males. *Andrologia* **2017**, *49*, doi:10.1111/and.12654.
7. Lydka, M.; Bilinska, B.; Cheng, C.Y.; Mruk, D.D. Tumor Necrosis Factor  $\alpha$ -Mediated Restructuring of the Sertoli Cell Barrier in Vitro Involves Matrix Metalloprotease 9 (MMP9), Membrane-Bound Intercellular Adhesion Molecule-1 (ICAM-1) and the Actin Cytoskeleton. *Spermatogenesis* **2012**, *2*, 294–303, doi:10.4161/spmg.22602.
8. Siu, M.K.Y.; Lee, W.M.; Cheng, C.Y. The Interplay of Collagen IV, Tumor Necrosis Factor- $\alpha$ , Gelatinase B (Matrix Metalloprotease-9), and Tissue Inhibitor of Metalloproteases-1 in the Basal Lamina Regulates Sertoli Cell-Tight Junction Dynamics in the Rat Testis. *Endocrinology* **2003**, *144*, 371–387, doi:10.1210/en.2002-220786.
9. Siu, M.K.Y.; Cheng, C.Y. Interactions of Proteases, Protease Inhibitors, and the Beta1 Integrin/Laminin Gamma3 Protein Complex in the Regulation of Ectoplasmic Specialization Dynamics in the Rat Testis. *Biol. Reprod.* **2004**, *70*, 945–964, doi:10.1095/biolreprod.103.023606.
10. Siu, M.K.Y.; Cheng, C.Y. Extracellular Matrix and Its Role in Spermatogenesis. *Adv. Exp. Med. Biol.* **2008**, *636*, 74–91, doi:10.1007/978-0-387-09597-4\_5.
11. Mohagheghi, S.; Khodadadi, I.; Karami, M.; Amiri, I.; Tavilani, H. Gene Polymorphism of Matrix Metalloproteinase 9 in Asthenozoospermic Male Subjects. *Int. J. Fertil. Steril.* **2018**, *11*, 247–252, doi:10.22074/ijfs.2018.5038.
12. Riaz, M.A.; Stammeler, A.; Borgers, M.; Konrad, L. Clusterin Signals via ApoER2/VLDLR and Induces Meiosis of Male Germ Cells. *Am. J. Transl. Res.* **2017**, *9*, 1266–1276.
13. Tacke, P.J.; van der Zee, A.; Beumer, T.L.; Florijn, R.J.; Gijpels, M.J.; Havekes, L.M.; Frants, R.R.; van Dijk, K.W.; Hofker, M.H. Effective Generation of Very Low Density Lipoprotein Receptor Transgenic Mice by

Overlapping Genomic DNA Fragments: High Testis Expression and Disturbed Spermatogenesis. *Transgenic Res.* **2001**, *10*, 211–221, doi:10.1023/a:1016682520887.

14. Li, C.; Zhang, L.; Ma, T.; Gao, L.; Yang, L.; Wu, M.; Pang, Z.; Wang, X.; Yao, Q.; Xiao, Y.; et al. Bisphenol A Attenuates Testosterone Production in Leydig Cells via the Inhibition of NR1D1 Signaling. *Chemosphere* **2021**, *263*, 128020, doi:10.1016/j.chemosphere.2020.128020.
15. Ferder, I.C.; Fung, L.; Ohguchi, Y.; Zhang, X.; Lassen, K.G.; Capen, D.; Brown, D.; Xavier, R.J.; Wang, N. Meiotic Gatekeeper STRA8 Suppresses Autophagy by Repressing Nr1d1 Expression during Spermatogenesis in Mice. *PLoS Genet.* **2019**, *15*, e1008084, doi:10.1371/journal.pgen.1008084.
16. Rappaport, M.S.; Smith, E.P. Insulin-like Growth Factor (IGF) Binding Protein 3 in the Rat Testis: Follicle-Stimulating Hormone Dependence of mRNA Expression and Inhibition of IGF-I Action on Cultured Sertoli Cells. *Biol. Reprod.* **1995**, *52*, 419–425, doi:10.1095/biolreprod52.2.419.
17. Lin, T.; Wang, D.; Nagpal, M.L.; Shimasaki, S.; Ling, N. Expression and Regulation of Insulin-like Growth Factor-Binding Protein-1, -2, -3, and -4 Messenger Ribonucleic Acids in Purified Rat Leydig Cells and Their Biological Effects. *Endocrinology* **1993**, *132*, 1898–1904, doi:10.1210/endo.132.5.7682935.
18. Lue, Y.; Swerdloff, R.; Liu, Q.; Mehta, H.; Hikim, A.S.; Lee, K.-W.; Jia, Y.; Hwang, D.; Cobb, L.J.; Cohen, P.; et al. Opposing Roles of Insulin-like Growth Factor Binding Protein 3 and Humanin in the Regulation of Testicular Germ Cell Apoptosis. *Endocrinology* **2010**, *151*, 350–357, doi:10.1210/en.2009-0577.
19. Toshima, J.; Ohashi, K.; Okano, I.; Nunoue, K.; Kishioka, M.; Kuma, K.; Miyata, T.; Hirai, M.; Baba, T.; Mizuno, K. Identification and Characterization of a Novel Protein Kinase, TESK1, Specifically Expressed in Testicular Germ Cells. *J. Biol. Chem.* **1995**, *270*, 31331–31337, doi:10.1074/jbc.270.52.31331.
20. Toshima, J.; Koji, T.; Mizuno, K. Stage-Specific Expression of Testis-Specific Protein Kinase 1 (TESK1) in Rat Spermatogenic Cells. *Biochem. Biophys. Res. Commun.* **1998**, *249*, 107–112, doi:10.1006/bbrc.1998.9099.
21. Toshima, J.; Toshima, J.Y.; Suzuki, M.; Noda, T.; Mizuno, K. Cell-Type-Specific Expression of a TESK1 Promoter-Linked LacZ Gene in Transgenic Mice. *Biochem. Biophys. Res. Commun.* **2001**, *286*, 566–573, doi:10.1006/bbrc.2001.5404.
22. Pati, D.; Meistrich, M.L.; Plon, S.E. Human Cdc34 and Rad6B Ubiquitin-Conjugating Enzymes Target Repressors of Cyclic AMP-Induced Transcription for Proteolysis. *Mol. Cell. Biol.* **1999**, *19*, 5001–5013, doi:10.1128/mcb.19.7.5001.
23. Butz, N.; Ruetz, S.; Natt, F.; Hall, J.; Weiler, J.; Mestan, J.; Ducarre, M.; Grossenbacher, R.; Hauser, P.; Kempf, D.; et al. The Human Ubiquitin-Conjugating Enzyme Cdc34 Controls Cellular Proliferation through Regulation of P27Kip1 Protein Levels. *Exp. Cell Res.* **2005**, *303*, 482–493, doi:10.1016/j.yexcr.2004.10.008.
24. Legesse-Miller, A.; Elemento, O.; Pfau, S.J.; Forman, J.J.; Tavazoie, S.; Collier, H.A. Let-7 Overexpression Leads to an Increased Fraction of Cells in G2/M, Direct down-Regulation of Cdc34, and Stabilization of Wee1 Kinase in Primary Fibroblasts. *J. Biol. Chem.* **2009**, *284*, 6605–6609, doi:10.1074/jbc.C900002200.
25. Hu, J.; You, S.; Li, W.; Wang, D.; Nagpal, M.L.; Mi, Y.; Liang, P.; Lin, T. Expression and Regulation of Interferon-Gamma-Inducible Protein 10 Gene in Rat Leydig Cells. *Endocrinology* **1998**, *139*, 3637–3645, doi:10.1210/endo.139.8.6143.
26. Le Goffic, R.; Mouchel, T.; Aubry, F.; Patard, J.-J.; Ruffault, A.; Jégou, B.; Samson, M.
27. Production of the Chemokines Monocyte Chemoattractant Protein-1, Regulated on Activation Normal T Cell Expressed and Secreted Protein, Growth-Related Oncogene, and Interferon-Gamma-Inducible Protein-10 Is Induced by the Sendai Virus in Human and Rat Testicular Cells. *Endocrinology* **2002**, *143*, 1434–1440, doi:10.1210/endo.143.4.8735.
28. Aubry, F.; Habasque, C.; Satie, A.P.; Jégou, B.; Samson, M. Expression and Regulation of the CXC-Chemokines, GRO/KC and IP-10/Mob-1 in Rat Seminiferous Tubules. *Eur. Cytokine Netw.* **2000**, *11*, 690–698.
29. Jiang, Q.; Wang, F.; Shi, L.; Zhao, X.; Gong, M.; Liu, W.; Song, C.; Li, Q.; Chen, Y.; Wu, H.; et al. C-X-C Motif Chemokine Ligand 10 Produced by Mouse Sertoli Cells in Response to Mumps Virus Infection Induces Male Germ Cell Apoptosis. *Cell Death Dis.* **2017**, *8*, e3146, doi:10.1038/cddis.2017.560.
30. Dong, Y.-s.; Hou, W.-g.; Li, Y.; Liu, D.-b.; Hao, G.-z.; Zhang, H.-f.; Li, J.-c.; Zhao, J.; Zhang, S.; Liang, G.-b.; et al. Unexpected Requirement for a Binding Partner of the Syntaxin Family in Phagocytosis by Murine Testicular Sertoli Cells. *Cell Death Differ.* **2016**, *23*, 787–800, doi:10.1038/cdd.2015.139.
31. Merkl, M.; Ertl, R.; Handschuh, S.; Aurich, C.; Schäfer-Somi, S. The Cholesterol Transporter ABCA1 Is Expressed in Stallion Spermatozoa and Reproductive Tract Tissues. *Theriogenology* **2016**, *85*, 1080–1089, doi:10.1016/j.theriogenology.2015.11.019.
32. Stocchi, L.; Giardina, E.; Varriale, L.; Sechi, A.; Vagnini, A.; Parri, G.; Valentini, M.; Capalbo, M. Can Tangier Disease Cause Male Infertility? A Case Report and an Overview on Genetic Causes of Male Infertility and Hormonal Axis Involved. *Mol. Genet. Metab.* **2018**, *123*, 43–49, doi:10.1016/j.ymgme.2017.11.009.
33. Xia, Y.; Sidis, Y.; Schneyer, A. Overexpression of Follistatin-like 3 in Gonads Causes Defects in Gonadal Development and Function in Transgenic Mice. *Mol. Endocrinol. Baltim. Md* **2004**, *18*, 979–994, doi:10.1210/me.2003-0364.

34. Tsuchida, K.; Arai, K.Y.; Kuramoto, Y.; Yamakawa, N.; Hasegawa, Y.; Sugino, H. Identification and Characterization of a Novel Follistatin-like Protein as a Binding Protein for the TGF-Beta Family. *J. Biol. Chem.* **2000**, *275*, 40788–40796, doi:10.1074/jbc.M006114200.
35. Oldknow, K.J.; Seebacher, J.; Goswami, T.; Villen, J.; Pitsillides, A.A.; O'Shaughnessy, P.J.; Gygi, S.P.; Schneyer, A.L.; Mukherjee, A. Follistatin-like 3 (FSTL3) Mediated Silencing of Transforming Growth Factor  $\beta$  (TGF $\beta$ ) Signaling Is Essential for Testicular Aging and Regulating Testis Size. *Endocrinology* **2013**, *154*, 1310–1320, doi:10.1210/en.2012-1886.
36. Hara-Yokoyama, M.; Kurihara, H.; Ichinose, S.; Matsuda, H.; Ichinose, S.; Kurosawa, M.; Tada, N.; Iwahara, C.; Terasawa, K.; Podyma-Inoue, K.A.; et al. KIF11 as a Potential Marker of Spermatogenesis Within Mouse Seminiferous Tubule Cross-Sections. *J. Histochem. Cytochem. Off. J. Histochem. Soc.* **2019**, *67*, 813–824, doi:10.1369/0022155419871027.
37. Blangy, A.; Lane, H.A.; d'Hérin, P.; Harper, M.; Kress, M.; Nigg, E.A. Phosphorylation by P34cdc2 Regulates Spindle Association of Human Eg5, a Kinesin-Related Motor Essential for Bipolar Spindle Formation in Vivo. *Cell* **1995**, *83*, 1159–1169, doi:10.1016/0092-8674(95)90142-6.
38. Kapitein, L.C.; Peterman, E.J.G.; Kwok, B.H.; Kim, J.H.; Kapoor, T.M.; Schmidt, C.F. The Bipolar Mitotic Kinesin Eg5 Moves on Both Microtubules That It Crosslinks. *Nature* **2005**, *435*, 114–118, doi:10.1038/nature03503.
39. Ben-Eliezer, I.; Pomerantz, Y.; Galiani, D.; Nevo, N.; Dekel, N. Appropriate Expression of Ube2C and Ube2S Controls the Progression of the First Meiotic Division. *FASEB J.* **2015**, *29*, 4670–4681, doi:10.1096/fj.15-274522.
40. Peters, J.-M. The Anaphase-Promoting Complex: Proteolysis in Mitosis and Beyond.
41. *Mol. Cell* **2002**, *9*, 931–943, doi:10.1016/s1097-2765(02)00540-3.
42. Hao, Z.; Zhang, H.; Cowell, J. Ubiquitin-Conjugating Enzyme UBE2C: Molecular Biology, Role in Tumorigenesis, and Potential as a Biomarker. *Tumour Biol. J. Int. Soc. Oncodevelopmental Biol. Med.* **2012**, *33*, 723–730, doi:10.1007/s13277-011-0291-1.
43. Boyer, A.; Yeh, J.R.; Zhang, X.; Paquet, M.; Gaudin, A.; Nagano, M.C.; Boerboom, D. CTNNB1 Signaling in Sertoli Cells Downregulates Spermatogonial Stem Cell Activity via WNT4. *PloS One* **2012**, *7*, e29764, doi:10.1371/journal.pone.0029764.
44. Jordan, B.K.; Shen, J.H.-C.; Olaso, R.; Ingraham, H.A.; Vilain, E. Wnt4 Overexpression Disrupts Normal Testicular Vasculature and Inhibits Testosterone Synthesis by Repressing Steroidogenic Factor 1/Beta-Catenin Synergy. *Proc. Natl. Acad. Sci. U. S. A.* **2003**, *100*, 10866–10871, doi:10.1073/pnas.1834480100.
45. Adams, R.R.; Eckley, D.M.; Vagnarelli, P.; Wheatley, S.P.; Gerloff, D.L.; Mackay, A.M.; Svingen, P.A.; Kaufmann, S.H.; Earnshaw, W.C. Human INCENP Colocalizes with the Aurora-B/AIRK2 Kinase on Chromosomes and Is Overexpressed in Tumour Cells. *Chromosoma* **2001**, *110*, 65–74, doi:10.1007/s004120100130.
46. Parra, M.T.; Viera, A.; Gómez, R.; Page, J.; Carmena, M.; Earnshaw, W.C.; Rufas, J.S.; Suja, J.A. Dynamic Relocalization of the Chromosomal Passenger Complex Proteins Inner Centromere Protein (INCENP) and Aurora-B Kinase during Male Mouse Meiosis. *J. Cell Sci.* **2003**, *116*, 961, doi:10.1242/jcs.00330.
47. Goto, H.; Kiyono, T.; Tomono, Y.; Kawajiri, A.; Urano, T.; Furukawa, K.; Nigg, E.A.; Inagaki, M. Complex Formation of Plk1 and INCENP Required for Metaphase–Anaphase Transition. *Nat. Cell Biol.* **2006**, *8*, 180–187, doi:10.1038/ncb1350.
48. Matsubara, N.; Yanagisawa, M.; Nishimune, Y.; Obinata, M.; Matsui, Y. Murine Pololike Kinase 1 Gene Is Expressed in Meiotic Testicular Germ Cells and Oocytes. *Mol. Reprod. Dev.* **1995**, *41*, 407–415, doi:10.1002/mrd.1080410403.
49. Jordan, P.W.; Karppinen, J.; Handel, M.A. Polo-like Kinase Is Required for Synaptonemal Complex Disassembly and Phosphorylation in Mouse Spermatocytes. *J. Cell Sci.* **2012**, *125*, 5061, doi:10.1242/jcs.105015.
50. Liu, D.; Davydenko, O.; Lampson, M.A. Polo-like Kinase-1 Regulates Kinetochore–Microtubule Dynamics and Spindle Checkpoint Silencing. *J. Cell Biol.* **2012**, *198*, 491–499, doi:10.1083/jcb.201205090.
51. Mondal, G.; Ohashi, A.; Yang, L.; Rowley, M.; Couch, F.J. Tex14, a Plk1-Regulated Protein, Is Required for Kinetochore–Microtubule Attachment and Regulation of the Spindle Assembly Checkpoint. *Mol. Cell* **2012**, *45*, 680–695, doi:10.1016/j.molcel.2012.01.013.
52. Jordan, P.W.; Karppinen, J.; Handel, M.A. Polo-like Kinase Is Required for Synaptonemal Complex Disassembly and Phosphorylation in Mouse Spermatocytes. *J. Cell Sci.* **2012**, *125*, 5061–5072, doi:10.1242/jcs.105015.
53. Giménez-Abián, J.F.; Sumara, I.; Hirota, T.; Hauf, S.; Gerlich, D.; de la Torre, C.; Ellenberg, J.; Peters, J.-M. Regulation of Sister Chromatid Cohesion between Chromosome Arms. *Curr. Biol. CB* **2004**, *14*, 1187–1193, doi:10.1016/j.cub.2004.06.052.
54. Matsumura, S.; Toyoshima, F.; Nishida, E. Polo-like Kinase 1 Facilitates Chromosome Alignment during Prometaphase through BubR1. *J. Biol. Chem.* **2007**, *282*, 15217–15227, doi:10.1074/jbc.M611053200.
55. Kong, M.; Barnes, E.A.; Ollendorff, V.; Donoghue, D.J. Cyclin F Regulates the Nuclear Localization of Cyclin B1 through a Cyclin–Cyclin Interaction. *EMBO J.* **2000**, *19*, 1378–1388, doi:10.1093/emboj/19.6.1378.

56. Sun, Y.; Fu, L.; Xue, F.; Li, Y.; Xu, H.; Chen, J. Digital Gene Expression Profiling and Validation Study Highlight Cyclin F as an Important Regulator for Sperm Motility of Chickens. *Poult. Sci.* **2019**, *98*, 5118–5126, doi:10.3382/ps/pez212.
57. Orwig, K.E.; Ryu, B.-Y.; Master, S.R.; Phillips, B.T.; Mack, M.; Avarbock, M.R.; Chodosh, L.; Brinster, R.L. Genes Involved in Post-Transcriptional Regulation Are Overrepresented in Stem/Progenitor Spermatogonia of Cryptorchid Mouse Testes. *StemCells Dayt. Ohio* **2008**, *26*, 927–938, doi:10.1634/stemcells.2007-0893.
58. Park, H.-J.; Lee, W.-Y.; Park, C.; Hong, K.; Song, H. CD14 Is a Unique Membrane Marker of Porcine Spermatogonial Stem Cells, Regulating Their Differentiation. *Sci. Rep.* **2019**, *9*, 9980, doi:10.1038/s41598-019-46000-6.
59. Hu, J.; Zhang, Y.-Q.; Liu, X.-P.; Wang, R.-A.; Jin, Y.; Xu, R.-J. Expression and Localization of Smad1, Smad2 and Smad4 Proteins in Rat Testis during Postnatal Development. *Asian J. Androl.* **2003**, *5*, 51–55.
60. Palladino, M.A.; Fasano, G.A.; Patel, D.; Dugan, C.; London, M. Effects of Lipopolysaccharide-Induced Inflammation on Hypoxia and Inflammatory Gene Expression Pathways of the Rat Testis. *Basic Clin. Androl.* **2018**, *28*, 14, doi:10.1186/s12610-018-0079-x.
61. Winnall, W.R.; Hedger, M.P. Phenotypic and Functional Heterogeneity of the Testicular Macrophage Population: A New Regulatory Model. *J. Reprod. Immunol.* **2013**, *97*, 147–158, doi:10.1016/j.jri.2013.01.001.
62. Rother, K.; Dengl, M.; Lorenz, J.; Tschöp, K.; Kirschner, R.; Mössner, J.; Engeland, K. Gene Expression of Cyclin-Dependent Kinase Subunit Cks2 Is Repressed by the Tumor Suppressor P53 but Not by the Related Proteins P63 or P73. *FEBS Lett.* **2007**, *581*, 1166–1172, doi:10.1016/j.febslet.2007.02.028.
63. Spruck, C.H.; de Miguel, M.P.; Smith, A.P.L.; Ryan, A.; Stein, P.; Schultz, R.M.; Lincoln, A.J.; Donovan, P.J.; Reed, S.I. Requirement of Cks2 for the First Metaphase/Anaphase Transition of Mammalian Meiosis. *Science* **2003**, *300*, 647, doi:10.1126/science.1084149.
64. Smirnova, N.A.; Romanienko, P.J.; Khil, P.P.; Camerini-Otero, R.D. Gene Expression Profiles of Spo11-/- Mouse Testes with Spermatocytes Arrested in Meiotic Prophase I. *Reprod. Camb. Engl.* **2006**, *132*, 67–77, doi:10.1530/rep.1.00997.
65. Kominami, E.; Tsukahara, T.; Bando, Y.; Katunuma, N. Distribution of Cathepsins B and H in Rat Tissues and Peripheral Blood Cells. *J. Biochem. (Tokyo)* **1985**, *98*, 87–93, doi:10.1093/oxfordjournals.jbchem.a135277.
66. Haraguchi, C.M.; Ishido, K.; Kominami, E.; Yokota, S. Expression of Cathepsin H in Differentiating Rat Spermatids: Immunoelectron Microscopic Study. *Histochem. Cell Biol.* **2003**, *120*, 63–71, doi:10.1007/s00418-003-0545-0.
67. Murphy, K.; Carvajal, L.; Medico, L.; Pepling, M. Expression of Stat3 in Germ Cells of Developing and Adult Mouse Ovaries and Testes. *Gene Expr. Patterns GEP* **2005**, *5*, 475–482, doi:10.1016/j.modgep.2004.12.007.
68. Nagasawa, K.; Imura-Kishi, K.; Uchida, A.; Hiramatsu, R.; Kurohmaru, M.; Kanai, Y. Regionally Distinct Patterns of STAT3 Phosphorylation in the Seminiferous Epithelia of Mouse Testes. *Mol. Reprod. Dev.* **2018**, *85*, 262–270, doi:10.1002/mrd.22962.
69. Saxena, N.K.; Vertino, P.M.; Anania, F.A.; Sharma, D. Leptin-Induced Growth Stimulation of Breast Cancer Cells Involves Recruitment of Histone Acetyltransferases and Mediator Complex to CYCLIN D1 Promoter via Activation of Stat3. *J. Biol. Chem.* **2007**, *282*, 13316–13325, doi:10.1074/jbc.M609798200.
70. Oatley, J.M.; Brinster, R.L. The Germline Stem Cell Niche Unit in Mammalian Testes. *Physiol. Rev.* **2012**, *92*, 577–595, doi:10.1152/physrev.00025.2011.
72. Sisakhtnezhad, S.; Heshmati, P. Comparative Analysis of Single-Cell RNA Sequencing Data from Mouse Spermatogonial and Mesenchymal Stem Cells to Identify Differentially Expressed Genes and Transcriptional Regulators of Germline Cells. *J. Cell. Physiol.* **2018**, *233*, 5231–5242, doi:10.1002/jcp.26303.
73. Chen, J.-X.; Xu, L.-L.; Wang, X.-C.; Qin, H.-Y.; Wang, J.-L. Involvement of C-Src/STAT3 Signal in EGF-Induced Proliferation of Rat Spermatogonial Stem Cells. *Mol. Cell. Biochem.* **2011**, *358*, 67–73, doi:10.1007/s11010-011-0922-2.
74. Haraguchi, S.; Ikeda, M.; Akagi, S.; Hirao, Y. Dynamic Changes in PStat3 Are Involved in Meiotic Spindle Assembly in Mouse Oocytes. *Int. J. Mol. Sci.* **2020**, *21*, E1220, doi:10.3390/ijms21041220.
75. Habasque, C.; Satie, A.-P.; Aubry, F.; Jégou, B.; Samson, M. Expression of Fractalkine in the Rat Testis: Molecular Cloning of a Novel Alternative Transcript of Its Gene That Is Differentially Regulated by pro-Inflammatory Cytokines. *Mol. Hum. Reprod.* **2003**, *9*, 449–455, doi:10.1093/molehr/gag059.
76. Truman, L.A.; Ford, C.A.; Pasikowska, M.; Pound, J.D.; Wilkinson, S.J.; Dumitriu, I.E.; Melville, L.; Melrose, L.A.; Ogden, C.A.; Nibbs, R.; et al. CX3CL1/Fractalkine Is Released from Apoptotic Lymphocytes to Stimulate Macrophage Chemotaxis. *Blood* **2008**, *112*, 5026–5036, doi:10.1182/blood-2008-06-162404.
77. Fischer, K.A.; Van Leyen, K.; Lovercamp, K.W.; Manandhar, G.; Sutovsky, M.; Feng, D.; Safranski, T.; Sutovsky, P. 15-Lipoxygenase Is a Component of the Mammalian Sperm Cytoplasmic Droplet. *Reprod. Camb. Engl.* **2005**, *130*, 213–222, doi:10.1530/rep.1.00646.

78. Bromfield, E.G.; Mihalas, B.P.; Dun, M.D.; Aitken, R.J.; McLaughlin, E.A.; Walters, J.L.H.; Nixon, B. Inhibition of Arachidonate 15-Lipoxygenase Prevents 4-Hydroxynonenal-Induced Protein Damage in Male Germ Cells. *Biol. Reprod.* **2017**, *96*, 598–609, doi:10.1093/biolre/iox005.
79. Bromfield, E.G.; Walters, J.L.H.; Cafe, S.L.; Bernstein, I.R.; Stanger, S.J.; Anderson, A.L.; Aitken, R.J.; McLaughlin, E.A.; Dun, M.D.; Gadella, B.M.; et al. Differential Cell Death Decisions in the Testis: Evidence for an Exclusive Window of Ferroptosis in Round Spermatids. *Mol. Hum. Reprod.* **2019**, *25*, 241–256, doi:10.1093/molehr/gaz015.
80. Walters, J.L.H.; De Iuliis, G.N.; Dun, M.D.; Aitken, R.J.; McLaughlin, E.A.; Nixon, B.; Bromfield, E.G. Pharmacological Inhibition of Arachidonate 15-Lipoxygenase Protects Human Spermatozoa against Oxidative Stress. *Biol. Reprod.* **2018**, *98*, 784–794, doi:10.1093/biolre/iyy058.
81. Izumi, H.; Matsumoto, Y.; Ikeuchi, T.; Saya, H.; Kajii, T.; Matsuura, S. BubR1 Localizes to Centrosomes and Suppresses Centrosome Amplification via Regulating Plk1 Activity in Interphase Cells. *Oncogene* **2009**, *28*, 2806–2820, doi:10.1038/onc.2009.141.
82. Jeganathan, K.B.; van Deursen, J.M. Differential Mitotic Checkpoint Protein Requirements in Somatic and Germ Cells. *Biochem. Soc. Trans.* **2006**, *34*, 583–586, doi:10.1042/BST0340583.
83. Choi, E.; Lee, H. Chromosome Damage in Mitosis Induces BubR1 Activation and Prometaphase Arrest. *FEBS Lett.* **2008**, *582*, 1700–1706, doi:10.1016/j.febslet.2008.04.028.
84. Parra, M.T.; Gómez, R.; Viera, A.; Llano, E.; Pendás, A.M.; Rufas, J.S.; Suja, J.A. Sequential Assembly of Centromeric Proteins in Male Mouse Meiosis. *PLoS Genet.* **2009**, *5*, e1000417–e1000417, doi:10.1371/journal.pgen.1000417.
85. Ravník, S.E.; Wolgemuth, D.J. The Developmentally Restricted Pattern of Expression in the Male Germ Line of a Murine Cyclin A, Cyclin A2, Suggests Roles in Both Mitotic and Meiotic Cell Cycles. *Dev. Biol.* **1996**, *173*, 69–78, doi:10.1006/dbio.1996.0007.
86. Ravník, S.E.; Wolgemuth, D.J. Regulation of Meiosis during Mammalian Spermatogenesis: The A-Type Cyclins and Their Associated Cyclin-Dependent Kinases Are Differentially Expressed in the Germ-Cell Lineage. *Dev. Biol.* **1999**, *207*, 408–418, doi:10.1006/dbio.1998.9156.
87. Sweeney, C.; Murphy, M.; Kubelka, M.; Ravník, S.E.; Hawkins, C.F.; Wolgemuth, D.J.; Carrington, M. A Distinct Cyclin A Is Expressed in Germ Cells in the Mouse. *Dev. Camb. Engl.* **1996**, *122*, 53–64.
88. Ma, F.; Wang, X.; Chung, S.S.W.; Sicinski, P.; Shang, E.; Wolgemuth, D.J. Cyclin A2 Is Essential for Mouse Gonocyte Maturation. *Cell Cycle Georget. Tex* **2020**, *19*, 1654–1664, doi:10.1080/15384101.2020.1762314.
89. Zhang, Q.-H.; Yuen, W.S.; Adhikari, D.; Flegg, J.A.; FitzHarris, G.; Conti, M.; Sicinski, P.; Nabti, I.; Marangos, P.; Carroll, J. Cyclin A2 Modulates Kinetochore-Microtubule Attachment in Meiosis II. *J. Cell Biol.* **2017**, *216*, 3133–3143, doi:10.1083/jcb.201607111.
90. Ergün, S.; Kiliç, N.; Fiedler, W.; Mukhopadhyay, A.K. Vascular Endothelial Growth Factor and Its Receptors in Normal Human Testicular Tissue. *Mol. Cell. Endocrinol.* **1997**, *131*, 9–20, doi:10.1016/s0303-7207(97)00082-8.
91. Bott, R.C.; Clopton, D.T.; Fuller, A.M.; McFee, R.M.; Lu, N.; McFee, R.M.; Cupp, A.S. KDR-LacZ-Expressing Cells Are Involved in Ovarian and Testis-Specific Vascular Development, Suggesting a Role for VEGFA in the Regulation of This Vasculature. *Cell Tissue Res.* **2010**, *342*, 117–130, doi:10.1007/s00441-010-1038-9.
92. Caires, K.C.; de Avila, J.; McLean, D.J. Vascular Endothelial Growth Factor Regulates Germ Cell Survival during Establishment of Spermatogenesis in the Bovine Testis. *Reprod. Camb. Engl.* **2009**, *138*, 667–677, doi:10.1530/REP-09-0020.
93. Tian, R.; Yang, S.; Zhu, Y.; Zou, S.; Li, P.; Wang, J.; Zhu, Z.; Huang, Y.; He, Z.; Li, Z. VEGF/VEGFR2 Signaling Regulates Germ Cell Proliferation in Vitro and Promotes Mouse Testicular Regeneration in Vivo. *Cells Tissues Organs* **2016**, *201*, 1–13, doi:10.1159/000440949.
94. Fon Tacer, K.; Kalanj-Bognar, S.; Waterman, M.R.; Rozman, D. Lanosterol Metabolism and Sterol Regulatory Element Binding Protein (SREBP) Expression in Male Germ Cell Maturation. *J. Steroid Biochem. Mol. Biol.* **2003**, *85*, 429–438, doi:10.1016/s0960-0760(03)00191-2.
95. Brown, M.S.; Goldstein, J.L. A Proteolytic Pathway That Controls the Cholesterol Content of Membranes, Cells, and Blood. *Proc. Natl. Acad. Sci. U. S. A.* **1999**, *96*, 11041–11048, doi:10.1073/pnas.96.20.11041.
96. Osborne, T.F. Sterol Regulatory Element-Binding Proteins (SREBPs): Key Regulators of Nutritional Homeostasis and Insulin Action. *J. Biol. Chem.* **2000**, *275*, 32379–32382, doi:10.1074/jbc.R000017200.
97. Vannelli, B.G.; Orlando, C.; Barni, T.; Natali, A.; Serio, M.; Balboni, G.C. Immunostaining of Transferrin and Transferrin Receptor in Human Seminiferous Tubules. *Fertil. Steril.* **1986**, *45*, 536–541, doi:10.1016/s0015-0282(16)49284-8.
98. Forti, G.; Barni, T.; Vannelli, B.G.; Balboni, G.C.; Orlando, C.; Serio, M. Sertoli Cell Proteins in the Human Seminiferous Tubule. *J. Steroid Biochem.* **1989**, *32*, 135–144, doi:10.1016/0022-4731(89)90154-4.

100. Petrie, R.G.; Morales, C.R. Receptor-Mediated Endocytosis of Testicular Transferrin by Germinal Cells of the Rat Testis. *Cell Tissue Res.* **1992**, *267*, 45–55, doi:10.1007/BF00318690.
101. Bhattacharya, I.; Basu, S.; Pradhan, B.S.; Sarkar, H.; Nagarajan, P.; Majumdar, S.S. Testosterone Augments FSH Signaling by Upregulating the Expression and Activity of FSH-Receptor in Pubertal Primate Sertoli Cells. *Mol. Cell. Endocrinol.* **2019**, *482*, 70–80, doi:10.1016/j.mce.2018.12.012.
102. Lécureuil, C.; Staub, C.; Fouchécourt, S.; Maurel, M.C.; Fontaine, I.; Martinat, N.; Gauthier, C.; Daudignon, A.; Delaleu, B.; Sow, A.; et al. Transferrin Overexpression Alters Testicular Function in Aged Mice. *Mol. Reprod. Dev.* **2007**, *74*, 197–206, doi:10.1002/mrd.20523.
103. Baumann, C.; De La Fuente, R. Role of Polycomb Group Protein Cbx2/M33 in Meiosis Onset and Maintenance of Chromosome Stability in the Mammalian Germline. *Genes* **2011**, *2*, 59–80, doi:10.3390/genes2010059.
104. Yang, Q.-E.; Kim, D.; Kaucher, A.; Oatley, M.J.; Oatley, J.M. CXCL12-CXCR4 Signaling Is Required for the Maintenance of Mouse Spermatogonial Stem Cells. *J. Cell Sci.* **2013**, *126*, 1009–1020, doi:10.1242/jcs.119826.
105. Westernströer, B.; Terwort, N.; Ehmcke, J.; Wistuba, J.; Schlatt, S.; Neuhaus, N. Profiling of Cxcl12 Receptors, Cxcr4 and Cxcr7 in Murine Testis Development and a Spermatogenic Depletion Model Indicates a Role for Cxcr7 in Controlling Cxcl12 Activity. *PloS One* **2014**, *9*, e112598, doi:10.1371/journal.pone.0112598.
106. Habasque, C.; Aubry, F.; Jégou, B.; Samson, M. Study of the HIV-1 Receptors CD4, CXCR4, CCR5 and CCR3 in the Human and Rat Testis. *Mol. Hum. Reprod.* **2002**, *8*, 419–425, doi:10.1093/molehr/8.5.419.
107. Goissis, M.D.; Giassetti, M.I.; Worst, R.A.; Mendes, C.M.; Moreira, P.V.; Assumpção, M.E.O.A.; Visintin, J.A. Spermatogonial Stem Cell Potential of CXCR4-Positive Cells from Prepubertal Bull Testes. *Anim. Reprod. Sci.* **2018**, *196*, 219–229, doi:10.1016/j.anireprosci.2018.08.014.
108. Molyneaux, K.A.; Zinszner, H.; Kunwar, P.S.; Schaible, K.; Stebler, J.; Sunshine, M.J.; O'Brien, W.; Raz, E.; Littman, D.; Wylie, C.; et al. The Chemokine SDF1/CXCL12 and Its Receptor CXCR4 Regulate Mouse Germ Cell Migration and Survival. *Dev. Camb. Engl.* **2003**, *130*, 4279–4286, doi:10.1242/dev.00640.
109. Li, H.; Liang, R.; Lu, Y.; Wang, M.; Li, Z. RTN3 Regulates the Expression Level of Chemokine Receptor CXCR4 and Is Required for Migration of Primordial Germ Cells. *Int. J. Mol. Sci.* **2016**, *17*, 382, doi:10.3390/ijms17040382.
110. Lee, J.H.; Park, J.-W.; Kim, S.W.; Park, J.; Park, T.S. C-X-C Chemokine Receptor Type 4 (CXCR4) Is a Key Receptor for Chicken Primordial Germ Cell Migration. *J. Reprod. Dev.* **2017**, *63*, 555–562, doi:10.1262/jrd.2017-067.
111. Zhang, Y.; Luo, F.; Wu, S.; Yu, B.; Liu, T.; Wu, Y. Tribbles Homolog 3 Expression in Spermatogonial Stem Cells of Rat Testes. *Cell Biol. Int.* **2014**, *38*, 1403–1407, doi:10.1002/cbin.10338.
112. Zhong, X.; Liu, L.; Zhao, A.; Pfeifer, G.P.; Xu, X. The Abnormal Spindle-like, Microcephaly-Associated (ASPM) Gene Encodes a Centrosomal Protein. *Cell Cycle Georget. Tex* **2005**, *4*, 1227–1229, doi:10.4161/cc.4.9.2029.
113. Pulvers, J.N.; Bryk, J.; Fish, J.L.; Wilsch-Bräuninger, M.; Arai, Y.; Schreier, D.; Naumann, R.; Helppi, J.; Habermann, B.; Vogt, J.; et al. Mutations in Mouse
114. *Aspm* (Abnormal Spindle-like Microcephaly Associated) Cause Not Only Microcephaly but Also Major Defects in the Germline. *Proc. Natl. Acad. Sci.* **2010**, *107*, 16595, doi:10.1073/pnas.1010494107.
115. Coultas, L.; Bouillet, P.; Loveland, K.L.; Meachem, S.; Perlman, H.; Adams, J.M.; Strasser, A. Concomitant Loss of Proapoptotic BH3-Only Bcl-2 Antagonists Bik and Bim Arrests Spermatogenesis. *EMBO J.* **2005**, *24*, 3963–3973, doi:10.1038/sj.emboj.7600857.
116. Guazzone, V.A.; Rival, C.; Denduchis, B.; Lustig, L. Monocyte Chemoattractant Protein-1 (MCP-1/CCL2) in Experimental Autoimmune Orchitis. *J. Reprod. Immunol.* **2003**, *60*, 143–157, doi:10.1016/j.jri.2003.08.001.
117. Aubry, F.; Habasque, C.; Satie, A.P.; Jégou, B.; Samson, M. Expression and Regulation of the CC-Chemokine Monocyte Chemoattractant Protein-1 in Rat Testicular Cells in Primary Culture. *Biol. Reprod.* **2000**, *62*, 1427–1435, doi:10.1095/biolreprod62.5.1427.
118. Guazzone, V.A.; Rival, C.; Denduchis, B.; Lustig, L. Monocyte Chemoattractant Protein-1 (MCP-1/CCL2) in Experimental Autoimmune Orchitis. *J. Reprod. Immunol.* **2003**, *60*, 143–157, doi:10.1016/j.jri.2003.08.001.
119. Guazzone, V.A.; Jacobo, P.; Theas, M.S.; Lustig, L. Cytokines and Chemokines in Testicular Inflammation: A Brief Review. *Microsc. Res. Tech.* **2009**, *72*, 620–628, doi:10.1002/jemt.20704.
120. Vagnarelli, P.; Ribeiro, S.; Sennels, L.; Sanchez-Pulido, L.; de Lima Alves, F.; Verheyen, T.; Kelly, D.A.; Ponting, C.P.; Rappsilber, J.; Earnshaw, W.C. Repo-Man Coordinates Chromosomal Reorganization with Nuclear Envelope Reassembly during Mitotic Exit. *Dev. Cell* **2011**, *21*, 328–342, doi:10.1016/j.devcel.2011.06.020.
121. Wurzenberger, C.; Held, M.; Lampson, M.A.; Poser, I.; Hyman, A.A.; Gerlich, D.W. Sds22 and Repo-Man Stabilize Chromosome Segregation by Counteracting Aurora B on Anaphase Kinetochores. *J. Cell Biol.* **2012**, *198*, 173–183, doi:10.1083/jcb.201112112.

122. Vagnarelli, P.; Hudson, D.F.; Ribeiro, S.A.; Trinkle-Mulcahy, L.; Spence, J.M.; Lai, F.; Farr, C.J.; Lamond, A.I.; Earnshaw, W.C. Condensin and Repo-Man-PP1 Co-Operate in the Regulation of Chromosome Architecture during Mitosis. *Nat. Cell Biol.* **2006**, *8*, 1133–1142, doi:10.1038/ncb1475.
123. Tomes, C.N. The Proteins of Exocytosis: Lessons from the Sperm Model. *Biochem. J.* **2015**, *465*, 359–370, doi:10.1042/BJ20141169.
124. Itzhakov, D.; Nitzan, Y.; Breitbart, H. Protein Kinase A Inhibition Induces EPAC- Dependent Acrosomal Exocytosis in Human Sperm. *Asian J. Androl.* **2019**, *21*, 337–344, doi:10.4103/aja.aja\_99\_18.
125. Rajender, S.; Avery, K.; Agarwal, A. Epigenetics, Spermatogenesis and Male Infertility. *Mutat. Res.* **2011**, *727*, 62–71, doi:10.1016/j.mrrev.2011.04.002.
126. Tang, Q.; Pan, F.; Yang, J.; Fu, Z.; Lu, Y.; Wu, X.; Han, X.; Chen, M.; Lu, C.; Xia, Y.; et al. Idiopathic Male Infertility Is Strongly Associated with Aberrant DNA Methylation of Imprinted Loci in Sperm: A Case-Control Study. *Clin. Epigenetics* **2018**, *10*, 134, doi:10.1186/s13148-018-0568-y.
127. Griffeth, R.J.; Bianda, V.; Nef, S. The Emerging Role of Insulin-like Growth Factors in Testis Development and Function. *Basic Clin. Androl.* **2014**, *24*, 12, doi:10.1186/2051-4190-24-12.
128. Söder, O.; Bang, P.; Wahab, A.; Parvinen, M. Insulin-like Growth Factors Selectively Stimulate Spermatogonial, but Not Meiotic, Deoxyribonucleic Acid Synthesis during Rat Spermatogenesis. *Endocrinology* **1992**, *131*, 2344–2350, doi:10.1210/endo.131.5.1425434.
129. Chan, Y.-F.; O, W.-S.; Tang, F. Adrenomedullin in the Rat Testis. I: Its Production, Actions on Testosterone Secretion, Regulation by Human Chorionic Gonadotropin, and Its Interaction with Endothelin 1 in the Leydig Cell. *Biol. Reprod.* **2008**, *78*, 773–779, doi:10.1095/biolreprod.107.060871.
130. Chan, Y.-F.; Tang, F.; O, W.-S. Adrenomedullin in the Rat Testis. II: Its Production, Actions on Inhibin Secretion, Regulation by Follicle-Stimulating Hormone, and Its Interaction with Endothelin 1 in the Sertoli Cell. *Biol. Reprod.* **2008**, *78*, 780–785, doi:10.1095/biolreprod.107.060863.
131. Kelly, M.; Widjaja-Adhi, M.A.K.; Palczewski, G.; von Lintig, J. Transport of Vitamin A across Blood-Tissue Barriers Is Facilitated by STRA6. *FASEB J. Off. Publ. Fed. Am. Soc. Exp. Biol.* **2016**, *30*, 2985–2995, doi:10.1096/fj.201600446R.
132. Chapman, D.L.; Wolgemuth, D.J. Isolation of the Murine Cyclin B2 cDNA and Characterization of the Lineage and Temporal Specificity of Expression of the B1 and B2 Cyclins during Oogenesis, Spermatogenesis and Early Embryogenesis. *Dev. Camb. Engl.* **1993**, *118*, 229–240.
133. Brandeis, M.; Rosewell, I.; Carrington, M.; Crompton, T.; Jacobs, M.A.; Kirk, J.; Gannon, J.; Hunt, T. Cyclin B2-Null Mice Develop Normally and Are Fertile Whereas Cyclin B1-Null Mice Die in Utero. *Proc. Natl. Acad. Sci. U. S. A.* **1998**, *95*, 4344–4349, doi:10.1073/pnas.95.8.4344.
134. Chotiner, J.Y.; Wolgemuth, D.J.; Wang, P.J. Functions of Cyclins and CDKs in Mammalian Gametogenesis. *Biol. Reprod.* **2019**, doi:10.1093/biolre/iox070.
135. Daldello, E.M.; Luong, X.G.; Yang, C.-R.; Kuhn, J.; Conti, M. Cyclin B2 Is Required for Progression through Meiosis in Mouse Oocytes. *Dev. Camb. Engl.* **2019**, *146*, doi:10.1242/dev.172734.
136. Hsia, N.; Cornwall, G.A. Cres2 and Cres3: New Members of the Cystatin-Related Epididymal Spermatogenic Subgroup of Family 2 Cystatins. *Endocrinology* **2003**, *144*, 909–915, doi:10.1210/en.2002-220890.
137. Li, Y.; Putnam-Lawson, C.A.; Knapp-Hoch, H.; Friel, P.J.; Mitchell, D.; Hively, R.; Griswold, M.D. Immunolocalization and Regulation of Cystatin 12 in Mouse Testis and Epididymis. *Biol. Reprod.* **2005**, *73*, 872–880, doi:10.1095/biolreprod.105.040238.
138. Whelly, S.; Muthusubramanian, A.; Powell, J.; Johnson, S.; Hastert, M.C.; Cornwall, G.A. Cystatin-Related Epididymal Spermatogenic Subgroup Members Are Part of an Amyloid Matrix and Associated with Extracellular Vesicles in the Mouse Epididymal Lumen. *Mol. Hum. Reprod.* **2016**, *22*, 729–744, doi:10.1093/molehr/gaw049.
139. Lin, H.; Yuan, K.; Zhou, H.; Bu, T.; Su, H.; Liu, S.; Zhu, Q.; Wang, Y.; Hu, Y.; Shan, Y.; et al. Time-Course Changes of Steroidogenic Gene Expression and Steroidogenesis of Rat Leydig Cells after Acute Immobilization Stress. *Int. J. Mol. Sci.* **2014**, *15*, 21028–21044, doi:10.3390/ijms151121028.
140. Mruk, D.D.; Cheng, C.Y. The Mammalian Blood-Testis Barrier: Its Biology and Regulation. *Endocr. Rev.* **2015**, *36*, 564–591, doi:10.1210/er.2014-1101.
141. Cai, Y.; Liu, T.; Fang, F.; Shen, S.; Xiong, C. Involvement of ICAM-1 in Impaired Spermatogenesis after Busulfan Treatment in Mice. *Andrologia* **2016**, *48*, 37–44, doi:10.1111/and.12414.
142. Xiao, X.; Cheng, C.Y.; Mruk, D.D. Intercellular Adhesion Molecule-1 Is a Regulator of Blood-Testis Barrier Function. *J. Cell Sci.* **2012**, *125*, 5677–5689, doi:10.1242/jcs.107987.
143. Bakshi, R.P.; Galande, S.; Bali, P.; Dighe, R.; Muniyappa, K. Developmental and Hormonal Regulation of Type II DNA Topoisomerase in Rat Testis. *J. Mol. Endocrinol.* **2001**, *26*, 193–206.
144. Chen, J.L.; Guo, S.H.; Gao, F.H. Nuclear Matrix in Developing Rat Spermatogenic Cells. *Mol. Reprod. Dev.* **2001**, *59*, 314–321, doi:10.1002/mrd.1036.

147. Roca, J.; Mezquita, C. DNA Topoisomerase II Activity in Nonreplicating, Transcriptionally Inactive, Chicken Late Spermatids. *EMBO J.* **1989**, *8*, 1855–1860.
148. Bakshi, R.; Galande, S.; Muniyappa, K. Substrate Specificity Plays an Important Role in Uncoupling the Catalytic and Scaffolding Activities of Rat Testis DNA Topoisomerase II $\alpha$ . *J. Biomol. Struct. Dyn.* **2001**, *18*, 749–760, doi:10.1080/07391102.2001.10506704.
149. Sukhacheva, T.V.; Bogush, T.A.; Kolomiets, O.L. Destructive Effect of DNA Topoisomerase II Inhibitor Vepesid on Mouse Spermatogenesis. *Bull. Exp. Biol. Med.* **2003**, *135*, 464–469, doi:10.1023/a:1024919510096.
150. Payne, A.H.; Hales, D.B. Overview of Steroidogenic Enzymes in the Pathway from Cholesterol to Active Steroid Hormones. *Endocr. Rev.* **2004**, *25*, 947–970, doi:10.1210/er.2003-0030.
151. Zirkin, B.R.; Papadopoulos, V. Leydig Cells: Formation, Function, and Regulation.
152. *Biol. Reprod.* **2018**, *99*, 101–111, doi:10.1093/biolre/iox059.
153. Miller, W.L.; Auchus, R.J. The Molecular Biology, Biochemistry, and Physiology of Human Steroidogenesis and Its Disorders. *Endocr. Rev.* **2011**, *32*, 81–151, doi:10.1210/er.2010-0013.
154. Iwamori, T.; Iwamori, N.; Ma, L.; Edson, M.A.; Greenbaum, M.P.; Matzuk, M.M. TEX14 Interacts with CEP55 to Block Cell Abcission. *Mol. Cell. Biol.* **2010**, *30*, 2280–2292, doi:10.1128/MCB.01392-09.
155. Chang, Y.-C.; Chen, Y.-J.; Wu, C.-H.; Wu, Y.-C.; Yen, T.-C.; Ouyang, P. Characterization of Centrosomal Proteins Cep55 and Pericentrin in Intercellular Bridges of Mouse Testes. *J. Cell. Biochem.* **2010**, *109*, 1274–1285, doi:10.1002/jcb.22517.
156. Zhao, W.; Seki, A.; Fang, G. Cep55, a Microtubule-Bundling Protein, Associates with Centrosomal Spindlin to Control the Midbody Integrity and Cell Abcission during Cytokinesis. *Mol. Biol. Cell* **2006**, *17*, 3881–3896, doi:10.1091/mbc.e06-01-0015.
157. Sinha, D.; Kalimutho, M.; Bowles, J.; Chan, A.-L.; Merriner, D.J.; Bain, A.L.; Simmons, J.L.; Freire, R.; Lopez, J.A.; Hobbs, R.M.; et al. Cep55 Overexpression Causes Male-Specific Sterility in Mice by Suppressing Foxo1 Nuclear Retention through Sustained Activation of PI3K/Akt Signaling. *FASEB J. Off. Publ. Fed. Am. Soc. Exp. Biol.* **2018**, *32*, 4984–4999, doi:10.1096/fj.201701096RR.
158. Wright, W.W.; Smith, L.; Kerr, C.; Charron, M. Mice That Express Enzymatically Inactive Cathepsin L Exhibit Abnormal Spermatogenesis. *Biol. Reprod.* **2003**, *68*, 680–687, doi:10.1095/biolreprod.102.006726.
159. Zabludoff, S.D.; Charron, M.; DeCervo, J.N.; Simukova, N.; Wright, W.W. Male Germ Cells Regulate Transcription of the Cathepsin L Gene by Rat Sertoli Cells. *Endocrinology* **2001**, *142*, 2318–2327, doi:10.1210/endo.142.6.8106.
160. Charron, M.; Folmer, J.S.; Wright, W.W. A 3-Kilobase Region Derived from the Rat Cathepsin L Gene Directs in Vivo Expression of a Reporter Gene in Sertoli Cells in a Manner Comparable to That of the Endogenous Gene. *Biol. Reprod.* **2003**, *68*, 1641–1648, doi:10.1095/biolreprod.102.011619.
161. Charron, M.; Chern, J.-Y.; Wright, W.W. The Cathepsin L First Intron Stimulates Gene Expression in Rat Sertoli Cells. *Biol. Reprod.* **2007**, *76*, 813–824, doi:10.1095/biolreprod.106.057851.
162. Visone, T.; Charron, M.; Wright, W.W. Activation and Repression Domains within the Promoter of the Rat Cathepsin L Gene Orchestrate Sertoli Cell-Specific and Stage-Specific Gene Transcription in Transgenic Mice. *Biol. Reprod.* **2009**, *81*, 571–579, doi:10.1095/biolreprod.109.075952.
163. Kim, G.H.; Wright, W.W. A Comparison of the Effects of Testicular Maturation and Aging on the Stage-Specific Expression of CP-2/Cathepsin L Messenger Ribonucleic Acid by Sertoli Cells of the Brown Norway Rat. *Biol. Reprod.* **1997**, *57*, 1467–1477, doi:10.1095/biolreprod.57.6.1467.
164. Sluka, P.; O'Donnell, L.; Stanton, P.G. Stage-Specific Expression of Genes Associated with Rat Spermatogenesis: Characterization by Laser-Capture Microdissection and Real-Time Polymerase Chain Reaction. *Biol. Reprod.* **2002**, *67*, 820–828, doi:10.1095/biolreprod.102.004879.
165. Gye, M.C.; Kim, S.T. Expression of Cathepsin L in Human Testis under Diverse Infertility Conditions. *Arch. Androl.* **2004**, *50*, 187–191, doi:10.1080/01485010490425223.
166. Mathur, P.P.; Grima, J.; Mo, M.Y.; Zhu, L.J.; Aravindan, G.R.; Calcagno, K.; O'Bryan, M.; Chung, S.; Mruk, D.; Lee, W.M.; et al. Differential Expression of Multiple Cathepsin MRNAs in the Rat Testis during Maturation and Following Lonidamine Induced Tissue Restructuring. *Biochem. Mol. Biol. Int.* **1997**, *42*, 217–233, doi:10.1080/15216549700202611.
167. Erickson-Lawrence, M.; Zabludoff, S.D.; Wright, W.W. Cyclic Protein-2, a Secretory Product of Rat Sertoli Cells, Is the Proenzyme Form of Cathepsin L. *Mol. Endocrinol. Baltim. Md* **1991**, *5*, 1789–1798, doi:10.1210/mend-5-12-1789.
168. Mruk, D.; Zhu, L.J.; Silvestrini, B.; Lee, W.M.; Cheng, C.Y. Interactions of Proteases and Protease Inhibitors in Sertoli-Germ Cell Cocultures Preceding the Formation of Specialized Sertoli-Germ Cell Junctions in Vitro. *J. Androl.* **1997**, *18*, 612–622.
169. Fan, H.-Y.; Sun, Q.-Y.; Zou, H. Regulation of Separase in Meiosis: Separase Is Activated at the Metaphase I-II Transition in *Xenopus* Oocytes during Meiosis. *Cell Cycle Georget. Tex* **2006**, *5*, 198–204, doi:10.4161/cc.5.2.2321.

170. Kudo, N.R.; Anger, M.; Peters, A.H.F.M.; Stemmann, O.; Theussl, H.-C.; Helmhart, W.; Kudo, H.; Heyting, C.; Nasmyth, K. Role of Cleavage by Separase of the Rec8 Kleisin Subunit of Cohesin during Mammalian Meiosis I. *J. Cell Sci.* **2009**, *122*, 2686–2698, doi:10.1242/jcs.035287.
171. Stemmann, O.; Zou, H.; Gerber, S.A.; Gygi, S.P.; Kirschner, M.W. Dual Inhibition of Sister Chromatid Separation at Metaphase. *Cell* **2001**, *107*, 715–726, doi:10.1016/s0092-8674(01)00603-1.
172. Sun, Y.; Kucej, M.; Fan, H.-Y.; Yu, H.; Sun, Q.-Y.; Zou, H. Separase Is Recruited to Mitotic Chromosomes to Dissolve Sister Chromatid Cohesion in a DNA-Dependent Manner. *Cell* **2009**, *137*, 123–132, doi:10.1016/j.cell.2009.01.040.
173. Kucej, M.; Zou, H. DNA-Dependent Cohesin Cleavage by Separase. *Nucl. Acids Res.* **2010**, *38*, 1001–1010, doi:10.1093/nar/38.6.1001.
174. **2010**, *1*, 4–7, doi:10.4161/nucl.1.1.10010.
175. Touati, S.A.; Cladière, D.; Lister, L.M.; Leontiou, I.; Chambon, J.-P.; Rattani, A.; Böttger, F.; Stemmann, O.; Nasmyth, K.; Herbert, M.; et al. Cyclin A2 Is Required for Sister Chromatid Segregation, but Not Separase Control, in Mouse Oocyte Meiosis. *Cell Rep.* **2012**, *2*, 1077–1087, doi:10.1016/j.celrep.2012.10.002.
176. Katis, V.L.; Lipp, J.J.; Imre, R.; Bogdanova, A.; Okaz, E.; Habermann, B.; Mechtler, K.; Nasmyth, K.; Zachariae, W. Rec8 Phosphorylation by Casein Kinase 1 and Cdc7-Dbp4 Kinase Regulates Cohesin Cleavage by Separase during Meiosis. *Dev. Cell* **2010**, *18*, 397–409, doi:10.1016/j.devcel.2010.01.014.
177. Tategu, M.; Nakagawa, H.; Sasaki, K.; Yamauchi, R.; Sekimachi, S.; Suita, Y.; Watanabe, N.; Yoshida, K. Transcriptional Regulation of Human Polo-like Kinases and Early Mitotic Inhibitor. *J. Genet. Genomics Yi Chuan Xue Bao* **2008**, *35*, 215–224, doi:10.1016/S1673-8527(08)60030-2.
178. Guardavaccaro, D.; Kudo, Y.; Boulaire, J.; Barchi, M.; Busino, L.; Donzelli, M.; Margottin-Goguet, F.; Jackson, P.K.; Yamasaki, L.; Pagano, M. Control of Meiotic and Mitotic Progression by the F Box Protein Beta-Trcp1 in Vivo. *Dev. Cell* **2003**, *4*, 799–812, doi:10.1016/s1534-5807(03)00154-0.
179. Margottin-Goguet, F.; Hsu, J.Y.; Loktev, A.; Hsieh, H.M.; Reimann, J.D.R.; Jackson, P.K. Prophase Destruction of Emi1 by the SCF(BetaTrCP/Slimb) Ubiquitin Ligase Activates the Anaphase Promoting Complex to Allow Progression beyond Prometaphase. *Dev. Cell* **2003**, *4*, 813–826, doi:10.1016/s1534-5807(03)00153-9.
181. Moshe, Y.; Bar-On, O.; Ganioth, D.; Hershko, A. Regulation of the Action of Early Mitotic Inhibitor 1 on the Anaphase-Promoting Complex/Cyclosome by Cyclin-Dependent Kinases. *J. Biol. Chem.* **2011**, *286*, 16647–16657, doi:10.1074/jbc.M111.223339.
182. Zhi, E.; Li, P.; Chen, H.; Xu, P.; Zhu, X.; Zhu, Z.; He, Z.; Li, Z. Decreased Expression of KIFC1 in Human Testes with Globozoospermic Defects. *Genes* **2016**, *7*, E75, doi:10.3390/genes7100075.
183. Yang, W.-X.; Sperry, A.O. C-Terminal Kinesin Motor KIFC1 Participates in Acrosome Biogenesis and Vesicle Transport. *Biol. Reprod.* **2003**, *69*, 1719–1729, doi:10.1095/biolreprod.102.014878.
184. Ma, D.-D.; Wang, D.-H.; Yang, W.-X. Kinesins in Spermatogenesis. *Biol. Reprod.* **2017**, *96*, 267–276, doi:10.1095/biolreprod.116.144113.
186. Janke, C.; Ortiz, J.; Lechner, J.; Shevchenko, A.; Shevchenko, A.; Magiera, M.M.; Schramm, C.; Schiebel, E. The Budding Yeast Proteins Spc24p and Spc25p Interact with Ndc80p and Nuf2p at the Kinetochores and Are Important for Kinetochores Clustering and Checkpoint Control. *EMBO J.* **2001**, *20*, 777–791, doi:10.1093/emboj/20.4.777.
187. McClelland, M.L.; Kallio, M.J.; Barrett-Wilt, G.A.; Kestner, C.A.; Shabanowitz, J.; Hunt, D.F.; Gorbsky, G.J.; Stukenberg, P.T. The Vertebrate Ndc80 Complex Contains Spc24 and Spc25 Homologs, Which Are Required to Establish and Maintain Kinetochores-Microtubule Attachment. *Curr. Biol. CB* **2004**, *14*, 131–137, doi:10.1016/j.cub.2003.12.058.
188. Danyu, L.; Ying, L.; Zhenwu, B.; Heming, Y.; Xuejun, L. Aquaporin 1 Expression in the Testis, Epididymis and Vas Deferens of Postnatal ICR Mice. *Cell Biol. Int.* **2008**, *32*, 532–541, doi:10.1016/j.cellbi.2008.01.002.
189. Domeniconi, R.F.; Orsi, A.M.; Justulin, L.A.; Leme Beu, C.C.; Felisbino, S.L. Immunolocalization of Aquaporins 1, 2 and 7 in Rete Testis, Efferent Ducts, Epididymis and Vas Deferens of Adult Dog. *Cell Tissue Res.* **2008**, *332*, 329–335, doi:10.1007/s00441-008-0592-x.
190. Badran, H.H.; Hermo, L.S. Expression and Regulation of Aquaporins 1, 8, and 9 in the Testis, Efferent Ducts, and Epididymis of Adult Rats and during Postnatal Development. *J. Androl.* **2002**, *23*, 358–373.
191. Barbonetti, A.; Vassallo, M.R.C.; Antonangelo, C.; Nuccetelli, V.; D'Angeli, A.; Pelliccione, F.; Giorgi, M.; Francavilla, F.; Francavilla, S. RANTES and Human Sperm Fertilizing Ability: Effect on Acrosome Reaction and Sperm/Oocyte Fusion. *Mol. Hum. Reprod.* **2008**, *14*, 387–391, doi:10.1093/molehr/gan031.
192. Rebourcet, D.; Odet, F.; Vérot, A.; Combe, E.; Meugnier, E.; Pesenti, S.; Leduque, P.; Déchaud, H.; Magre, S.; Le Magueresse-Battistoni, B. The Effects of an In Utero Exposure to 2,3,7,8-Tetrachloro-Dibenzo-p-Dioxin on Male Reproductive Function: Identification of Ccl5 as a Potential Marker. *Int. J. Androl.* **2010**, *33*, 413–424, doi:10.1111/j.1365-2605.2009.01020.x.
193. Schall, T.J. Biology of the RANTES/SIS Cytokine Family. *Cytokine* **1991**, *3*, 165–183, doi:10.1016/1043-4666(91)90013-4.

194. Klein, B.; Haggene, T.; Fietz, D.; Indumathy, S.; Loveland, K.L.; Hedger, M.; Kliesch, S.; Weidner, W.; Bergmann, M.; Schuppe, H.-C. Specific Immune Cell and Cytokine Characteristics of Human Testicular Germ Cell Neoplasia. *Hum. Reprod. Oxf. Engl.* **2016**, *31*, 2192–2202, doi:10.1093/humrep/dew211.
195. Müllenbach, E.; Walter, L.; Dressel, R. A Novel Discoidin Domain Receptor 1 (Ddr1) Transcript Is Expressed in Postmeiotic Germ Cells of the Rat Testis Depending on the Major Histocompatibility Complex Haplotype. *Gene* **2006**, *372*, 53–61, doi:10.1016/j.gene.2005.12.004.
196. Ramaswamy, S.; Weinbauer, G.F. Endocrine Control of Spermatogenesis: Role of FSH and LH/ Testosterone. *Spermatogenesis* **2014**, *4*, e996025, 1–14, doi:10.1080/21565562.2014.996025.
197. Chieffi, P.; Troncone, G.; Caleo, A.; Libertini, S.; Linardopoulos, S.; Tramontano, D.; Portella, G. Aurora B Expression in Normal Testis and Seminomas. *J. Endocrinol.* **2004**, *181*, 263–270, doi:10.1677/joe.0.1810263.
198. Tang, C.-J.C.; Lin, C.-Y.; Tang, T.K. Dynamic Localization and Functional Implications of Aurora-C Kinase during Male Mouse Meiosis. *Dev. Biol.* **2006**, *290*, 398–410, doi:10.1016/j.ydbio.2005.11.036.
199. Kimmins, S.; Crosio, C.; Kotaja, N.; Hirayama, J.; Monaco, L.; Höög, C.; van Duin, M.; Gossen, J.A.; Sassone-Corsi, P. Differential Functions of the Aurora-B and Aurora-C Kinases in Mammalian Spermatogenesis. *Mol. Endocrinol.* **2007**, *21*, 726–739, doi:10.1210/me.2006-0332.
200. Shuda, K.; Schindler, K.; Ma, J.; Schultz, R.M.; Donovan, P.J. Aurora Kinase B Modulates Chromosome Alignment in Mouse Oocytes. *Mol. Reprod. Dev.* **2009**, *76*, 1094–1105, doi:10.1002/mrd.21075.
201. Mallampalli, R.K.; Glasser, J.R.; Coon, T.A.; Chen, B.B. Calmodulin Protects AuroraB on the Midbody to Regulate the Fidelity of Cytokinesis. *Cell Cycle Georget. Tex* **2013**, *12*, 663–673, doi:10.4161/cc.23586.
202. Ditchfield, C.; Johnson, V.L.; Tighe, A.; Ellston, R.; Haworth, C.; Johnson, T.; Mortlock, A.; Keen, N.; Taylor, S.S. Aurora B Couples Chromosome Alignment with Anaphase by Targeting BubR1, Mad2, and Cenp-E to Kinetochores. *J. Cell Biol.* **2003**, *161*, 267–280, doi:10.1083/jcb.200208091.
203. Maia, A.F.; Feijão, T.; Vromans, M.J.M.; Sunkel, C.E.; Lens, S.M.A. Aurora B Kinase Cooperates with CENP-E to Promote Timely Anaphase Onset. *Chromosoma* **2010**, *119*, 405–413, doi:10.1007/s00412-010-0265-x.
204. Hori, T.; Haraguchi, T.; Hiraoka, Y.; Kimura, H.; Fukagawa, T. Dynamic Behavior of Nuf2-Hec1 Complex That Localizes to the Centrosome and Centromere and Is Essential for Mitotic Progression in Vertebrate Cells. *J. Cell Sci.* **2003**, *116*, 3347, doi:10.1242/jcs.00645.
205. Asakawa, H.; Hayashi, A.; Haraguchi, T.; Hiraoka, Y. Dissociation of the Nuf2-Ndc80 Complex Releases Centromeres from the Spindle-Pole Body during Meiotic Prophase in Fission Yeast. *Mol. Biol. Cell* **2005**, *16*, 2325–2338, doi:10.1091/mbc.e04-11-0996.
206. Zhang, T.; Zhou, Y.; Qi, S.-T.; Wang, Z.-B.; Qian, W.-P.; Ouyang, Y.-C.; Shen, W.; Schatten, H.; Sun, Q.-Y. Nuf2 Is Required for Chromosome Segregation during Mouse Oocyte Meiotic Maturation. *Cell Cycle Georget. Tex* **2015**, *14*, 2701–2710, doi:10.1080/15384101.2015.1058677.
207. Godet, M.; Thomas, A.; Rudkin, B.B.; Durand, P. Developmental Changes in Cyclin B1 and Cyclin-Dependent Kinase 1 (CDK1) Levels in the Different Populations of Spermatogenic Cells of the Post-Natal Rat Testis. *Eur. J. Cell Biol.* **2000**, *79*, 816–823, doi:10.1078/0171-9335-00107.
208. Chapman, D.L.; Wolgemuth, D.J. Regulation of M-Phase Promoting Factor Activity during Development of Mouse Male Germ Cells. *Dev. Biol.* **1994**, *165*, 500–506, doi:10.1006/dbio.1994.1270.
209. Gromoll, J.; Wessels, J.; Rosiepen, G.; Brinkworth, M.H.; Weinbauer, G.F. Expression of Mitotic Cyclin B1 Is Not Confined to Proliferating Cells in the Rat Testis. *Biol. Reprod.* **1997**, *57*, 1312–1319, doi:10.1095/biolreprod.57.6.1312.
210. Lau, Y.-F.C.; Li, Y.; Kido, T. Role of the Y-Located Putative Gonadoblastoma Gene in Human Spermatogenesis. *Syst. Biol. Reprod. Med.* **2011**, *57*, 27–34, doi:10.3109/19396368.2010.499157.
211. Tang, J.-X.; Li, J.; Cheng, J.-M.; Hu, B.; Sun, T.-C.; Li, X.-Y.; Batool, A.; Wang, Z.-P.; Wang, X.-X.; Deng, S.-L.; et al. Requirement for CCNB1 in Mouse Spermatogenesis. *Cell Death Dis.* **2017**, *8*, e3142, doi:10.1038/cddis.2017.555.
212. Papadopoulos, V.; Miller, W.L. Role of Mitochondria in Steroidogenesis. *Best Pract. Res. Clin. Endocrinol. Metab.* **2012**, *26*, 771–790, doi:10.1016/j.beem.2012.05.002.
213. Tanaka, K.; Parvinen, M.; Nigg, E.A. The in Vivo Expression Pattern of Mouse Nek2, a NIMA-Related Kinase, Indicates a Role in Both Mitosis and Meiosis. *Exp. Cell Res.* **1997**, *237*, 264–274, doi:10.1006/excr.1997.3788.
214. Rhee, K.; Wolgemuth, D.J. Tcp10 Promoter-Directed Expression of the Nek2 Gene in Mouse Meiotic Spermatocytes. *Mol. Cells* **2002**, *13*, 85–90.
215. Di Agostino, S.; Fedele, M.; Chieffi, P.; Fusco, A.; Rossi, P.; Geremia, R.; Sette, C. Phosphorylation of High-Mobility Group Protein A2 by Nek2 Kinase during the First Meiotic Division in Mouse Spermatocytes. *Mol. Biol. Cell* **2004**, *15*, 1224–1232, doi:10.1091/mbc.e03-09-0638.
216. Wei, R.; Ngo, B.; Wu, G.; Lee, W.-H. Phosphorylation of the Ndc80 Complex Protein, HEC1, by Nek2 Kinase Modulates Chromosome Alignment and Signaling of the Spindle Assembly Checkpoint. *Mol. Biol. Cell* **2011**, *22*, 3584–3594, doi:10.1091/mbc.E11-01-0012.

217. Welch, J.E.; O'Rand, M.G. Characterization of a Sperm-Specific Nuclear Autoantigenic Protein. II. Expression and Localization in the Testis. *Biol. Reprod.* **1990**, *43*, 569–578, doi:10.1095/biolreprod43.4.569.
218. O'Rand, M.G.; Richardson, R.T.; Zimmerman, L.J.; Widgren, E.E. Sequence and Localization of Human NASP: Conservation of a Xenopus Histone-Binding Protein. *Dev. Biol.* **1992**, *154*, 37–44, doi:10.1016/0012-1606(92)90045-i.
219. Richardson, R.T.; Batova, I.N.; Widgren, E.E.; Zheng, L.X.; Whitfield, M.; Marzluff, W.F.; O'Rand, M.G. Characterization of the Histone H1-Binding Protein, NASP, as a Cell Cycle-Regulated Somatic Protein. *J. Biol. Chem.* **2000**, *275*, 30378–30386, doi:10.1074/jbc.M003781200.
220. Heindel, J.J.; Steinberger, A.; Strada, S.J. Identification and Characterization of a Beta1-Adrenergic Receptor in the Rat Sertoli Cell. *Mol. Cell. Endocrinol.* **1981**, *22*, 349–358, doi:10.1016/0303-7207(81)90043-5.
221. Hellgren, I.; Sylvén, C.; Magnusson, Y. Study of the Beta1 Adrenergic Receptor Expression in Human Tissues: Immunological Approach. *Biol. Pharm. Bull.* **2000**, *23*, 700–703, doi:10.1248/bpb.23.700.
222. Gao, Y.; Qin, L.; Yang, Y.; Dong, X.; Zhao, Z.; Zhang, G.; Zhao, Z. PDPN Gene Promotes the Proliferation of Immature Bovine Sertoli Cells in Vitro. *Anim. Reprod. Sci.* **2017**, *179*, 35–43, doi:10.1016/j.anireprosci.2017.01.014.
223. Sun, F.; Xu, Q.; Zhao, D.; Degui Chen, C. Id4 Marks Spermatogonial Stem Cells in the Mouse Testis. *Sci. Rep.* **2015**, *5*, 17594, doi:10.1038/srep17594.
224. Oatley, M.J.; Kaucher, A.V.; Racicot, K.E.; Oatley, J.M. Inhibitor of DNA Binding 4 Is Expressed Selectively by Single Spermatogonia in the Male Germline and Regulates the Self-Renewal of Spermatogonial Stem Cells in Mice. *Biol. Reprod.* **2011**, *85*, 347–356, doi:10.1095/biolreprod.111.091330.
225. Helsel, A.R.; Yang, Q.-E.; Oatley, M.J.; Lord, T.; Sablitzky, F.; Oatley, J.M. ID4 Levels Dictate the Stem Cell State in Mouse Spermatogonia. *Dev. Camb. Engl.* **2017**, *144*, 624–634, doi:10.1242/dev.146928.
226. Zhang, H.; Zhang, X.; Ji, S.; Hao, C.; Mu, Y.; Sun, J.; Hao, J. Sohlh2 Inhibits Ovarian Cancer Cell Proliferation by Upregulation of P21 and Downregulation of Cyclin D1. *Carcinogenesis* **2014**, *35*, 1863–1871, doi:10.1093/carcin/bgu113.
227. Park, M.; Lee, Y.; Jang, H.; Lee, O.-H.; Park, S.-W.; Kim, J.-H.; Hong, K.; Song, H.; Park, S.-P.; Park, Y.-Y.; et al. SOHLH2 Is Essential for Synaptonemal Complex Formation during Spermatogenesis in Early Postnatal Mouse Testes. *Sci. Rep.* **2016**, *6*, 20980–20980, doi:10.1038/srep20980.
228. Hao, J.; Yamamoto, M.; Richardson, T.E.; Chapman, K.M.; Denard, B.S.; Hammer, R.E.; Zhao, G.Q.; Hamra, F.K. Sohlh2 Knockout Mice Are Male-Sterile Because of Degeneration of Differentiating Type A Spermatogonia. *Stem Cells Dayt. Ohio* **2008**, *26*, 1587–1597, doi:10.1634/stemcells.2007-0502.
229. Zhang, X.; Liu, R.; Su, Z.; Zhang, Y.; Zhang, W.; Liu, X.; Wang, F.; Guo, Y.; Li, C.; Hao, J. Immunohistochemical Study of Expression of Sohlh1 and Sohlh2 in Normal Adult Human Tissues. *PloS One* **2015**, *10*, e0137431, doi:10.1371/journal.pone.0137431.
230. Barrios, F.; Filipponi, D.; Campolo, F.; Gori, M.; Bramucci, F.; Pellegrini, M.; Ottolenghi, S.; Rossi, P.; Jannini, E.A.; Dolci, S. SOHLH1 and SOHLH2 Control Kit Expression during Postnatal Male Germ Cell Development. *J. Cell Sci.* **2012**, *125*, 1455–1464, doi:10.1242/jcs.092593.
231. Desimio, M.G.; Campolo, F.; Dolci, S.; De Felici, M.; Farini, D. SOHLH1 and SOHLH2 Directly Down-Regulate STIMULATED BY RETINOIC ACID 8 (STRA8) Expression. *Cell Cycle Georget. Tex* **2015**, *14*, 1036–1045, doi:10.1080/15384101.2015.1007721.
232. O'Bryan, M.K.; Mallidis, C.; Murphy, B.F.; Baker, H.W. Immunohistological Localization of Clusterin in the Male Genital Tract in Humans and Marmosets. *Biol. Reprod.* **1994**, *50*, 502–509, doi:10.1095/biolreprod50.3.502.
233. Ahuja, H.S.; Tenniswood, M.; Zakeri, Z.F. Differential Expression of Clusterin in the Testis and Epididymis of Postnatal and Germ Cell Deficient Mice. *J. Androl.* **1996**, *17*, 491–501.
234. Han, Z.; Wang, Z.; Cheng, G.; Liu, B.; Li, P.; Li, J.; Wang, W.; Yin, C.; Zhang, W. Presence, Localization, and Origin of Clusterin in Normal Human Spermatozoa. *J. Assist. Reprod. Genet.* **2012**, *29*, 751–757, doi:10.1007/s10815-012-9779-x.
235. Matsushita, K.; Miyake, H.; Chiba, K.; Fujisawa, M. Clusterin Produced by Sertoli Cells Inhibits Heat Stress-Induced Apoptosis in the Rat Testis. *Andrologia* **2016**, *48*, 11–19, doi:10.1111/and.12404.
236. Saewu, A.; Kadunganattil, S.; Raghupathy, R.; Kongmanas, K.; Diaz-Astudillo, P.; Hermo, L.; Tanphaichitr, N. Clusterin in the Mouse Epididymis: Possible Roles in Sperm Maturation and Capacitation. *Reprod. Camb. Engl.* **2017**, *154*, 867–880, doi:10.1530/REP-17-0518.
237. Zindy, F.; den Besten, W.; Chen, B.; Reh, J.E.; Latres, E.; Barbacid, M.; Pollard, J.W.; Sherr, C.J.; Cohen, P.E.; Roussel, M.F. Control of Spermatogenesis in Mice by the Cyclin D-Dependent Kinase Inhibitors P18(Ink4c) and P19(Ink4d). *Mol. Cell. Biol.* **2001**, *21*, 3244–3255, doi:10.1128/MCB.21.9.3244-3255.2001.
238. Buchold, G.M.; Magyar, P.L.; Arumugam, R.; Lee, M.M.; O'Brien, D.A. P19Ink4d and P18Ink4c Cyclin-Dependent Kinase Inhibitors in the Male Reproductive Axis. *Mol. Reprod. Dev.* **2007**, *74*, 997–1007, doi:10.1002/mrd.20716.

239. Zalzal, H.; Rabeh, W.; Najjar, O.; Abi Ammar, R.; Harajly, M.; Saab, R. Interplay between P53 and Ink4c in Spermatogenesis and Fertility. *Cell Cycle Georget. Tex* **2018**, *17*, 643–651, doi:10.1080/15384101.2017.1421874.
240. Longin, J.; Guillaumot, P.; Chauvin, M.A.; Morera, A.M.; Le Magueresse-Battistoni,
241. B. MT1-MMP in Rat Testicular Development and the Control of Sertoli Cell ProMMP-2 Activation. *J. Cell Sci.* **2001**, *114*, 2125–2134.
242. Siu, M.K.Y.; Cheng, C.Y. Interactions of Proteases, Protease Inhibitors, and the Beta1Integrin/Laminin Gamma3 Protein Complex in the Regulation of Ectoplasmic Specialization Dynamics in the Rat Testis. *Biol. Reprod.* **2004**, *70*, 945–964, doi:10.1095/biolreprod.103.023606.
243. Yao, P.-L.; Lin, Y.-C.; Richburg, J.H. TNF Alpha-Mediated Disruption of Spermatogenesis in Response to Sertoli Cell Injury in Rodents Is Partially Regulated by MMP2. *Biol. Reprod.* **2009**, *80*, 581–589, doi:10.1095/biolreprod.108.073122.
244. Chen, H.; Fok, K.L.; Yu, S.; Jiang, J.; Chen, Z.; Gui, Y.; Cai, Z.; Chan, H.C. CD147 Is Required for Matrix Metalloproteinases-2 Production and Germ Cell Migration during Spermatogenesis. *Mol. Hum. Reprod.* **2011**, *17*, 405–414, doi:10.1093/molehr/gar013.
245. Ferrer, M.; Rodriguez, H.; Zara, L.; Yu, Y.; Xu, W.; Oko, R. MMP2 and Acrosin Are Major Proteinases Associated with the Inner Acrosomal Membrane and May Cooperate in Sperm Penetration of the Zona Pellucida during Fertilization. *Cell Tissue Res.* **2012**, *349*, 881–895, doi:10.1007/s00441-012-1429-1.
246. Warinrak, C.; Wu, J.-T.; Hsu, W.-L.; Liao, J.-W.; Chang, S.-C.; Cheng, F.-P. Expression of Matrix Metalloproteinases (MMP-2, MMP-9) and Their Inhibitors (TIMP-1, TIMP-2) in Canine Testis, Epididymis and Semen. *Reprod. Domest. Anim. Zuchtig.* **2015**, *50*, 48–57, doi:10.1111/rda.12448.
247. Liu, S.-S.; Maguire, E.M.; Bai, Y.-S.; Huang, L.; Liu, Y.; Xu, L.; Fauzi, I.; Zhang, S.-Q.; Xiao, Q.; Ma, N.-F. A Novel Regulatory Axis, CHD1L-MicroRNA 486-Matrix Metalloproteinase 2, Controls Spermatogonial Stem Cell Properties. *Mol. Cell. Biol.* **2019**, *39*, e00357-18, doi:10.1128/MCB.00357-18.
248. Barone, R.; Pitruzzella, A.; Marino Gammazza, A.; Rappa, F.; Salerno, M.; Barone, F.; Sangiorgi, C.; D'Amico, D.; Locorotondo, N.; Di Gaudio, F.; et al. Nandrolone Decanoate Interferes with Testosterone Biosynthesis Altering Blood-Testis Barrier Components. *J. Cell. Mol. Med.* **2017**, *21*, 1636–1647, doi:10.1111/jcmm.13092.
249. Siu, M.K.Y.; Cheng, C.Y. Interactions of Proteases, Protease Inhibitors, and the Beta1Integrin/Laminin Gamma3 Protein Complex in the Regulation of Ectoplasmic Specialization Dynamics in the Rat Testis. *Biol. Reprod.* **2004**, *70*, 945–964, doi:10.1095/biolreprod.103.023606.
250. Beumer, T.L.; Roepers-Gajadien, H.L.; Gademan, I.S.; Kal, H.B.; de Rooij, D.G. Involvement of the D-Type Cyclins in Germ Cell Proliferation and Differentiation in the Mouse. *Biol. Reprod.* **2000**, *63*, 1893–1898, doi:10.1095/biolreprod63.6.1893.
251. Lucas, T.F.G.; Lazari, M.F.M.; Porto, C.S. Differential Role of the Estrogen Receptors ESR1 and ESR2 on the Regulation of Proteins Involved with Proliferation and Differentiation of Sertoli Cells from 15-Day-Old Rats. *Mol. Cell. Endocrinol.* **2014**, *382*, 84–96, doi:10.1016/j.mce.2013.09.015.
252. Lucas, T.F.G.; Lazari, M.F.M.; Porto, C.S. Differential Role of the Estrogen Receptors ESR1 and ESR2 on the Regulation of Proteins Involved with Proliferation and Differentiation of Sertoli Cells from 15-Day-Old Rats. *Mol. Cell. Endocrinol.* **2014**, *382*, 84–96, doi:10.1016/j.mce.2013.09.015.
253. Rindone, G.M.; Gorga, A.; Regueira, M.; Pellizzari, E.H.; Cigorraga, S.B.; Galardo, M.N.; Meroni, S.B.; Riera, M.F. Metformin Counteracts the Effects of FSH on Rat Sertoli Cell Proliferation. *Reprod. Camb. Engl.* **2018**, *156*, 93–101, doi:10.1530/REP-18-0233.
254. Beumer, T.L.; Roepers-Gajadien, H.L.; Gademan, I.S.; Kal, H.B.; de Rooij, D.G. Involvement of the D-Type Cyclins in Germ Cell Proliferation and Differentiation in the Mouse. *Biol. Reprod.* **2000**, *63*, 1893–1898, doi:10.1095/biolreprod63.6.1893.
255. Carthon, B.C.; Neumann, C.A.; Das, M.; Pawlyk, B.; Li, T.; Geng, Y.; Sicinski, P. Genetic Replacement of Cyclin D1 Function in Mouse Development by Cyclin D2. *Mol. Cell. Biol.* **2005**, *25*, 1081–1088, doi:10.1128/MCB.25.3.1081-1088.2005.
256. He, Z.; Jiang, J.; Kokkinaki, M.; Tang, L.; Zeng, W.; Gallicano, I.; Dobrinski, I.; Dym,
257. M. MiRNA-20 and Mirna-106a Regulate Spermatogonial Stem Cell Renewal at the Post-Transcriptional Level via Targeting STAT3 and Ccnd1. *Stem Cells Dayt. Ohio* **2013**, *31*, 2205–2217, doi:10.1002/stem.1474.
258. Feki, A.; Jefford, C.E.; Jefford, C.-E.; Durand, P.; Harb, J.; Lucas, H.; Krause, K.-H.; Irminger-Finger, I. BARD1 Expression during Spermatogenesis Is Associated with Apoptosis and Hormonally Regulated. *Biol. Reprod.* **2004**, *71*, 1614–1624, doi:10.1095/biolreprod.104.029678.
259. Zhao, W.; Steinfeld, J.B.; Liang, F.; Chen, X.; Maranon, D.G.; Jian Ma, C.; Kwon, Y.; Rao, T.; Wang, W.; Sheng, C.; et al. BRCA1-BARD1 Promotes RAD51-Mediated Homologous DNA Pairing. *Nature* **2017**, *550*, 360–365, doi:10.1038/nature24060.
260. Wang, Y.-P.; Qi, S.-T.; Wei, Y.; Ge, Z.-J.; Chen, L.; Hou, Y.; Ouyang, Y.-C.; Schatten, H.; Zhao, J.-G.; Sun, Q.-Y. Knockdown of UCHL5IP Causes Abnormalities in  $\gamma$ -Tubulin Localisation, Spindle Organisation and

- Chromosome Alignment in Mouse Oocyte Meiotic Maturation. *Reprod. Fertil. Dev.* **2013**, *25*, 495–502, doi:10.1071/RD12300.
261. Pandey, A.; Yadav, S.K.; Vishvkarma, R.; Singh, B.; Maikhuri, J.P.; Rajender, S.; Gupta, G. The Dynamics of Gene Expression during and Post Meiosis Sets the Sperm Agenda. *Mol. Reprod. Dev.* **2019**, doi:10.1002/mrd.23278.
  262. Li, L.; Sha, Y.-W.; Su, Z.-Y.; Mei, L.-B.; Ji, Z.-Y.; Zhang, Q.; Lin, S.-B.; Wang, X.; Qiu, P.-P.; Li, P.; et al. A Novel Mutation in HAUS7 Results in Severe Oligozoospermia in Two Brothers. *Gene* **2018**, *639*, 106–110, doi:10.1016/j.gene.2017.10.014.
  263. Ye, X.; Skinner, M.K.; Kennedy, G.; Chun, J. Age-Dependent Loss of Sperm Production in Mice via Impaired Lysophosphatidic Acid Signaling. *Biol. Reprod.* **2008**, *79*, 328–336, doi:10.1095/biolreprod.108.068783.
  264. Ye, X. Lysophospholipid Signaling in the Function and Pathology of the Reproductive System. *Hum. Reprod. Update* **2008**, *14*, 519–536, doi:10.1093/humupd/dmn023.
  265. Schleicher, R.L.; Zheng, M.; Zhang, M. Immunocytochemical Localization and Endogenous Synthesis of Apolipoprotein E in Testicular Leydig Cells. *Biol. Reprod.* **1993**, *48*, 313–324, doi:10.1095/biolreprod.48.2.313.
  266. Olson, L.M.; Zhou, X.; Schreiber, J.R. Immunolocalization of Apolipoprotein E in the Testis and Epididymis of the Rat. *Biol. Reprod.* **1994**, *50*, 535–542, doi:10.1095/biolreprod.50.3.535.
  267. Olson, L.M.; Zhou, X.; Schreiber, J.R. Cell-Specific Localization of Apolipoprotein E Messenger Ribonucleic Acid in the Testis and Epididymis of the Rat. *Biol. Reprod.* **1995**, *52*, 1003–1011, doi:10.1095/biolreprod.52.5.1003.
  268. Law, G.L.; McGuinness, M.P.; Linder, C.C.; Griswold, M.D. Expression of Apolipoprotein E mRNA in the Epithelium and Interstitium of the Testis and the Epididymis. *J. Androl.* **1997**, *18*, 32–42.
  269. Fofana, M.; Maboundou, J.C.; Bocquet, J.; Le Goff, D. Transfer of Cholesterol between High Density Lipoproteins and Cultured Rat Sertoli Cells. *Biochem. Cell Biol. Biochim. Biol. Cell.* **1996**, *74*, 681–686, doi:10.1139/o96-074.
  270. Kanimozhi, V.; Palanivel, K.; Akbarsha, M.A.; Kadalmani, B. Molecular Mechanisms of Tributyltin-Induced Alterations in Cholesterol Homeostasis and Steroidogenesis in Hamster Testis: In Vivo and in Vitro Studies. *J. Cell. Biochem.* **2018**, *119*, 4021–4037, doi:10.1002/jcb.26564.
  271. Anderson, E.L.; Baltus, A.E.; Roepers-Gajadien, H.L.; Hassold, T.J.; de Rooij, D.G.; van Pelt, A.M.M.; Page, D.C. Stra8 and Its Inducer, Retinoic Acid, Regulate Meiotic Initiation in Both Spermatogenesis and Oogenesis in Mice. *Proc. Natl. Acad. Sci. U. S. A.* **2008**, *105*, 14976–14980, doi:10.1073/pnas.0807297105.
  272. Lu, N.; Sargent, K.M.; Clopton, D.T.; Pohlmeier, W.E.; Brauer, V.M.; McFee, R.M.; Weber, J.S.; Ferrara, N.; Silversides, D.W.; Cupp, A.S. Loss of Vascular Endothelial Growth Factor A (VEGFA) Isoforms in the Testes of Male Mice Causes Subfertility, Reduces Sperm Numbers, and Alters Expression of Genes That Regulate Undifferentiated Spermatogonia. *Endocrinology* **2013**, *154*, 4790–4802, doi:10.1210/en.2013-1363.
  273. Bott, R.C.; McFee, R.M.; Clopton, D.T.; Toombs, C.; Cupp, A.S. Vascular Endothelial Growth Factor and Kinase Domain Region Receptor Are Involved in Both Seminiferous Cord Formation and Vascular Development during Testis Morphogenesis in the Rat. *Biol. Reprod.* **2006**, *75*, 56–67, doi:10.1095/biolreprod.105.047225.
  274. Caires, K.C.; de Avila, J.M.; Cupp, A.S.; McLean, D.J. VEGFA Family Isoforms Regulate Spermatogonial Stem Cell Homeostasis in Vivo. *Endocrinology* **2012**, *153*, 887–900, doi:10.1210/en.2011-1323.
  275. Caires, K.C.; de Avila, J.; McLean, D.J. Vascular Endothelial Growth Factor Regulates Germ Cell Survival during Establishment of Spermatogenesis in the Bovine Testis. *Reprod. Camb. Engl.* **2009**, *138*, 667–677, doi:10.1530/REP-09-0020.
  276. Baltes-Breitwisch, M.M.; Artac, R.A.; Bott, R.C.; McFee, R.M.; Kerl, J.G.; Clopton, D.T.; Cupp, A.S. Neutralization of Vascular Endothelial Growth Factor Antiangiogenic Isoforms or Administration of Proangiogenic Isoforms Stimulates Vascular Development in the Rat Testis. *Reprod. Camb. Engl.* **2010**, *140*, 319–329, doi:10.1530/REP-09-0456.
  277. Oresti, G.M.; García-López, J.; Avelaño, M.I.; Del Mazo, J. Cell-Type-Specific Regulation of Genes Involved in Testicular Lipid Metabolism: Fatty Acid-Binding Proteins, Diacylglycerol Acyltransferases, and Perilipin 2. *Reprod. Camb. Engl.* **2013**, *146*, 471–480, doi:10.1530/REP-13-0199.
  278. Oresti, G.M.; García-López, J.; Avelaño, M.I.; Del Mazo, J. Cell-Type-Specific Regulation of Genes Involved in Testicular Lipid Metabolism: Fatty Acid-Binding Proteins, Diacylglycerol Acyltransferases, and Perilipin 2. *Reprod. Camb. Engl.* **2013**, *146*, 471–480, doi:10.1530/REP-13-0199.
  279. Gautam, M.; Bhattacharya, I.; Rai, U.; Majumdar, S.S. Hormone Induced Differential Transcriptome Analysis of Sertoli Cells during Postnatal Maturation of Rat Testes. *PloS One* **2018**, *13*, e0191201, doi:10.1371/journal.pone.0191201.
  280. Huang, G.; Yuan, M.; Zhang, J.; Li, J.; Gong, D.; Li, Y.; Zhang, J.; Lin, P.; Huang, L. IL-6 Mediates Differentiation Disorder during Spermatogenesis in Obesity-Associated Inflammation by Affecting the Expression of Zfp637 through the SOCS3/STAT3 Pathway. *Sci. Rep.* **2016**, *6*, 28012, doi:10.1038/srep28012.

How the deposited data were processed for this re-analysis (not part of the article)

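RNA was measured in testes of 6 in vivo ages (8.5, 14.5, 24.5, 30.5, 36.5 and 53.5 dpp) and in explants cultured for 6, 16, 22 or 28 days, with 3 libraries per group. Each cultured library pooled 12 explants, whose central necrotic area the authors had removed. The authors sequenced 50 bp reads, aligned them to the rn6 genome and deposited gene values in FPKM (called RPKM in the paper), normalized to transcript length and mapped reads. Of the 30 libraries in the deposited file, 29 were used. The other, a 14.5 dpp testis that the paper excluded, is listed at 0 for all genes. The 17322 genes are named by Entrez Gene identifiers, and 17172 of these were found in a RefSeq gene table of the rat.

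Deposited FPKM were transformed to log2(FPKM + 1). Genes with a median of at least 0.5 FPKM in at least 1 compared group were tested. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with p-values adjusted by Benjamini-Hochberg. A gene was called at an adjusted p-value of at most 0.05 and a ratio of group medians of at least 2. The comparisons of D16, D22 and D28 with 14.5 dpp used an F test in 1 fit of the 4 groups, and each other comparison used a fit of the 2 groups compared. Single genes are given with the moderated test of each contrast. PCA, clustering and distances were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A Pearson correlation, a distance and a median over genes are described without a test.

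The genes named were set by a rule written before the values were read. It covers every gene that the paper names in sections 2.3 and 2.4 or in Table 1, and the 3 largest rises and falls among the called genes of each comparison with 14.5 dpp. A list of markers of cell types and of the barrier between Sertoli cells completes it. Genes named outside this rule are marked as chosen after their values were seen, and 1 gene within it is not reported here. The lists of patterns, GO terms, pathways and regulator targets were read from Tables S1 to S4 of the paper, and Prm2 and Tnp2 come from Table S3. Replicate numbers come from the labels of the samples, and the main fits did not treat same-numbered libraries as pairs. Explants were taken at 8.5 dpp, so testes of 14.5 dpp and older are from other animals. Whether same-numbered cultured libraries share animals is not stated in the paper.

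Read counts were not used here, so the depth of each library is unknown. Relative depth was read from the spacing of the lowest 10% of the values of each library and ranged from 0.829 to 1.49. The tests were tested on simulated data with the same groups. In 20 data sets with 200 genes shifted by 2 on the log2 scale, 191 shifted genes and 1.8 others were called in all 3 comparisons on average. With no gene shifted, 0.05 genes were called on average.

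Alternatives changed the pseudocount, the filter on low values, the fold change, the prior variance, the normalization between samples, the groups in the fit and the genes entering the adjustment, and each replicate was left out in turn. Settings on the log2 scale for detection and fold change were chosen after seeing the values. Histology, western blots, hormone assays and RT-qPCR were not analysed here, and no GO or pathway enrichment was computed.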

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

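The test of divisions of the libraries and the test of genes at 0 in whole groups were chosen only after the result was seen, and the test of low values was set before.

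Between D16 and D28, the effect of culture differed for 24 genes in a limma fit of these groups, out of 11174 tested. Of the 10 splits of the 6 libraries into 3 against 3, 4 part all 3 same-numbered pairs, and 1 of these 4, the grouping by culture time, gave as many genes. The other splits that part all 3 pairs gave 0 to 5 genes. The remaining 6 splits, which keep some same-numbered libraries together, gave 0 to 6 genes. With 4 such splits the share cannot fall below 1 in 4 in this design, so the share alone cannot tell the difference apart from a chance division of the libraries. In simulated data with independent noise and no gene shifted between D28 and D16, 0.15 genes were called on average. Of the 24 genes, 4 (Rpl24, Rpl28l1, Snurf and Tubb2b, named after their values were seen) had a median of 0 FPKM in 1 of the groups, so genes at 0 in whole groups account for at most a part of the difference. None had a mean under 1 FPKM in both groups (0 genes), so noise at low values does not account for it.

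For Nr1d1, the log2 fold change from D16 to D28 was 0.48. In the fit of 4 groups its standard error was 0.08 and its limma adjusted p-value 0.0298, and it was marked as a difference between culture times on this test. In the fit of D16 and D28 alone, which was the planned test, the limma adjusted p-value was 0.0951 and did not pass the threshold. All 3 D28 libraries (21.8, 22.0 and 22.6 FPKM) lay above all 3 D16 libraries (15.4, 16.7 and 14.9 FPKM), and chance gives such a separation in 10% of comparisons of 3 against 3 in either direction.

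For 3 further genes, the libraries of 2 culture times lay on opposite sides of both 14.5 dpp testes, and the difference was not tested. Dlk1 was above 14.5 dpp in every D6 library and below it in every D22 library, with a difference of -1.94 on the log2 scale from D6 to D22. Tjp1 was below 14.5 dpp in every D6 library (35.0, 39.1 and 28.3 FPKM) and above it in every D16 library (49.3, 50.7 and 45.0 FPKM), a difference of 0.50. Cldn11 was below 14.5 dpp in every D6 library (239, 157 and 180 FPKM) and above it in every D28 library (467, 538 and 458 FPKM), a difference of 1.36. No technical or biological explanation was tested for these 3 genes.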

How the results depend on the processing

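The numbers of called genes at D16 against 24.5 dpp, D22 against 30.5 dpp and D28 against 36.5 dpp stayed within 1.5 times 5082, 7877 and 8585 under the alternatives run, from 4696 to 5439, from 7386 to 8295 and from 8079 to 9032. Leaving out 1 replicate gave 4685 to 5257, 7648 to 7993 and 8459 to 8587. All 12 cultured tissues were nearest to 14.5 dpp under each of the 7 alternatives run.

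Against 14.5 dpp, 2 settings chosen after seeing the values lowered the numbers of called genes by more than 1.5 times, and the planned ones did not. With detection and fold change on log2(FPKM + 1), the numbers were 1185 in at least 1 comparison, 591 in all 3, 765 at D16, 878 at D22 and 987 at D28, in place of 1868, 1093, 1371, 1480 and 1571. With the adjustment also restricted to genes past the filter, they were 1240, 601, 796, 901 and 1019. On the log2 scale 1490 genes passed the fold-change filter, in place of 2710, and 1184 of the 1185 called genes were also called in the main setting. The lower numbers thus go with a filter that passed fewer genes. The paper does not name a log scale for its filters. Leaving out a culture replicate gave 1686 to 2023 genes in at least 1 comparison and 1019 to 1117 in all 3. Without 1 of the 14.5 dpp testes no test was run, and 2849 to 2957 genes passed the fold-change filter. The alternative with all 3 14.5 dpp replicates was not run, since the third is listed at 0 for every gene.

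At D6 against 14.5 dpp, 898 genes were called, and 406 to 564 across the 3 fits that each left out a D6 replicate. From D16 to D28, 24 genes were called, 112 with all 10 groups in the fit, and 13 to 57 across the 6 fits that each left out a replicate. The cause was not tested.

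A block for the replicate number was tried as an alternative. Whether same-numbered cultured libraries share animals is not known, while the 14.5 dpp testes are from other animals. In the 4-group fit, the deviations of same-numbered libraries from their group means had a mean correlation of 0.0638, against -0.0319 for libraries with other numbers. With the block, 376 genes were called at D6 against 14.5 dpp and 6 from D16 to D28. These lower numbers were not read as weaker effects.

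Dimension 1 of the PCA of all samples held 80.2% of the variance. It held 62.6% with genes scaled to unit variance, 76.8% with a pseudocount of 0.1, 73.2% without a log, 79.1% after quantile normalization and 71.2% with the differentially expressed genes. Leaving out a library gave 79.0% to 81.7%. For the 14.5 dpp and cultured tissues it held 42.4%, against 36.2% with a pseudocount of 0.1, 53.5% without a log, 76.1% with the differentially expressed genes and 33.1% with D6 added. Leaving out a library gave 36.1% to 45.6%. The cause was not tested.

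For 93 genes, 273 results against 14.5 dpp were followed. Leaving out a replicate kept the direction and the side of the threshold in 2378 cases, and the other alternatives did so in 1493. Leaving out a replicate weakened 63 results and strengthened 7. The other alternatives weakened 13, strengthened 7 and moved 100. The sign reversed in the following cases, for which the cause was not tested. With a pseudocount of 0.1, the log2 fold change was 0.0095 for Dmc1 at D16 and 0.10 for Sycp1 at D22, which was 0.030 with 0.5. After quantile normalization it was 0.0032 for Dlk1, -0.024 for Cdc34 and -0.071 for Inhbb at D28. With the block it was 0.024 for Dmc1 at D16, 0.075 for Dlk1 and -0.0064 for Inhbb at D28. As a log2 ratio of group means it was -0.47 for Sycp3 at D22, 0.016 for Dlk1 and -0.0092 for Inhbb at D28.

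Leaving out 1 replicate reversed the sign of some of these genes, with ranges of -0.028 to 0.028 for Sycp1 at D22, -0.080 to 0.16 for Sycp3 at D22, -0.20 to 0.11 for Dlk1 at D28, -0.11 to 0.13 for Cdc34 at D28, -0.15 to 0.30 for Sycp1 at D28, -0.21 to 0.065 for Tjp1 at D28 and -0.0026 to 0.057 for Inhbb at D28. The depth of the libraries is unknown here, and an effect of read assignment was not tested, so a gene listed at 0 was not shown to be absent.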

Differences from the paper's values

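In at least 1 comparison with 14.5 dpp 1868 genes were called, against the paper's 1240. Of the alternatives set before the data were examined, the filter of 1 FPKM (1722), the fold change of group means (1821), a trend in the prior variance (1853) and the replicate block brought the value within 1.5 times the paper's. So did leaving out any D16 or D22 replicate (1686 to 1826) or D28 replicate 3 (1755). Leaving out D28 replicate 1 (1862) or 2 (2023) and the other alternatives did not. In all 3 comparisons 1093 genes were called, against the paper's 600, and none of the alternatives set before the data were examined closed the gap. The fold-change filter passed 2710 genes, against the paper's 1490, and leaving out 1 of the 14.5 dpp testes, set before the data were examined, did not close the gap (2849 to 2957). With detection and fold change on log2(FPKM + 1), a setting chosen after seeing the values, 1185 genes were called in at least 1 comparison, 591 in all 3, and 1490 passed the filter. With the adjustment also restricted to the genes past the filter, likewise chosen after seeing the values, the called numbers were 1240 and 601. The 601 genes included all 599 genes listed in Table S1.

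In Table 1, 87 values of 29 genes were compared, and 37 values of 15 genes differed, with no difference in sign. A value was counted as differing when it lay further from the paper's than the larger SD of the 2 groups compared, so genes with little spread were counted at small distances. Ccnf had -1.49 (the paper's -1.78) at D16, -1.48 (the paper's -1.76) at D22 and -1.42 (the paper's -1.67) at D28 and was not counted, as its 14.5 dpp testes lay far apart (12.6 and 9.11 FPKM). For the log2 fold changes against 14.5 dpp, Cyp17a1 had -5.66 (the paper's -7.47) at D16, -5.54 (the paper's -7.13) at D22 and -5.65 (the paper's -7.46) at D28. Insl3 had -4.38 (the paper's -5.65) at D16, -3.86 (the paper's -4.63) at D22 and -3.63 (the paper's -4.24) at D28. Tesk1 had 1.38 (the paper's 1.43) at D16. Incenp had -1.34 (the paper's -1.44) at D28. Plk1 had -1.67 (the paper's -1.82) at D16. Alox15 had -2.83 (the paper's -7.34) at D16, -2.79 (the paper's -6.72) at D22 and -2.67 (the paper's -5.39) at D28. Bub1b had -1.12 (the paper's -1.26) at D16, -1.25 (the paper's -1.42) at D22 and -1.31 (the paper's -1.49) at D28. Cbx2 had -1.07 (the paper's -1.12) at D28. Mmp9 had 4.50 (the paper's 8.06) at D16, 4.71 (the paper's 8.32) at D22 and 4.38 (the paper's 7.94) at D28. Vldlr had 1.83 (the paper's 2.28) at D16, 2.39 (the paper's 2.90) at D22 and 2.02 (the paper's 2.48) at D28. Nr1d1 had 1.18 (the paper's 1.31) at D16, 1.30 (the paper's 1.43) at D22 and 1.66 (the paper's 1.80) at D28. Cxcl10 had 1.83 (the paper's 2.35) at D16, 2.25 (the paper's 2.78) at D22 and 2.19 (the paper's 2.72) at D28. Abca1 had 1.29 (the paper's 1.47) at D16, 1.11 (the paper's 1.27) at D22 and 1.496 (the paper's 1.69) at D28. Cd14 had 1.85 (the paper's 2.28) at D16, 2.07 (the paper's 2.53) at D22 and 2.34 (the paper's 2.85) at D28. Kdr had 1.24 (the paper's 1.57) at D16, 1.38 (the paper's 1.74) at D22 and 1.54 (the paper's 1.91) at D28. With the log2 ratio of group means, an alternative set before the data were examined, all 37 values came within this SD of the paper's, with a largest difference of 0.0738. A pseudocount of 0.1 closed the gap for 31 of them, a pseudocount of 0.5 for 15, quantile normalization for 3 and the replicate block for 2. A trend in the prior variance closed it for 0, and leaving out a replicate for 0 to 2.

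The paper's text lists Cdc34 among the genes of P1 to P4, while its Table 1 has Ccdc34. Cdc34 had a log2 fold change of -0.21 at D16 and was not called. The paper lists Shbg, Prm2 and Tnp2 in Table S3 among the genes that differ in every comparison, and these were not called in all 3 here. Their adjusted p-values of limma's F test were 0.0189, 0.0567 and 0.0619, and the ratio of medians of Shbg at D16 was below the threshold. With detection, fold change and adjustment on log2(FPKM + 1), chosen after seeing the values, these 3 genes were called in all 3 comparisons. The paper ranks Cyp17a1 first among the genes of P1 to P4 and Mmp9 first among those of P5 to P7, while Tesk1 and Nr1d1 came first here. It places Alox15 among the first 15 genes of P1 to P4, where it came after Cdca2 here. With detection, fold change and adjustment on log2(FPKM + 1), chosen after seeing the values, Cyp17a1 and Mmp9 came first and Alox15 came before Cdca2.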

Other observations

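The tests of divisions of the libraries, of the 14.5 dpp testes, of the fall of P1 genes with age, of genes at 0 in single libraries, of Gapdh, of more macrophages and of a loss of Leydig cells were chosen only after the result was seen, and the others were set before. Lists of marker genes were compared with 10000 random lists of as many detected genes of similar expression, by the percentile of their median change at D28 against 14.5 dpp.

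For the comparisons with testes of the same age, the libraries were split into 3 against 3 in all 10 ways. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many genes as D16 against 24.5 dpp, 1 as many as D22 against 30.5 dpp and 1 as many as D28 against 36.5 dpp, in each case the real one. The other 3 such splits each gave 1, 0 to 1 and 0 genes, and the 6 that keep some same-numbered libraries together gave 0 to 2, 0 to 2 and 0 to 1. The share cannot fall below 1 in 4 in this design, so the share alone cannot tell these differences apart from a chance division. The real groupings gave 5082, 7877 and 8585 genes. The mean distance between libraries was 146 ± 10.5 from D16 to 24.5 dpp, 215 ± 10.5 from D22 to 30.5 dpp and 246 ± 3.80 from D28 to 36.5 dpp (SD, 9 pairs each). Within these groups it was at most 54.6 ± 5.97 (SD, 3 pairs, 24.5 dpp). These distances argue against a chance division of the libraries. Of the genes called against 14.5 dpp, 15 have a library at 0 in a group whose highest is above 1 FPKM, so values at 0 in single libraries do not account for the number of called genes.

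The haemoglobin genes fell to about 0 in culture. If red blood cells had left the explants, other genes of these cells would fall too. The median change of 4 detected genes of red blood cells was 0.05 at D28, at percentile 65.8, and with so few genes this explanation cannot be told apart from others. The median change of 12 endothelium genes was 0.58 at D28, at percentile 99.9, with 8 genes higher and 4 lower. As a group, these genes argue against a loss of blood vessels.

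Nr1d1 rose at every culture age. For 7 clock genes in phase with it, the median change was 0.19, at percentile 86.3. For 4 genes in antiphase, which would fall if the phase of the clock had shifted, it was 0.64, at percentile 97.2. The genes in phase give no sign of a shifted clock, and the few genes in antiphase leave a shift open.

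Gapdh rose in culture, from 17.6 and 19.6 FPKM in the 14.5 dpp testes to 111, 91.6 and 34.2 FPKM in the D28 libraries, and was named after its values were seen. Its pseudogenes make the share of reads counted for it uncertain. Glycolysis genes rose as a group, at percentile 99.8, and genes of the response to low oxygen at percentile 100, so a response to low oxygen may explain the rise. The largest range within a group minus the smallest difference between groups was -0.07 on the log2 scale. It compares the spread within and between groups and does not measure reads shared with pseudogenes, so that explanation cannot be told apart from the others.

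Macrophage-linked genes rose in culture. The 12 detected macrophage genes changed by 1.04 at D28, at percentile 100, and lymphocyte genes by -0.14, at percentile 40. The macrophage genes restate the rise, and do not tell a larger share of macrophages apart from a higher expression in each of them. Few lymphocyte genes were detected and they changed in both directions, so an entry of lymphocytes was left open.

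Steroidogenic genes fell in culture. Other genes of Leydig cells changed by 0.37, at percentile 96, and Sertoli cell genes by 0.14, at percentile 74.9. Of these genes of Leydig cells, 4 rose (Ptgds, Hsd11b1, Vcam1 and Ces1d) and 3 fell (Insl3, Lhcgr and Nr4a1). Ptgds, Vcam1, Ces1d and Nr4a1 were named after their values were seen. So few genes, with changes in both directions, leave a loss of Leydig cells open. A smaller share of somatic RNA would raise germ cell genes, yet all 9 were lower at D28, with a median change of -0.83, at percentile 0. Macrophage genes (1.04) and endothelium genes (0.58) rose as groups, and the Sertoli cell genes did not fall as a group. These values argue against a smaller share of somatic RNA as a whole. All 8 peritubular cell genes were lower, so a smaller share of peritubular RNA was left open. A lower expression of steroidogenic genes within Leydig cells was not tested.

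Genes of patterns P5 to P7 rose in culture. Germ cell genes changed by -0.83, at percentile 0, and fewer germ cells may explain a part of the rise. The 8 peritubular cell genes changed by -1.45, at percentile 0, and so give no sign of a larger share of peritubular RNA. A lower expression of these genes within each cell could hide such a share, so it was left open. Genes of pattern P1 fell in culture, and 105 of the 111 P1 genes were lower at 24.5 dpp than at 8.5 dpp in vivo. The patterns describe profiles over the whole set of samples, so this number is no independent test of the fall with age. At D6, the same age as 14.5 dpp, 110 of them were already lower than at 14.5 dpp, so age alone does not account for the fall. Of these P1 genes, 45 were higher at D16 than at 24.5 dpp, 68 at D22 than at 30.5 dpp and 68 at D28 than at 36.5 dpp.

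The 14.5 dpp testes differed from each other. On an axis from 8.5 dpp (0%) to 24.5 dpp (100%), over 4057 genes changing at least 2-fold between these ages, they lay at 23.4% and 39.5%. Across genes, the difference between them had a Spearman correlation of 0.55 with the change in vivo, so replicate 2 may be further along in development. On this axis D16 tissues lay at 26.8% ± 1.55 (SD, n = 3). Over these genes, the distance of D16 tissues to 8.5 dpp was 1.35 times that to 14.5 dpp, so their profile was not that of the starting age. This distance does not separate development from other changes in culture. Along Dimension 1 of all samples, D16 tissues lay at -0.485%, nearer to 8.5 dpp (0%) than to 14.5 dpp (4.87%). Whether development stayed near the starting age was therefore left open.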
